# Transcription factors ZmNF-YA1 and ZmNF-YB16 regulate plant growth and drought tolerance in maize

**DOI:** 10.1093/plphys/kiac340

**Published:** 2022-07-21

**Authors:** Yaling Yang, Baomei Wang, Jiemin Wang, Chunmei He, Dengfeng Zhang, Peng Li, Juren Zhang, Zhaoxia Li

## Abstract

The identification of drought stress regulatory genes is crucial for the genetic improvement of maize (*Zea mays* L.) yield. Nuclear factors Y (NF-Ys) are important transcription factors, but their roles in the drought stress tolerance of plants and underlying molecular mechanisms are largely unknown. In this work, we used yeast two-hybrid screening to identify potential interactors of ZmNF-YB16 and confirmed the interaction between ZmNF-YA1 and ZmNF-YB16-YC17 and between ZmNF-YA7 and ZmNF-YB16-YC17. ZmNF-YB16 interacted with ZmNF-YC17 *via* its histone fold domain to form a heterodimer in the cytoplasm and then entered the nucleus to form a heterotrimer with ZmNF-YA1 or ZmNF-YA7 under osmotic stress. Overexpression of *ZmNF-YA1* improved drought and salt stress tolerance and root development of maize, whereas *zmnf-ya1* mutants exhibited drought and salt stress sensitivity. ZmNF-YA1-mediated transcriptional regulation, especially in JA signaling, histone modification, and chromatin remodeling, could underlie the altered stress tolerance of *zmnf-ya1* mutant plants. ZmNF-YA1 bound to promoter CCAAT motifs and directly regulated the expression of multiple genes that play important roles in stress responses and plant development. Comparison of ZmNF-YB16- and ZmNF-YA1-regulated genes showed that ZmNF-YA1 and ZmNF-YB16 have similar biological functions in stress responses but varied functions in other biological processes. Taken together, ZmNF-YA1 is a positive regulator of plant drought and salt stress responses and is involved in the root development of maize, and ZmNF-Y complexes with different subunits may have discrepant functions.

## Introduction

Abiotic stresses, for example, drought, salinity, heat/chilling stress, and nutrient deficiency, seriously affect the growth and development of plants. After perceiving stress signals, plants activate a series of signal transduction pathways and respond to stresses. During these processes, transcription factors (TFs) regulate a number of stress-responsive genes belonging to different families.

Nuclear factor Y (NF-Y), also called heme activate protein (HAP) or CCAAT box combination factor (CBF), is a heterotrimeric TF consisting of three evolutionarily distinct NF-YA (CBF-B or HAP2), NF-YB (CBF-A or HAP3), and NF-YC (CBF-C or HAP5) subunits, which are conserved across eukaryotic lineages (Sinha et al., 1995). In yeast, assembly of the NF-Y heterotrimeric complex occurs in a strictly ordered manner. NF-YB and NF-YC, the histone-like subunits, form a heterodimer in the cytoplasm, which subsequently translocates into the nucleus, where NF-YB/-YC interacts with NF-YA to form an NF-Y heterotrimer (Romier et al., 2003; Frontini et al., 2004). The trimer recognizes and binds with high affinity and sequence specificity to the cis-acting element CCAAT motif frequently observed in eukaryotic promoters (Xing et al., 1993). The NF-Y TF can either transcriptionally activate or repress downstream genes, and interactions with other regulatory factors can also regulate its activity. Each NF-Y family has only one member in yeast and animals. In plants, however, each type of NF-Y subunit has multiple genes. Genome-wide analysis of NF-Ys in Arabidopsis (*Arabidopsis thaliana*) revealed 10, 13, and 13 genes encoding NF-YA, -YB and -YC subunits, respectively (Siefers et al., 2009). In maize (*Zea mays* L.), 14 NF-YA, 18 NF-YB, and 18 NF-YC genes were identified (Zhang et al., 2016).

In plants, NF-Y genes present multifarious expression patterns during different developmental stages or in response to environmental stresses, suggesting that combining different subunits can assemble NF-Y complexes with diversified functions. The members of the NF-Y gene family play varied roles in plant developmental processes and stress responses, such as embryogenesis, seed development and photoperiod-dependent flowering. NF-Ys are also involved in plant growth control. The miR169 and their targets *AtNF-YA2* and *AtNF-YA10* are expressed in root vascular tissues and act to control apical root meristem and lateral root initiation (Sorin et al., 2014). Overexpression (OE) of *AtNF-YB2* (HAP3b) promotes primary root elongation by accelerating cell division and/or elongation (Ballif et al., 2011); OE of *TaNF-YA-B1* in wheat (*Triticum aestivum*) enhances root development by increasing lateral root growth and increases both nitrogen and phosphorus uptake leading to increased grain yield in wheat (Qu et al., 2015). OE of *OsHAP3E* results in a dwarf phenotype with erect leaves and aberrant panicles, whereas repression of *OsHAP3E* leads to lethality, indicating pleiotropic roles in vegetative and reproductive development in rice (*Oryza sativa*; Ito et al., 2011; Zhang and Xue, 2013). Knockdown of *LjNF-YA1* inhibits root nodule formation, and ectopic expression of *LjNF-YA1* and *LjNF-YB1* causes abnormal cell division in lateral root primordia, indicating that the NF-Y subunits are associated with root nodule organogenesis and lateral root formation in *Lotus japonicas* (Soyano et al., 2013). Arabidopsis NF-YB2/NF-YC3 and CONSTANS, a master flowering regulator, form a trimer to efficiently bind the core element of the *FLOWERING LOCUS T* promoter to regulate the timing of flowering (Gnesutta et al., 2017). In rice, NF-YC12 and bHLH144 maintain NF-YB1 stability from degradation mediated by ubiquitin/26S proteasome, whereas NF-YB1 directly binds to the “G-box” domain of the *Waxy* promoter and activates *Waxy* transcription, hence regulating grain quality (Bello et al., 2019). NF-Ys have also been identified as regulators of abiotic stress tolerance in different plant species. Transgenic Arabidopsis overexpressing *AtNF-YB1* and transgenic maize overexpressing the putative ortholog gene *ZmNF-YB2* present elevated drought tolerance (Nelson et al., 2007). The expression of *AtNF-YA5*, which miR169 can post-transcriptionally regulate, is induced by drought stress in an abscisic acid (ABA)-dependent manner (Li et al., 2008b). OE of *AtNF-YA5* improves drought tolerance by regulating the expression of stress-responsive genes (Li et al., 2008b). OE *AtNF-YA2, -YA3, -YA7*, or *-YA10* lines show higher tolerance to abiotic stresses, including hypoxia, drought, heat, and cold stresses (Leyva-González et al., 2012). Transgenic Arabidopsis overexpressing *GmNF-YA3* from soybean shows enhanced ABA and salt sensitivity and improved drought tolerance (Ni et al., 2013). *AtNF-YA1* negatively regulates seed germination and postgermination growth under salt stress (Li et al., 2013). OE of *OsNF-YA2* (*OsHAP2E*) in rice showed resistance to biotic stress, tolerance to salinity and drought, increased photosynthesis and tiller number (Alam et al., 2015). Two NF-Y genes from foxtail millet (*Setaria italica*), *SiNF-YA1* and *SiNF-YB8*, improve stress tolerance in Tobacco W38 (*Nicotiana tabacum*) by activating stress-related genes and improving physiological traits through ABA-dependent and reactive oxygen species signaling pathways (Feng et al., 2015). Screening of activation-tagged indica rice line responses to salt stress identified a salt-tolerant line DS-16 in which the expression of a gene encoding the NF-YC subunit (OsNF-YC13) was induced (Manimaran et al., 2017). In Arabidopsis, the endoplasmic reticulum (ER) stress response of the TF component of bZIP28 interacts with a NF-Y heterotrimeric protein complex consisting of NF-YA4, NF-YB3, and NF-YC2 (Liu and Howell, 2010). NF-YA2, NF-YB3, and NF-YC10 can synergistically activate a promoter of the heat stress-inducible gene with DREB2A in Arabidopsis protoplasts (Sato et al., 2014).

In maize, 50 ZmNF-Y genes were identified with tissue-specific expression patterns in different development stages and responses to various abiotic and biotic stresses (Zhang et al., 2016). Luan et al. reported that zma-miR169 genes and their target *ZmNF-YA* genes respond to drought, ABA and salt stresses in maize leaves and roots (Luan et al., 2014; Luan et al., 2015). ZmNF-YA3 also interacts with CONSTANS-like (CO-like) and flowering promoting factor1 (FPF1), and the complex can regulate flowering time (Su et al., 2018). ZmNF-YC2 in maize under long-day conditions is a positive regulator of flowering time by promoting the expression of ZmNF-YA3, the latter negatively regulates the transcription of ZmAP2 that suppresses the expression of the MADS-box gene ZMM4 to delay flowering time (Su et al., 2021). These studies indicate that some members of ZmNF-Y may play important roles in plant development and the response and adaptation to stresses; however, the biological roles of ZmNF-Y genes in maize are still very limited. NF-YB plays a vital role in the specific binding of the NF-YA, NF-YB, and NF-YC trimer to promoters (Zemzoumi et al., 1999). NF-YB gene family has been expanded in plants (Siefers et al., 2009), suggesting that their function diversity was more complex than previously thought. Our previous work showed that OE of *ZmNF-YB16* improves drought tolerance and yield by enhancing photosynthesis and the antioxidant capacity of maize plants (Wang et al., 2018). Expression analysis showed that ZmNF-YB16 regulates the expression of genes encoding antioxidant enzymes, the antioxidant synthase, and molecular chaperones associated with the ER stress response and improves the protection of photosynthesis system II. Being an important transcriptional regulation internode that contributes to stress response and confers to crop yield, understanding the functional differences between *ZmNF-YB16* and other subfamily members would be beneficial. It would also be important to elucidate how the OE of *ZmNF-YB16* leads to the improvement of plant drought tolerance and yield and which partners with *ZmNF-YB16* form a complex to function as a regulator. To address these questions, we sought the other members of a heterotrimer with ZmNF-YB16 and found that ZmNF-YB16 interacts with ZmNF-YC17 *via* its histone fold domain and then forms a heterotrimer with ZmNF-YA1 when subjected to osmotic stress. The *ZmNF-YA1* OE and mutant lines were used to explore the effects and mechanism of ZmNF-YA1 on maize growth and abiotic stress tolerance in this paper.

## Results

### ZmNF-YB16 interacts with ZmNF-YC17

To identify the proteins that interacted with ZmNF-YB16, we performed a yeast two-hybrid screen. First, we tested the transcriptional activity of ZmNF-YB16. As shown in Figure 1A, ZmNF-YB16 contained a histone-like domain (21–90 amino acid [AA]). The N-terminal 90 AA and C-terminal 122 AA had no transcriptional activity. However, the full-length ZmNF-YB16 and N-terminal 158 AA showed transcriptional activity. The transcriptional activity of the N-terminal 158 AA was stronger than that of the full-length ZmNF-YB16. The activity of full-length ZmNF-YB16 was 1.96 Mu, and that of the N-terminal 158 AA was 2.78 Mu measured by β-gal activity (Figure 1A).

**Figure 1:**
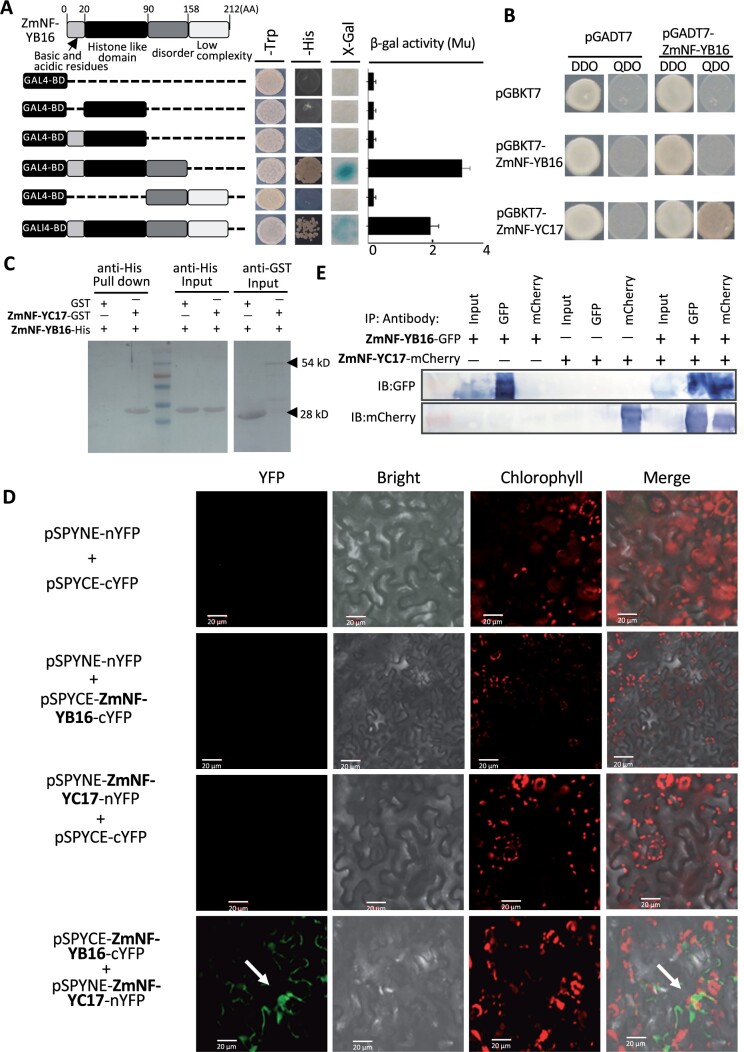
ZmNF-YB16 interact with ZmNF-YC17 in vitro and in vivo. A, Transcriptional activation analysis of ZmNF-YB16. Numbers at the top indicate the position of AAs. The N-terminal 21–90 AA represents the histone-like domain. Different lengths of proteins were cloned and fused to the GAL4 DNA binding (BD) vector. Transformants were screened on SD/-Leu and SD/-His, and β-galactosidase (β-gal) activities were validated by X-Gal staining and quantified by the ONPG assay. B, Growth of yeast cells harboring ZmNF-YB16 and ZmNF-YC17 fused to the GAL4 BD domain (pGBKT7-BD) and GAL4 activity domain (pGADT7-AD). SD/-Leu/-Trp (DDO) is the nonselective medium, and SD/-Leu/-Trp/-Ade/-His (QDO) is the selective medium. C, In vitro pull-down assay of ZmNF-YC17-GST protein and ZmNF-YB16-His protein. The fractions pulled down were detected with an His antibody. D, Verification of the in vivo interaction between ZmNF-YB16 and ZmNF-YC17 by the BiFC system in *N. benthamiana*. Expression of ZmNF-YB16-cYFP and ZmNF-YC17-nYFP was observed in leaves. The YFP fluorescence signal was detected in the group co-transformed of ZmNF-YB16-cYFP and ZmNF-YC17-nYFP (lower row), but not in the control groups (Rows 1–3). *bar* = 20 µm. E, Co-IP assay to test the direct interaction between ZmNF-YB16 and ZmNF-YC17. IP: antibody, antibody used for immunoprecipitation, IB: antibody, antibody used for western blot.

The full-length ZmNF-YB16 was fused to the yeast GAL4 DNA binding domain and used as bait. Approximately 9.5 × 10^7^ cfu/mL yeast transformants were screened, and after verification of growth on a synthetic medium lacking Leu/His/Trp/Ade (QDO), six clones containing the ZmNF-YC17 (GRMZM2G311316) cDNA were identified (Figure 1B). We further tested the direct interaction between ZmNF-YB16 and ZmNF-YC17 using an in vitro pull-down assay. As a result, ZmNF-YB16-His was detected in the ZmNF-YC17-GST fraction but not in the GST alone fraction (Figure 1C and Supplemental Figure S1). These data indicated that ZmNF-YB16 interacted directly with ZmNF-YC17, and the presence of the histone-like domain together with the disorder domain are required for transcriptional activity in this assay.

We then analyzed the interaction between ZmNF-YC17 and ZmNF-YB16 in *Nicotiana benthamiana* by using the bimolecular fluorescence complementation (BiFC) system and the co-immunoprecipitation (Co-IP) assay (Figure 1, D and E). As a result, the fluorescence signal was detected in the group co-transformed of ZmNF-YB16-cYFP and ZmNF-YC17-nYFP, but not in the control groups (Figure 1D). These data indicated that ZmNF-YB16 interacted with ZmNF-YC17 in vivo. The direct interaction between ZmNF-YB16 and ZmNF-YC17 using Co-IP assay was detected (Figure 1E).

ZmNF-YC17 fragments were ligated into the GAL4-BD vector according to the function domain to identify the interacting regions between them. Figure 2A shows that the histone-like domain of ZmNF-YC17 had no transcriptional activity, in contrast to the N-terminal 90 AA. The transcriptional activity of the full-length ZmNF-YC17 was much weaker than that of the N-terminal 90 AA (Figure 2A). The yeast-hybrid assay showed that ZmNF-YC17 interacted with ZmNF-YB16 via their histone-like domains (Figure 2B).

**Figure 2:**
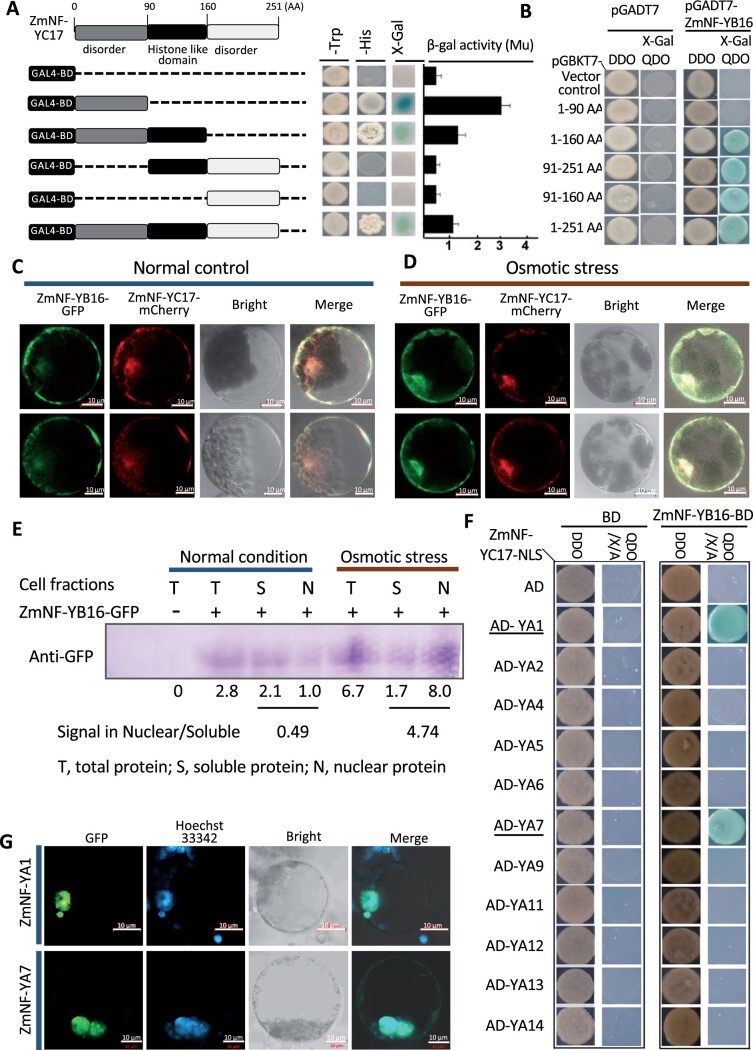
ZmNF-YB16/ZmNF-YC17/ZmNF-YA1/7 form heterotrimers in maize. A, Transcriptional activation analysis of ZmNF-YC17. Numbers at the top indicate the position of AAs. The N-terminal 91–160 AA represents the histone-like domain region. The different lengths of proteins were cloned and fused to the GAL4 BD vector. Transformants screen, β-gal activities, X-Gal staining, and ONPG quantification were performed as that in Figure 1A. B, Growth of yeast cells harboring various truncated forms of ZmNF-YC17 fused to the GAL4 BD vector. ZmNF-YB16 was fused to the GAL4 AD vector. Transformants screen, X-Gal staining were performed as that in Figure 1B. C, Subcellular localization analysis of ZmNF-YB16 and ZmNF-YC17 under normal condition. *bar* = 10 µm. D, Subcellular colocalization analysis of ZmNF-YB16 and ZmNF-YC17 under osmotic stress conditions. ZmNF-YB16 was fused to the pUC18-P35S-*GFP* vector, and ZmNF-YC17 was fused to the pUC18-P35S-*mCherrry* vector. *bar* = 10 µm. E, Confirmation of subcellular location changes by cytosol and nuclear fraction and western-blot. Relative expression levels were quantified using Image J. F, Yeast three-hybrid assay to identify candidate trimers containing ZmNF-YB16 and ZmNF-YC17. The growth of yeast cells harboring NF-YA family proteins fused to the GAL4 AD, ZmNF-YB16 fused to the GAL4 BD, and ZmNF-YC17 fused to a NLS on selective medium. Transformants screen, X-Gal staining were performed as that in Figure 1B. G, Subcellular localization of ZmNF-YA1 and ZmNF-YA7 under normal conditions. ZmNF-YA1 and ZmNF-YA7 were fused to the pUC18-P35S-*GFP* vector, respectively. *bar* = 10 µm.

### The location of the ZmNF-YB16 and ZmNF-YC17 is altered under different conditions

The subcellular location assay revealed the expression of ZmNF-YB16 and ZmNF-YC17 in the cytoplasm in W1 solution for protoplast incubation (Figure 2C). Because ZmNF-YB16 interacted with ZmNF-YC17 in vitro and in vivo, a colocalization assay was necessary. When the protoplasts transformed with ZmNF-YB16-GFP and ZmNF-YC17-mCherry were incubated in the W1 solution supplemented with 0.6 mol mannitol (osmotic stress), the fluorescent signal was detected in the cytoplasm to the nucleus, and ZmNF-YB16 showed almost complete colocation with ZmNF-YC17 (Figure 2D). We further confirmed the subcellular location changes by western-blot with cytosol and nuclear fraction, respectively (Figure 2E). These results implied that ZmNF-YB16 in osmotic stress response depended on the translocation of the ZmNF-YB16 from the cytoplasm to the nucleus. Maize ZmNF-YB16 may maintain the basic characteristics of its mammalian homologs, such as heterodimer formation with NF-YB and NF-YC proteins and subsequent translocation from the cytosol to the nucleus (Frontini et al., 2004; Kahle et al., 2005), although we still lack the knowledge how they were translocated.

### ZmNF-YB16 and ZmNF-YC17 form heterotrimers with ZmNF-YA1/7

Some studies have suggested that NF-YA, NF-YB, NF-YC form a complex to regulate target gene expression (Laloum et al., 2013; PetroNi et al., 2013). To determine which members of the NF-YA family form a trimer with the ZmNF-YB16/YC17 complex, the genes of all members of the ZmNF-YA family were analyzed by constructing the evolutionary tree (Supplemental Figure S2). Fourteen members in the ZmNF-YA family produced 86 kinds of transcripts, with each gene encoding several transcripts except the *ZmNF-YA11* gene. Among them, the genes coding ZmNF-YA1, -YA2, -YA4, -YA5, -YA7, -YA9, -YA11, -YA12, -YA13, and -YA14 were cloned and inserted into the GAD4-AD vector, respectively. *ZmNF-YB16* and *ZmN-YC17* fused to the nuclear localization signal (NLS) were recombined in the GAL4-BD vector. The three-hybrid system in yeast was used to identify ZmNF-YA family members that could interact with the ZmNF-YB16-YC17 complex. ZmNF-YA1 and ZmNF-YA7 could interact with the ZmNF-YB16-YC17 heterodimer, respectively, but other members could not (Figure 2F). The subcellular location assay also showed ZmNF-YA1 and ZmNF-YA7 localization in the nucleus (Figure 2G). The results indicated that the ZmNF-YA1-YB16-YC17 and ZmNF-YA7-YB16-YC17 trimers could be formed in the nucleus, implying that upon osmotic stress, ZmNF-YB16 and ZmNF-YC17 was transferred from the cytoplasm to the nucleus and therein formed a trimer with ZmNF-YA1 or ZmNF-YA7 to exert its biological function. According to the evolutionary tree analysis (Supplemental Figure S2), the genetic distance between some transcripts of ZmNF-YA1 and ZmNF-YA7 was the closest, and thus, they may have the same or similar functions. The core domains of ZmNF-YA1/7 included an NF-YB/C interaction motif in the N-terminus, a motif recognizing and binding to the CCAAT cis-element in the C-terminus, and a middle linker region, which were also conserved in NF-YA family members (Supplemental Figure S3A). According to the multiple sequence alignment, ZmNF-YA1 and ZmNF-YA7 had a highly conserved sequence in the NF-YB/C binding region and DNA binding domain, but the N-terminal sequence and C-terminal sequence varied greatly (Supplemental Figure S3B). *ZmNF-YA7* (GRMZM2G040349, also named *ZmNF-YA3*) has dual functions in the stress response and the photoperiod-dependent flowering of maize (Su et al., 2018). We further investigated the role of ZmNF-YA1-YB16-YC17 in maize.

### Expression patterns of *ZmNF-YA1* and its partner genes

The organ expression patterns of *ZmNF-YA1*, *ZmNF-YB16*, and *ZmNF-YC17* were analyzed according to published works (Winter et al., 2007; Sekhon et al., 2011; Stelpflug et al., 2016) and confirmed by reverse transcription-quantitative PCR (RT-qPCR). As shown in Supplemental Figure S4, *ZmNF-YA1* was ubiquitously expressed in all tissues, but the expression levels varied. *ZmNF-YA1* showed continuously increasing expression models during kernel development and had the highest expression level in the embryo 22 d after pollination (DAP). *ZmNF-YB16* had the highest expression level in leaf tips at the V7 stage, whereas *ZmNF-YC17* had the highest expression level in roots 3 d after sowing (DAS). It is noteworthy that *ZmNF-YC17* maintained high expression levels in leaves from the three DAS stage to the 30 DAP stage. To explore the expression profile of the complex members under stress conditions, we collected leaf samples at different times after osmotic, salt and heat stress treatment (Supplemental Figure S5). *ZmNF-YA1* was induced in all three stress treatments but the trends varied. *ZmNF-YC17* was not substantially induced by osmotic stress, whereas *ZmNF-YB16* and *ZmNF-YA1* were substantially induced in a variable manner. *ZmNF-YB16* had the highest expression levels at 4 h after osmotic stress treatment, whereas *ZmNF-YA1* expression peaked after 24 h after osmotic stress treatment. The expression patterns showed that *ZmNF-YB16* and *ZmNF-YA1* might play important roles in regulating the function of the heterotrimer. OE of *ZmNF-YB16* improved maize plants' drought tolerance and increased the grain yield (Wang et al., 2018). Being the DNA binding subunit of the heterocomplex, ZmNF-YA1 was selected for further analysis using the *zmnf-ya1* mutant and the *ZmNF-YA1* OE lines.

### Plant growth and root development of the *zmnf-ya1* mutant

Two *zmnf-ya1* homozygous mutant lines, m67 and m83, which had no *ZmNF-YA1* transcripts, were used as material **(**Supplemental Figures S6 and S7). Under normal conditions, the growth of *zmnf-ya1* mutants was weaker than inbred line W22 (Figure 3, A–D). The seminal root length increased, but the number of lateral roots and plant height was reduced in the mutants compared with W22 (Figure 3, B–D). When the phenotypes of the WT and *zmnf-ya1* mutants were characterized under different abiotic stresses, 11-d-old (11 d) hydroponically cultured maize plants were treated with 12% PEG (osmotic stress), 120 mM NaCl (salt stress), or 15 mM LiCl (ion toxicity) for 10 d, respectively. The *zmnf-ya1* mutants grew worse than W22 under these stresses (Figure 3E). For example, PEG treatment decreased the shoot biomass by 42% in W22 compared with normal conditions and 50%–60% in *zmnf-ya1* mutants (Figure 3F). The axial root growth of all seedlings was significantly inhibited by PEG and NaCl treatment, and z*mnf-ya1* mutants exhibited much greater inhibition than W22, especially following treatment with 15 mM LiCl (Figure 3, F–H). Compared with ion toxicity, the z*mnf-ya1* mutants were more sensitive to osmotic stress based on biomass loss (Figure 3, F and G). The growth rates of *zmnf-ya1* mutants were lower than W22, and the plant height, leaf length, leaf width, and leaf area of *zmnf-ya1* mutants at the V5 stage were significantly decreased compared with W22 (Supplemental Figures S6 and S7). These findings demonstrated that *ZmNF-YA1* played important roles in both plant growth and abiotic stress tolerance.

**Figure 3:**
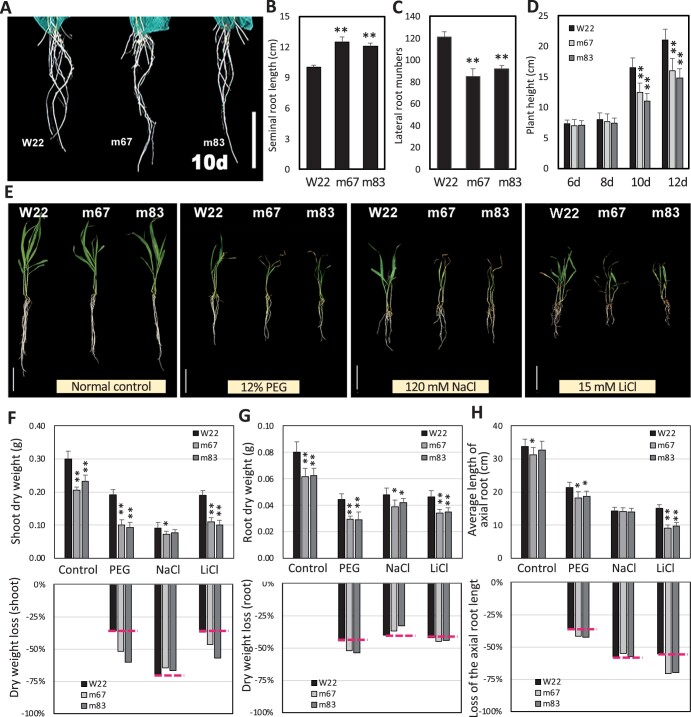
Loss of function of *ZmNF-YA1* suppresses plant growth and root development in maize. A, Root phenotypes of W22 and *zmnf-ya1* mutant plants hydroponically cultured for 10 d. B and C, Total axial root length and lateral root numbers of W22 and *zmnf-ya1* mutant plants hydroponically cultured for 10 d. D, Plant height of WT and mutant plants hydroponically cultured for 5, 8, 10, and 12 d. E, Eleven-day-old hydroponically cultured maize plants under normal conditions (Normal Control) and treated with 12% PEG_6000_, 120 mM NaCl, or 15 mM LiCl for 10 d. F–H, Shoot dry weight, root dry weight and axial root length of WT and *ZmNF-YA1* mutants under different conditions and the loss led by stresses. The images of panel A and E were digitally extracted for comparison. All values are means ± SD of three independent experiments (each with five seedlings per line). *bar* = 5 cm. The asterisks indicate a significant difference at *0.01 < P ≤ 0.05, **P ≤ 0.01 by a *t* test.

### OE of *ZmNF-YA1* improves plant growth and tolerance to abiotic stresses

*ZmNF-YA1* OE plants were produced by *Agrobacterium tumefaciens*-mediated maize shoot-tip transformation. According to PCR and Southern blotting analyses, transgenic fragments were stably inserted into the maize genome (Supplemental Figure S7, D–F). The expression assay showed *ZmNF-YA1* transcript levels were significantly upregulated by osmotic stress in the OE lines since the RD29A promoter was used to drive the expression of *ZmNF-YA1* (Supplemental Figure S7, C and D).

To address the effect of ZmNF-YA1 on abiotic stress tolerance in maize, the phenotypes of the transgene donor inbred line DH4866 and ZmNF-YA1 OE plants under different abiotic stresses were analyzed. Analysis of hydroponically cultured plants showed no obvious shoot growth differences of *ZmNF-YA1* OE plants at 6 d after germination (DAG), but the root length was shortened and there were more lateral roots (Figure 4A). The *ZmNF-YA1* OE lines had a substantially higher plant height than DH4866 at 10 DAG due to their enhanced growth rate (Figure 4, B and C). The axial root length was decreased and the lateral root number increased in *ZmNF-YA1* OE plants (Figure 4, D and E). These results suggested that *ZmNF-YA1* played an important role in aerial organ growth and root development. When the 11-d-old hydroponically cultured maize plants were treated with 12% PEG, 120 mM NaCl, or 15 mM LiCl for 10 d, the stresses retarded maize shoot and root growth, and the axial root growth of all seedlings were significantly inhibited, but the responses to stresses were significantly different among the genotypes (Figure 4, F–I), following PEG, NaCl, and LiCl treatment; however, the inhibition was less for *ZmNF-YA1* OE than DH4866 plants (Figure 4, G–I). For example, PEG treatment decreased the shoot biomass of DH4866 by 23% and of *ZmNF-YA1* OE plants by 9%–13% compared with the control under normal conditions. The same trends were observed for the NaCl and LiCl treatments (Figure 4, G–I). By contrast, under normal conditions, the Z*mNF-YA1* OE plants had a larger aerial organ size and a more developed root system with a greater shoot and root biomass than DH4866 (Figure 4F). Therefore, *ZmNF-YA1* OE plants had improved tolerance to abiotic stresses in the vegetative growth stage.

**Figure 4:**
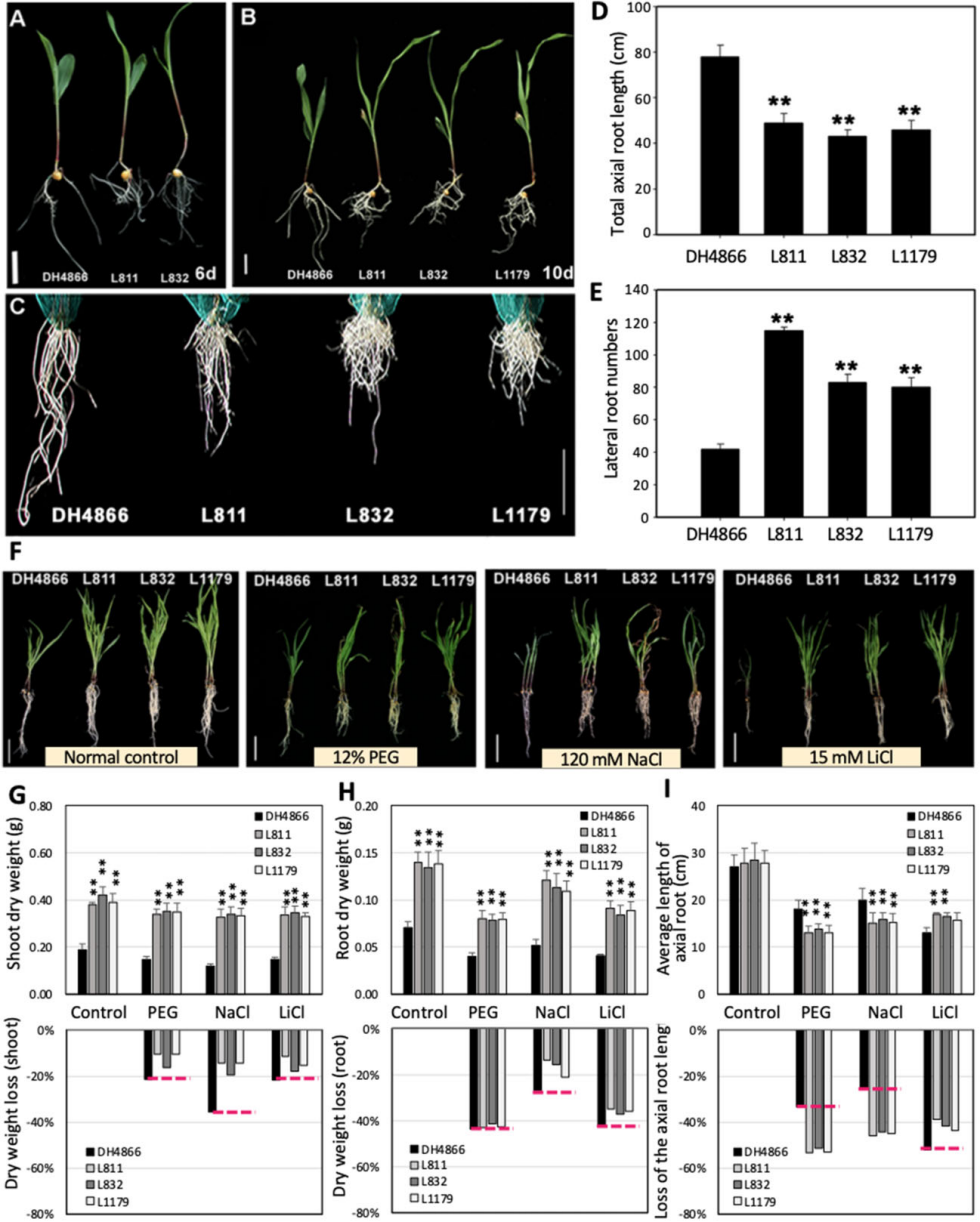
OE of *ZmNF-YA1* improves abiotic stress tolerance in maize. A and B, DH4866 (transgene donor inbred line) and *ZmNF-YA1* OE lines hydroponically cultured for 6 d and 10 d. C, Root phenotypes of DH4866 and *ZmNF-YA1* OE lines hydroponically cultured for 10 d. D and E, Total axial root length and lateral root numbers of DH4866 and *ZmNF-YA1* OE lines hydroponically cultured for 10 d. F, Eleven-day-old hydroponically cultured maize plants of DH4866 and OE lines under normal conditions (Normal Control) and treated with 12% PEG_6000_, 120 mM NaCl, or 15 mM LiCl for 10 d. The images of panels A–C, and F were digitally extracted for comparison. G–I, Shoot dry weight, root dry weight, and axial root length of DH4866 and *ZmNF-YA1* OE lines under different conditions and the loss led by stresses. All values are means ± SD of three independent experiments (each with five seedlings per line). *bar* = 5 cm. The asterisks indicate a significant difference at *0.01<P≤0.05, **P≤0.01 by a *t* test.

To elucidate the functions of *ZmNF-YA1* in response to drought stress at the flowering stage, maize plants at the V12 stage were subjected to water stress. Under normal conditions, the *ZmNF-YA1* OE lines had a substantially higher plant height than DH4866 at the V12 stage (Supplemental Figure S8A). When *ZmNF-YA1* OE and DH4866 plants at the pre-flowering stage were exposed to drought stress treatment for 12 d, most of the DH4866 leaves appeared chlorotic and wilted; the lower leaves of *ZmNF-YA1* OE plants were withered, while the upper leaves of OE plants remained vigorous (Supplemental Figure S8B). *ZmNF-YA1* OE plants exhibited more root branches and more wheels of brace root than DH4866 after stress treatment (Supplemental Figure S8C). By contrast, drought stress resulted in decreased relative water content and increased ion leakage and malondialdehyde (MDA) content in all plants, and *ZmNF-YA1* OE plants presented significantly higher levels of relative water content and lower levels of ion leakage and MDA content than DH4866. For instance, compared with 78.46% relative water content, 52.97% ion leakage, and 12.94 μmol g^−1^ MDA content in the leaves of DH4866, *ZmNF-YA1* OE plants maintained 83.76%–86.03% relative water content, 37.92%–43.85% ion leakage, and 7.51–8.52 μmol g^−1^ MDA content at 8 d after drought stress (Supplemental Figure S8, D–F). These phenotypic and physiological differences suggested that OE of *ZmNF-YA1* improved tolerance to drought stress.

### Transcriptome analysis of *ZmNF-YA1*-regulated genes under drought conditions

To further examine the role of *ZmNF-YA1* in the drought stress response, the mRNA deep sequencing (GEO Submission [GSE137780]) was performed. Wild-type (W22) and *zmnf-ya1* (m67) plants were grown under well-watered conditions until the V4 stage, and then half of them were exposed to drought stress treatment. We monitored the soil moisture content and electrolyte leakage of leaf cells during the drought stress treatment (Supplemental Figure S9). When exposed to drought stress for 5 d, the top fully expanded leaf of *zmnf-ya1* mutant and W22 plants from normal control and drought stress treatment plants were harvested for RNAseq analysis (Supplemental Tables S1–S3). 

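RNA-seq was carried out on 8 libraries, 2 each of W22 and of the *zmnf-ya1* mutant from normal and drought-stressed plants at the V4 stage, each made from pooled leaves of 3 to 4 plants. W22 is a maize inbred line, and *zmnf-ya1* carries a transposon insertion in *ZmNF-YA1* in that background. For each gene the authors deposited expected counts from RSEM, which divides reads that fit several genes between them, and FPKM, the fragments per kilobase of transcript scaled to the mapped reads of the library. The reads had been filtered with SOAPnuke and aligned to the B73 V3 gene set with Bowtie2. Between 20863136 and 21178202 expected counts were assigned per library. The median was 20876714 in W22 and 21144459 in *zmnf-ya1* under normal conditions, and 20962936 and 21060888 under drought. Expected counts were rounded, genes missing from a library were taken as 0, and 24159 of the 33789 genes listed passed edgeR's filter on low counts. All 4 groups were fitted together with edgeR's quasi-likelihood model after TMM normalization, and P values were adjusted over all genes tested by the method of Benjamini and Hochberg. As in the paper, a DEG had an absolute log2 fold change above 1 and an adjusted P below 0.05. With 2 libraries per group, an exact two-sided permutation test of a single gene cannot go below a P of 0.333, so the P values given come from models fitted across all genes. Fold changes are log2 values, given with their standard error (SE), and levels are normalized CPM. *ZmNF-YA1* (GRMZM2G000686) had 278 and 298 counts in the W22 libraries and 91 and 107 in the *zmnf-ya1* libraries under normal conditions, a log2 fold change of -1.16 (SE 0.12, adjusted P = 3.3e-06 from edgeR's quasi-likelihood test). Under drought it had 121 and 145 counts in W22 and 110 and 102 in *zmnf-ya1*, a log2 fold change of -0.30 (SE 0.13, adjusted P = 0.135 from edgeR's quasi-likelihood test). The paper reports that its mutant lines lacked *ZmNF-YA1* transcripts, whereas counts remained in all *zmnf-ya1* libraries here. Reads were assigned to the whole gene, so these counts do not separate transcript upstream of the insertion from transcript downstream of it.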

Principal component analysis showed obvious differences between the *zmnf-ya1* mutant and W22 under normal conditions, whereas when subjected to drought stress treatment, there were fewer differences between the genotypes (Supplemental Figure S10A). 

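On log2(CPM + 1) of the 24159 genes tested, the first principal component held 73.15% of the variance, the second 16.72% and the third 5.67%. The Euclidean distance over all genes between the mean profiles of *zmnf-ya1* and W22 was 86.28 under normal conditions and 49.34 under drought, a ratio of 1.749. Between single libraries of the 2 genotypes the distance was 83.49 to 94.98 under normal conditions and 53.35 to 54.79 under drought, against 28.19 to 36.04 between replicates of one group. The distance between drought-stressed and normal plants was 141.87 in W22 and 123.87 in *zmnf-ya1*. Of the other settings that kept every library, the one that moved the ratio most was the use of the 1000 genes of highest variance, which gave 1.798.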

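Drought stress gave 7705 DEGs in W22 (4238 higher and 3467 lower under drought) and 6107 DEGs in *zmnf-ya1* (2927 higher and 3180 lower). Of these, 2157 genes were induced in both genotypes and 2114 were repressed in both, 3305 were DEGs in W22 alone, 1707 were DEGs in *zmnf-ya1* alone, and 129 changed in opposite directions. A gene past the threshold in one genotype alone was not taken as different between them: the difference in response was tested by the interaction of genotype and drought, which had 3417 DEGs, 1284 of them among the 3305 genes. Of the W22 drought DEGs, 76.1% had a smaller change in *zmnf-ya1*, and of the *zmnf-ya1* drought DEGs, 57.8% had a smaller change in W22. Both shares are raised by choosing genes for a large change in 1 genotype, as is any difference of medians in such genes. The median log2 fold change of the W22-induced DEGs was 1.86 in W22 and 1.08 in *zmnf-ya1*, and that of the W22-repressed DEGs was -1.77 and -1.47. The setting that moved the counts most was limma on log2(FPKM + 1), with 4094 DEGs in W22 and 2967 in *zmnf-ya1*. Scaling by library size alone, in place of TMM, moved the median log2 fold change of all genes by -0.144 in W22 and by 0.225 in *zmnf-ya1*.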

When the differentially expressed genes (DEGs) were calculated (absolute log2 fold value > 1 and adjusted *P* <0.05), the *zmnf-ya1* mutant had fewer DEGs (4802 DEGs, with 2,158 upregulated and 2,644 downregulated) compared to W22 (6,814 DEGs, with 3,762 upregulated and 3,052 downregulated) in response to drought stress. 

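The share of drought DEGs that were repressed was 52.07% in *zmnf-ya1* and 45.0% in W22, a difference of 7.07 percentage points. Scaled by library size alone, 39.79% of the drought DEGs of *zmnf-ya1* and 53.36% of those of W22 were repressed, a difference of -13.57 points in the opposite direction. With limma on log2(FPKM + 1) the difference was -5.74 points. The order of the 2 genotypes on this measure therefore changed with the scaling.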

And a higher proportion of drought stress repressed DEGs (55.06%) in the *zmnf-ya1* mutant than the 44.79% in W22, whereas the upregulated DEGs showed a reverse change trend (Supplemental Figure S10B and Tables S2–S3). Under normal conditions, 1,225 DEGs had higher expression levels in the *zmnf-ya1* mutant than W22, and 1,101 DEGs had lower expression levels in the *zmnf-ya1* mutant than W22. 

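Under normal conditions 3640 DEGs separated the genotypes, 2030 with a higher and 1610 with a lower level in *zmnf-ya1* than in W22. Of the 2030 higher DEGs, 1198 were also induced by drought in W22 and 120 were repressed by it. Of the 1610 lower DEGs, 681 were drought-repressed in W22 and 57 were drought-induced. The TMM factors were 1.13 and 1.13 for the normal W22 libraries and 0.834 and 0.884 for the normal *zmnf-ya1* libraries, and lay between 1.00 and 1.03 for the drought libraries. The 10 most abundant genes took 12.4% and 12.2% of the counts in the normal W22 libraries and 14.7% and 14.4% in the normal *zmnf-ya1* libraries. The direction of the difference between the numbers of higher and lower DEGs followed the scaling. Library size alone gave 985 higher and 3914 lower DEGs, and the median log2 fold change of all genes moved by -0.398. When TMM was computed on the 4 normal libraries only, 1745 were higher and 1802 lower.

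**Figure D1:**
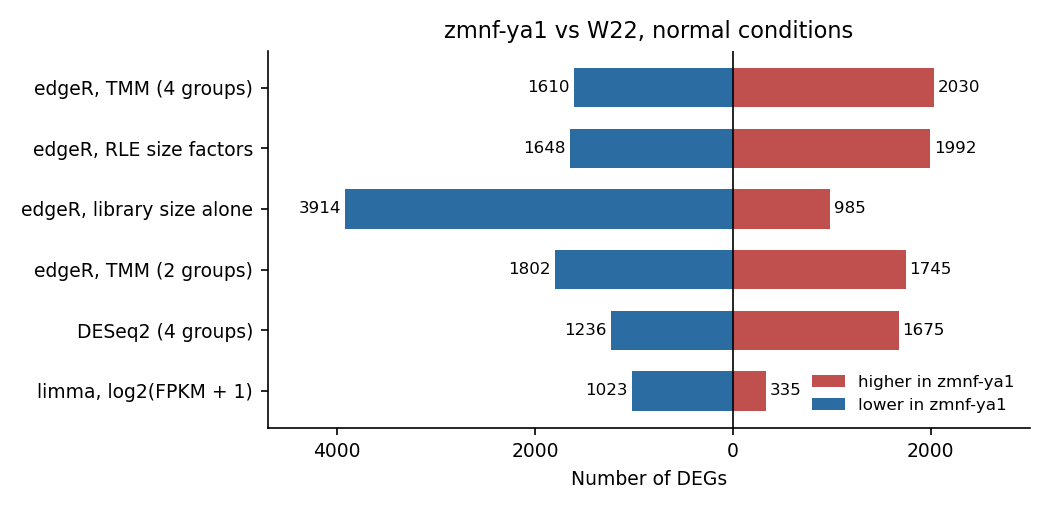
Number of DEGs (horizontal axis) with a lower (bars to the left) or a higher level (bars to the right) in *zmnf-ya1* than in W22 under normal conditions. The 6 ways of scaling and testing are on the vertical axis, each bar being a count of genes. Higher DEGs outnumber lower ones with TMM or RLE over 4 groups (2030 against 1610 with TMM) and with DESeq2, whereas lower DEGs outnumber higher ones with library size alone, with TMM over the 2 groups compared and with limma on log2(FPKM + 1).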

And when subjected to drought stress treatment, fewer DEGs were present between the genotypes (Supplemental Figure S10C and Tables S2 and S3).

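Under drought 781 DEGs separated *zmnf-ya1* from W22, 195 with a higher and 586 with a lower level in *zmnf-ya1*. Among the 586 lower DEGs, 322 were induced by drought in W22, and among the 195 higher DEGs 59 were repressed by it. Of the genes that were DEGs between genotypes under both conditions, 93 kept their direction and 162 had opposite directions. Library size alone, in place of TMM, gave 179 higher and 625 lower DEGs, with a median shift of -0.029 over all genes.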

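DEGs between *zmnf-ya1* and W22 were sorted by their direction in *zmnf-ya1* under at least 1 condition and by their drought response in W22. Genes with a higher level in *zmnf-ya1* were placed in Clade 1 when drought induced them in W22 (1211 genes), in Clade 2 when they were not drought DEGs in W22 (793) and in Clade 3 when drought repressed them (171). Those with a lower level in *zmnf-ya1* were placed in Clade 4 when drought-induced (370), in Clade 5 when drought-repressed (716) and in Clade 6 when neither (1067). In Clade 4, 313 genes were DEGs between genotypes under drought alone and 48 under normal conditions alone. In Clade 1, by contrast, 1180 genes were DEGs under normal conditions alone and 13 under drought alone. A further property of the sorting is that 162 genes stood in both a higher and a lower clade, since their direction differed between conditions. Under scaling by library size alone, Clade 1 held 676 genes, Clade 5 held 1598 and Clade 6 held 2431.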

Based on the expression patterns, the DEGs associated with both drought and ZmNF-YA1 regulation can be grouped into six clades (Supplemental Figure S10, D and E). To test which clade contributes more to the different growth and stress response of the *zmnf-ya1* mutant and their WT, we performed a Gene Ontology (GO) enrichment analysis of the six clades DEGs (Figure 5 and Supplemental Table S4). 

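GO enrichment was computed per clade from the biological process terms in the authors' annotation of the deposited genes. Each of 982 terms with at least 5 genes was tested with a one-sided Fisher's exact test against the 13339 tested genes that carry an annotation, with Benjamini-Hochberg adjustment within each clade. In Clade 4, 196 of the 370 genes were annotated, and 3 terms passed an adjusted P of 0.05. Defense response was found for 14 of 153 genes (6.23-fold, adjusted P = 5.4e-05, Fisher's exact test). Chitin catabolic process was found for 5 of 24 genes (14.2-fold, adjusted P = 0.0108, Fisher's exact test) and cell wall macromolecule catabolic process for 4 of 14 (19.4-fold, adjusted P = 0.0132, Fisher's exact test). Regulation of jasmonic acid (JA) mediated signaling pathway was found for 3 of 17 genes (12.0-fold, P = 0.00183, adjusted P = 0.224, Fisher's exact test) and response to wounding for 4 of 39 (6.98-fold, P = 0.00249, adjusted P = 0.271, Fisher's exact test). Regulation of defense response was found for 2 of 22 genes (6.19-fold, P = 0.0409, adjusted P = 1, Fisher's exact test). Neither of the JA and wounding terms, nor regulation of defense response, passed the adjustment. Against all 16664 annotated genes as background, the JA term had 13.4-fold and did not pass either (adjusted P = 0.252, Fisher's exact test).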

In Clade 4, which was induced by ZmNF-YA1 (lower level in *zmnf-ya1* compared to W22) and drought stress, the GO terms of regulation of jasmonic acid (JA) mediated signaling pathway, response to wounding, regulation of defense response and regulation of stress response were on the top and highly enriched (Figure 5D). In Clade 6, which was induced by ZmNF-YA1 alone, GO terms of genes transcription regulation, histone modification and chromatin remodeling were highly enriched (Figure 5F). 

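In Clade 6, 563 of the 1067 genes were annotated and 4 terms passed an adjusted P of 0.05, while 55 had an unadjusted P below 0.05. The 4 terms were endosome organization (14.2-fold, adjusted P = 0.000982, Fisher's exact test), intracellular distribution of mitochondria (15.8-fold, adjusted P = 0.0144, Fisher's exact test), late endosome to vacuole transport (11.8-fold, adjusted P = 0.0471, Fisher's exact test) and regulation of ARF protein signal transduction (11.8-fold, adjusted P = 0.0136, Fisher's exact test). Regulation of transcription was found for 52 of 935 genes (1.32-fold, P = 0.0244, adjusted P = 0.648, Fisher's exact test). No Clade 6 gene carried the term chromatin remodeling itself, out of 15 tested, or histone modification itself, out of 6. Genes were counted under the terms listed for them, and genes of narrower terms were not added to a broader one. Histone modification thus had fewer tested genes than histone lysine methylation. The absence of a broad term therefore does not show that no gene of that kind was present. Histone lysine methylation was found for 3 of 27 genes (2.63-fold, adjusted P = 1, Fisher's exact test). With all annotated genes as background, 9 terms passed in Clade 6. One of them was ATP-dependent chromatin remodeling, found for 3 of 5 genes (17.8-fold, adjusted P = 0.0498, Fisher's exact test).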

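Among the terms that passed an adjusted P of 0.05, the fold enrichments ran from 1.81 to 8.19 in Clades 1 to 3 and from 1.97 to 23.3 in Clades 4 to 6, so the ranges overlapped. Clade 1 had 10 such terms with a median of 5.55-fold and a largest value of 8.19-fold. They included plant-type cell wall organization (6.88-fold, adjusted P = 5.9e-07, Fisher's exact test), cellular oxidant detoxification (4.40-fold), hydrogen peroxide catabolic process (5.38-fold), oxylipin biosynthetic process (6.98-fold) and response to oxidative stress (4.07-fold). Clade 2 had a single term, flavonoid biosynthetic process (3.79-fold, adjusted P = 0.0376, Fisher's exact test), which did not pass against all annotated genes. No term passed in Clade 3, where 10 had an unadjusted P below 0.05. The median was 14.2-fold over the 3 terms of Clade 4, 12.2-fold over the 9 terms of Clade 5 and 13.0-fold over the 4 terms of Clade 6. The largest value among all of these terms, 23.3-fold, was in Clade 5.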

Compared with the ZmNF-YA1-induced genes, the ZmNF-YA1-repressed genes were involved in stress response and metabolic process, and the enriched fold values were less than that in Clades 4–6 (Figure 5 and Supplemental Table S4). The expression of the key DEGs involved in hormone signaling, transcriptional regulation, and stress response was compared in the *zmnf-ya1* mutant and W22 under both normal and drought stress conditions (Supplemental Figure S11 and Table S5). 

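Supplemental Figure S11 lists 48 genes, of which 47 passed the filter on low counts. All 47 were induced DEGs in W22 under drought, with a median log2 fold change of 2.36. In *zmnf-ya1* under drought 9 of them were induced DEGs and 5 were repressed DEGs, with a median of -0.03. Between genotypes under drought all 47 were DEGs with a lower level in *zmnf-ya1*, with a median of -1.52. Since these genes are the paper's own calls on the same data, counts adjusted over the list alone show no stability; the adjusted count of lower genes was also 47. The drought response itself was smaller in *zmnf-ya1* for 40 genes by the interaction test over all genes and for 42 when adjusted over the list. With the scaling by library size alone, 38 had a smaller response, and the median response in *zmnf-ya1* was 0.20.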

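Genes of Supplemental Figure S11 were compared in 2 sets of 7, the JAZ genes, *JAR1* and, from the transcription factors of S11B, *MYC4* of JA signaling against 7 genes of other hormones (*BRH1*, *HAI2*, *RAP2.3*, *RAP2.4*, *NCED9* and a pair of *GA2OX1* genes). In W22 both sets were drought-induced to a similar extent, the median log2 fold change being 2.36 in the JA set and 2.32 in the other set. In *zmnf-ya1* the median drought response was -0.48 in the JA set (range -0.59 to -0.01, no gene a DEG) and 0.61 in the other set (range -0.95 to 1.73, 1 gene a DEG). These medians were -0.25 and 0.83 with library size alone. Between genotypes under normal conditions the median log2 fold change of *zmnf-ya1* over W22 was 1.28 in the JA set (4 genes DEGs, all higher) and 0.44 in the other set (2 genes DEGs, both higher), or 0.88 and 0.04 with library size alone. Under that scaling *MYC4* (0.88) and *JAZ10* (1.31, adjusted P = 0.102 from edgeR's quasi-likelihood test) were no longer DEGs. *NCED9* of the other set was then a DEG with a lower level in *zmnf-ya1* (-1.03). Under drought the median log2 fold change of *zmnf-ya1* over W22 was -1.18 in the JA set and -1.74 in the other set, and all 7 genes of each set were DEGs with a lower level in *zmnf-ya1*. The median interaction of genotype and drought was -2.45 (range -3.90 to -1.63) in the JA set and -1.97 (range -4.61 to -1.12) in the other set. The 2 ranges overlapped, and the difference between the sets was not tested.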

For the plant hormone signaling, JA signaling pathway was affected more by the abolished *ZmNF-YA1* expression (Figure S11). 

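*MYC4* (GRMZM2G049229) had 17.4 ± 1.52 CPM in normal and 89.3 ± 7.02 CPM in drought-stressed W22 leaves, and 42.4 ± 4.15 and 39.8 ± 0.789 CPM in *zmnf-ya1* (SD, n = 2 each). Its drought response was 2.36 in W22 (SE 0.09, adjusted P = 6.33e-11 from edgeR's quasi-likelihood test) and -0.09 in *zmnf-ya1* (SE 0.09, adjusted P = 0.396 from the same edgeR test), and the interaction of genotype and drought was -2.45 (SE 0.12, adjusted P = 1.19e-08, edgeR). The 3 *JAZ2* genes GRMZM2G114681, GRMZM2G117513 and GRMZM2G173596 are paralogs between which RSEM divides the reads that fit more than one of them, so their separate values are uncertain in read assignment. Their drought responses in W22 were 1.62, 1.35 and 3.35, and those in *zmnf-ya1* were -0.01, -0.59 and -0.55, with interactions of -1.63, -1.93 and -3.90. *JAZ11* (GRMZM2G343157) had a drought response of 3.23 in W22 and -0.41 in *zmnf-ya1*, with an interaction of -3.64 (SE 0.38, adjusted P = 8.82e-06, edgeR). *JAZ10* (GRMZM2G145407) had few counts, 1 and 6 in normal W22, 31 and 32 in drought-stressed W22, 12 and 6 in normal *zmnf-ya1* and 7 and 8 in drought-stressed *zmnf-ya1*, and its interaction was -3.74 (SE 0.81, adjusted P = 0.00263, edgeR). With the DESeq2 Wald test *JAZ10* was no longer a DEG between genotypes under drought (log2 fold change -2.04). The drought response in *zmnf-ya1* changed sign with library size alone for *MYC4* (0.14) and for *JAZ2* GRMZM2G114681 (0.21), both still below the threshold of a DEG.

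**Figure D2:**
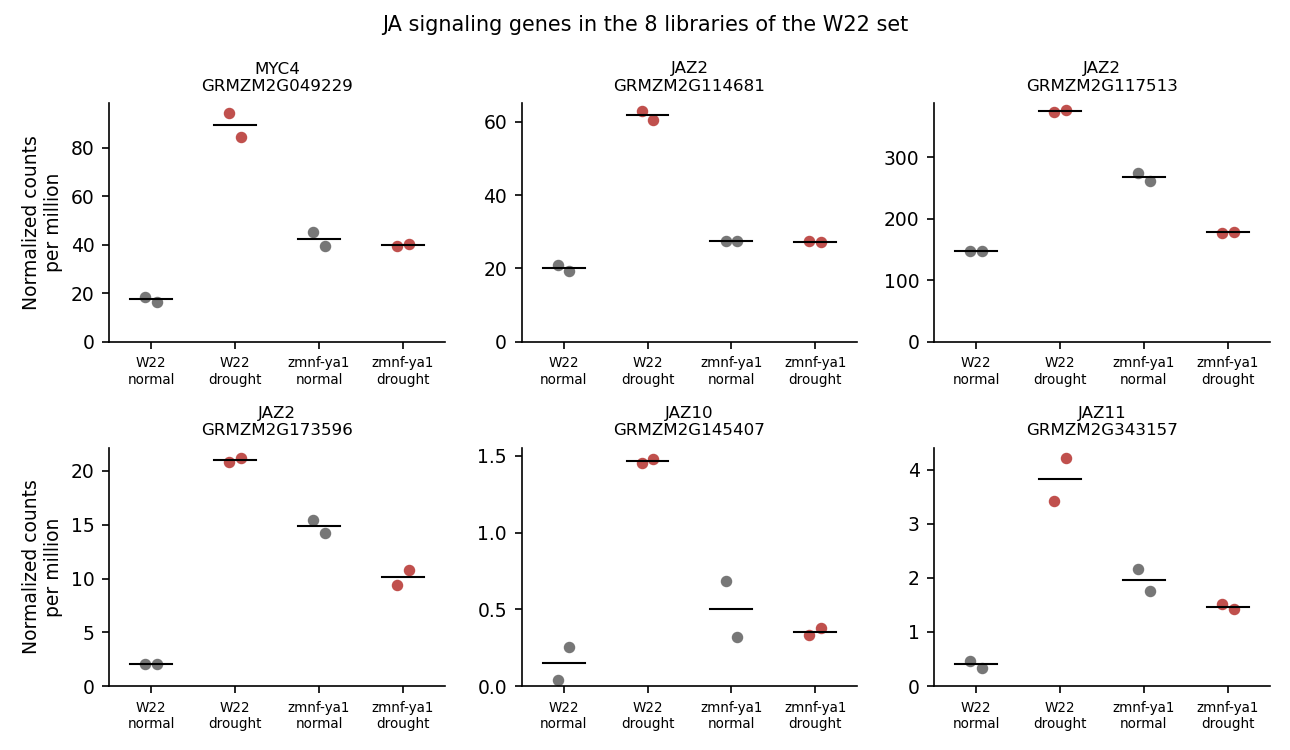
Normalized CPM (vertical axis) of *MYC4*, 3 *JAZ2* genes, *JAZ10* and *JAZ11* in the 4 groups (horizontal axis), each point a library and each line the mean of 2 libraries. With TMM scaling all 6 genes are highest in drought-stressed W22, and in *zmnf-ya1* none differs between normal and drought by the threshold of a DEG. There *JAZ2* GRMZM2G117513 (log2 fold change -0.59) and *JAZ2* GRMZM2G173596 (-0.55) are lower under drought. The small differences for *MYC4* and *JAZ2* GRMZM2G114681 change sign with library size alone.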

The genes coding for TFs myelocytomatosis (MYC) 4 (bHLH transcriptional regulator, activate JA-responses), three jasmonate-zim-domain protein (JAZ, also named TIFY) 2, JAZ10 and JAZ11 were induced by drought stress in W22; however, in the *zmnf-ya1* mutant, those JA signaling components failed to increase in response to drought stress. The biosynthesis of JA and ABA were also altered in the *zmnf-ya1* mutant, the coding genes for jasmonate-resistant 1 (JAR1), nine-cis-epoxycarotenoid dioxygenase 9 (NCED9) and two gibberellin 2 oxidase 1 (GA2OX1) shows the same trends, i.e. not sufficiently induced by drought in the *zmnf-ya1* mutant. 

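*JAR1* (GRMZM2G091276) had a drought response of 1.27 in W22 (SE 0.08, adjusted P = 1.24e-08 from edgeR's quasi-likelihood test) and -0.49 in *zmnf-ya1*, and the interaction was -1.75 (SE 0.12, adjusted P = 2.51e-07, edgeR). *NCED9* (GRMZM2G417954) rose by 1.81 in W22 and by 0.69 in *zmnf-ya1* (SE 0.15, adjusted P = 0.00183, edgeR), with an interaction of -1.12 (SE 0.20, adjusted P = 0.000553, edgeR). Under library size alone that interaction was -0.75, no longer past the threshold. The pair of *GA2OX1* genes, paralogs that are uncertain in read assignment, rose in both genotypes. GRMZM2G031432 rose by 3.71 in W22 and by 1.73 in *zmnf-ya1*, with an interaction of -1.97 (SE 0.24, adjusted P = 3.35e-05, edgeR). GRMZM2G051619 rose by 2.32 in W22 and by 0.91 in *zmnf-ya1*, with an interaction of -1.41 (SE 0.15, adjusted P = 7.63e-06, edgeR), and its response in *zmnf-ya1* passed the threshold with library size alone (1.13).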

JAR1 catalyzes the synthesis of jasmonates-AA conjugates by adenylation, the NCED9 catalyzes the first step of ABA biosynthesis from carotenoids, and GA2OX1 converts GA9/GA20 to GA51/GA29 and GA4/GA1 to GA34/GA8. 

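Of the 13 hormone genes in Supplemental Figure S11A, all 13 were drought-induced DEGs in W22 and 1 was in *zmnf-ya1*, where the median drought response was -0.28. Under normal conditions 5 of the 13 were DEGs with a higher level in *zmnf-ya1* and none had a lower level, 2 others having a lower level with an adjusted P below 0.05 at a smaller change. With library size alone 4 were higher and 1, *NCED9* (-1.03), was lower. Under drought all 13 were DEGs with a lower level in *zmnf-ya1*, and the interaction of genotype and drought was a DEG for all 13, with the same numbers when adjusted over the list of 13, which the paper chose on these data. Under library size alone 11 of the 13 interactions passed.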

The altered ABA, JA and GA metabolism in the *zmnf-ya1* mutant, especially under drought stress conditions, could be the major reason for the stress tolerance change of the *zmnf-ya1* mutant plants. 

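Supplemental Figure S11B lists 18 transcription factor genes and Figure S11C 17 stress response genes, 16 of which passed the filter on low counts. All 18 and all 16 were drought-induced DEGs in W22, with median log2 fold changes of 2.77 and 2.02. In *zmnf-ya1* the transcription factor genes were divided, 6 being induced and 5 repressed under drought with a median of 0.06, and 2 of the stress response genes were induced. With library size alone 6 transcription factor genes were induced and 3 repressed there, with a median of 0.28. With limma on log2(FPKM + 1) these counts were 6 and 1. Between genotypes under drought all 18 and all 16 were DEGs with a lower level in *zmnf-ya1*, with medians of -1.56 and -1.42. The interaction of genotype and drought was a DEG for 14 of the 18 and 13 of the 16 genes, or 15 and 14 when adjusted over each list alone. With the DESeq2 Wald test 17 and 14 genes were lower DEGs in *zmnf-ya1* under drought.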

The bHLH, MYB, NAC, CBF, WRKY TF (Figure S11B), and key stress response factors (Figure S11C) coding genes involved in stress response and growth regulation showed the same changes as the plant hormone signaling genes above. They may transduce/amplify the ZmNF-YA1-mediated early transcription regulation events (both by hormone signaling pathway and chromatin remodeling) and contribute to the stress response in maize.

**Figure 5:**
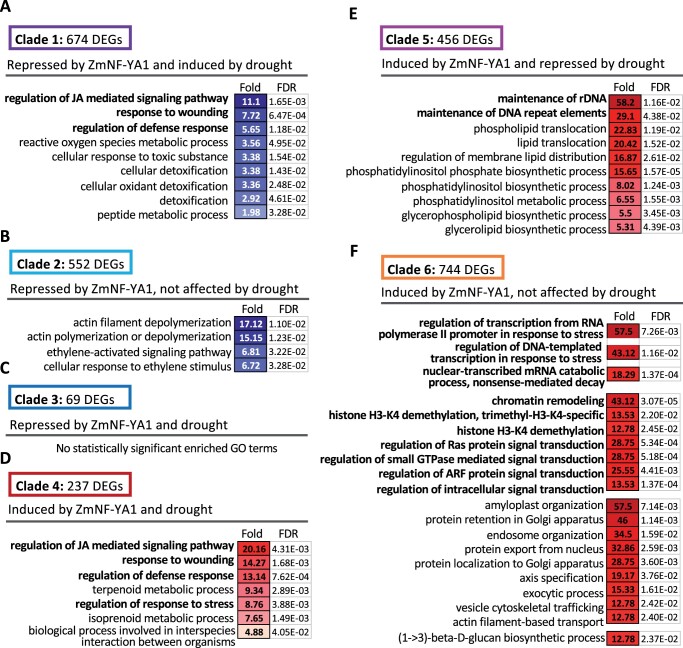
Transcriptome analysis of the *zmnf-ya1* mutant and WT under normal and drought stress. A–C, Significantly enriched GO terms of the Clades 1–3 DEGs repressed by ZmNF-YA1 identified in Supplemental Figure S10D. DEGs in Clades 1–3 were upregulated DEGs in the *zmnf-ya1* mutant (i.e. repressed by ZmNF-YA1) and they could be further grouped into Clades 1–3 based on their response to drought stress. D–F, Significantly enriched GO terms of the Clades 4–6 DEGs induced by ZmNF-YA1 identified in Supplemental Figure S10E. DEGs in Clades 4–6 were downregulated DEGs in the *zmnf-ya1* mutant (i.e. induced by ZmNF-YA1) and they could be further grouped into Clades 4–6 based on their response to drought stress. Values indicate the fold enriched and the FDR values for the corresponding GO terms. The color intensity indicates the enrichment degree. All the GO enrichment analysis results of the six clades DEGs identified in Supplemental Figures S10D and S10E were list in Supplemental Table S4.

### Target gene analysis of the ZmNF-YA1

To test if ZmNF-YA1 directly binds and regulates the expression of the downstream genes, Chromatin immunoprecipitation qPCR (ChIP-qPCR) with the monoclonal antibody of GFP was used to investigate the downstream target genes of *ZmNF-YA1* with *ZmNF-YA1-GFP* transgenic plants. Promoter regions of seven DEGs were selected, and comparisons of ChIP samples with clear immune-precipitation enrichment (2.38–4.75 fold) to mock ChIP were performed (Figure 6A). NF-Y complex recognizes and binds with high affinity and sequence specificity to the cis-acting element CCAAT motif, which is frequently observed in the eukaryotic promoters (Xing et al., 1993). The seven genes have one or more CCAAT motifs in their promoter regions (Figure 6B). To verify the binding between ZmNF-YA1 and the CCAAT motif, an electrophoretic mobility shift assay (EMSA) was adopted. As shown in Figure 6, C and D, ZmNF-YA1 bound to the two core sequences containing the CCAAT motif in the *ZmLOX5* promoter (−1,457∼−1,387; −68∼−109). Then, one-hybrid yeast system assays in the YM4271 strain were conducted to test the binding between ZmNF-YA1 (Figure 6E, co-transformed with ZmNF-YA1 (A)) or the ZmNF-YA1-YB16-YC17 complex (Figure 6E, co-transformed with ZmNF-YA1, YB16, and YC17 (ABC)) and the target genes. After recombining the promoter regions into the pLacZi vector and introducing it into the yeast, β-galactosidase activity was validated by X-gal staining and measured using O-Nitrophenyl β-D-galactopyranoside (ONPG) as substrate. The results showed that ZmNF-YA1 could bind to the target promoter regions, and those co-transformed with the three NF-Ys usually had higher binding activity (Figure 6E). According to the RNA-seq results, a boxplot of the relative expression levels of these seven genes was generated (Figure 6F). The test seven genes had substantially different expression levels in the *zmnf-ya1* mutant compared with W22 at least under one condition. 

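Of the 7 genes, *ZmbHLH116*, *ZmAMY5*, *ZmLOX5* and *ZmCNR9* were DEGs between *zmnf-ya1* and W22 under at least 1 condition in the RNA-seq libraries, and so was *ZmPOD64* under normal conditions, where all 4 libraries had at most 3 counts and the DESeq2 Wald test made no call. *ZmMBF1c* differed between the genotypes under normal conditions by less than the threshold of a DEG, and *ZmLSD1* did not differ. The sign of the *ZmLSD1* difference under normal conditions depended on the scaling.

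**Figure D3:**
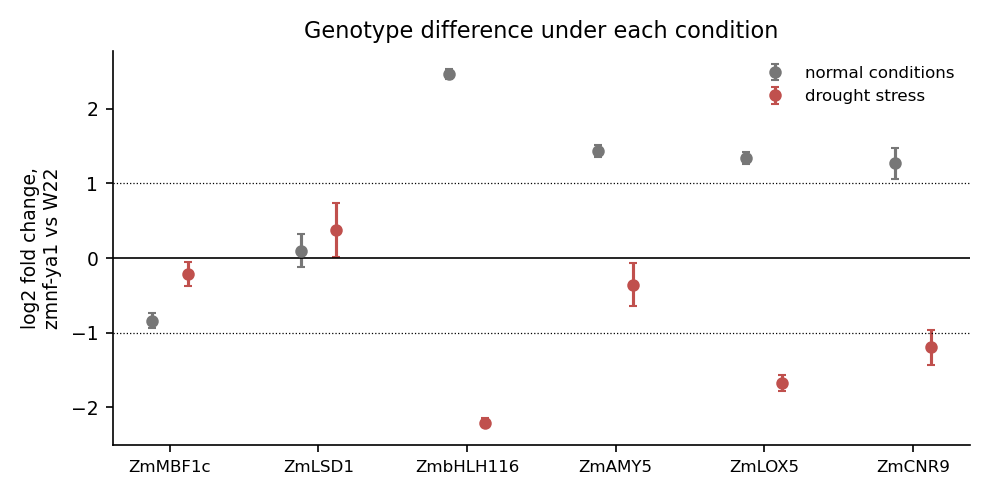
Log2 fold change of *zmnf-ya1* over W22 (axis of values) with its SE under normal and drought conditions for 6 of the 7 genes, *ZmPOD64* being left out for its counts at the floor; dotted lines mark log2 fold changes of -1 and 1. *ZmbHLH116*, *ZmLOX5* and *ZmCNR9* lie above 1 under normal conditions and below -1 under drought, and the small positive value of *ZmLSD1* under normal conditions turns negative (-0.29) with library size alone, with which *ZmLOX5* (0.94) and *ZmCNR9* (0.87) fall below 1.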

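*ZmMBF1c* (GRMZM2G051135) had 20.3 ± 2.00 CPM in normal W22 leaves and 11.3 ± 1.15 CPM in normal *zmnf-ya1* leaves (SD, n = 2 each), both *zmnf-ya1* libraries being below both W22 libraries, a log2 fold change of -0.84 (SE 0.10, adjusted P = 1.59e-05 from edgeR's quasi-likelihood test). Under drought the difference was -0.21 (SE 0.16, adjusted P = 0.43, edgeR). Its drought response was -2.30 in W22 and -1.66 in *zmnf-ya1*. The difference under normal conditions was -1.24 with library size alone, past the threshold of a DEG. *ZmLSD1* (GRMZM2G089106) had a drought response of -2.20 in W22 and -1.92 in *zmnf-ya1*. It had 61 and 66 counts in normal W22 and 48 and 57 in normal *zmnf-ya1*, a log2 fold change of 0.10 (SE 0.22, adjusted P = 0.71, edgeR), and under drought 10 and 15 counts in W22 and 19 and 13 in *zmnf-ya1*, a log2 fold change of 0.38 (SE 0.36, adjusted P = 0.539, edgeR). At this depth no genotype difference in *ZmLSD1* was detectable.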

The expression of *ZmMBF1c* (multiprotein bridging factor 1, transcription coactivator, involved in various stresses response), and *ZmLSD1* (zinc finger protein, negatively regulates the basal defense and cell death pathway) were repressed by drought and ZmNF-YA1 works as an activator of the expression of those two genes. *ZmbHLH116* (bHLH TF) and *ZmPOD64* (peroxidase 64) were induced by drought stress, and these two genes were not sufficiently induced in the *zmnf-ya1* mutant under drought stress conditions. 

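*ZmbHLH116* (GRMZM2G042895) rose from 11.1 ± 0.761 to 124.1 ± 2.29 CPM under drought in W22 and fell from 61.8 ± 0.320 to 26.9 ± 0.544 CPM in *zmnf-ya1* (SD, n = 2 each). Its drought response was 3.48 in W22 (SE 0.07, adjusted P = 2.36e-13 from edgeR's quasi-likelihood test) and -1.20 in *zmnf-ya1* (SE 0.07, adjusted P = 4.34e-09, edgeR). Its level in *zmnf-ya1* was higher than in W22 under normal conditions (log2 fold change 2.47) and lower under drought (-2.21), and the interaction of genotype and drought was -4.68 (SE 0.10, adjusted P = 3.52e-12, edgeR). The response in *zmnf-ya1* was -0.97 with library size alone, under the threshold of a DEG. *ZmPOD64* (AC205413.4_FG001) had 0 counts in both normal W22 libraries and 128 and 124 under drought, at least 46.3-fold higher. In *zmnf-ya1* it had 1 and 3 counts in normal leaves and 74 and 78 under drought, at least 21.8-fold higher. Between genotypes under drought its log2 fold change was -0.71 (SE 0.17, adjusted P = 0.0105, edgeR), with both *zmnf-ya1* libraries below both W22 libraries, short of the threshold of a DEG.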

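*ZmAMY5* (GRMZM2G058310) had 14.6 ± 0.307 CPM in normal W22 and 39.7 ± 0.524 CPM in normal *zmnf-ya1* leaves (SD, n = 2 each), a log2 fold change of 1.44 (SE 0.08, adjusted P = 1.23e-08 from edgeR's quasi-likelihood test). Drought lowered it to 0.792 CPM in W22 and 0.615 CPM in *zmnf-ya1*, where the genotypes differed by -0.36 (SE 0.29, adjusted P = 0.544, edgeR). The drought response was -4.20 in W22 and -6.00 in *zmnf-ya1*, and the interaction was -1.80 (SE 0.31, adjusted P = 0.000449, edgeR).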

For *ZmAMY5* (β-amylase 5), ZmNF-YA1 works as a transcriptional repressor. 

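*ZmLOX5* (GRMZM2G102760) had 21.4 ± 0.805 CPM in normal and 18.1 ± 0.951 CPM in drought-stressed W22 leaves, and 54.1 ± 2.36 and 5.66 ± 0.782 CPM in *zmnf-ya1* (SD, n = 2 each). Its log2 fold change between *zmnf-ya1* and W22 was 1.34 under normal conditions (SE 0.08, adjusted P = 2.73e-08 from edgeR's quasi-likelihood test) and -1.68 under drought (SE 0.11, adjusted P = 2.28e-07, edgeR). *ZmCNR9* (GRMZM2G023081) was at 1.78 and 2.77 CPM in normal and drought-stressed W22 and at 4.31 and 1.21 CPM in *zmnf-ya1*. Its log2 fold change was 1.27 under normal conditions (SE 0.21, adjusted P = 0.000214, edgeR) and -1.20 under drought (SE 0.24, adjusted P = 0.00345, edgeR). The interaction of genotype and drought was -3.01 for *ZmLOX5* (SE 0.13, adjusted P = 2.82e-09, edgeR) and -2.47 for *ZmCNR9* (SE 0.32, adjusted P = 5.52e-05, edgeR). Under library size alone both differences under normal conditions fell short of the threshold of a DEG.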

And for *ZmLOX5* (lipoxygenase 5) and *ZmCNR9* (cell number regulate 9), complex expression changes were observed. The expression patterns of those genes in plants are more complex than those tested in yeast. And the functional redundancy, complementary, and combination of the NF-Y subunits lead to a much more complex and dynamic transcriptional regulation of the downstream genes under normal and stress conditions in plants. Considering the proportion of the up- (52.67%) and downregulated (47.33%) DEGs identified in the comparison of the *zmnf-ya1* mutant compared with W22, ZmNF-YA1 may bind and work as activator/repressor to direct downstream genes.

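Of the DEGs between *zmnf-ya1* and W22 under normal conditions, 55.8% were higher and 44.2% were lower in *zmnf-ya1*. Under drought 25.0% were higher and 75.0% were lower. When scaled by library size alone the shares under normal conditions were 20.1% higher and 79.9% lower, and with TMM over the 2 groups compared they were 49.2% higher and 50.8% lower. Expression in leaves does not separate genes bound by ZmNF-YA1 from genes changed through other genes. From its proportions of higher and lower DEGs, the paper proposes that ZmNF-YA1 may bind downstream genes and act as an activator or a repressor.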

**Figure 6:**
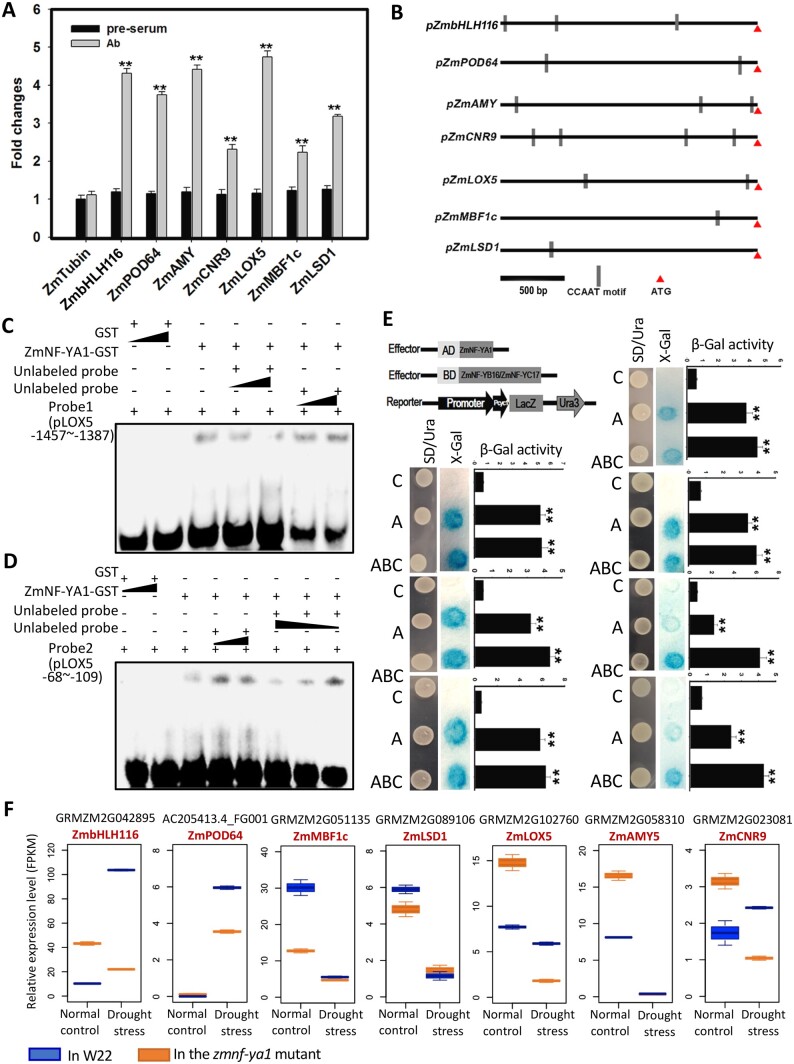
Validation of candidate downstream genes. A Chip-qPCR analysis of the seven candidate downstream genes. B, Distribution of the CCAAT motif on the promoters of candidate downstream genes. C, EMSA showing that ZmNF-YA1 binds to the CCAAT motif at −1,457∼−1,387 bp of the *ZmLOX5* promoter. D, EMSA showing that ZmNF-YA1 binds to the CCAAT motif at −68∼−109 bp of the *ZmLOX5* promoter. E, Yeast one-hybrid analysis of seven candidate downstream genes. C, Control; A, co-transformed with ZmNF-YA1; ABC, co-transformed with ZmNF-YA1, ZmNF-YB16 and ZmNF-YC17. F, Relative expression level boxplot of the seven candidate downstream genes. The blue boxes indicate the expression levels in W22 and the orange boxes indicate the value from the *zmnf-ya1*. In each box, different lines represent the minimum, maximum, median, first quartile, and three quartiles of the dataset.

### Comparison of ZmNF-YB16- and ZmNF-YA1-regulated genes

Both ZmNF-YA1 and ZmNF-YB16 improved drought stress tolerance in maize. To further clarify whether ZmNF-YB16 and ZmNF-YA1 had the same (overlapping) or similar biological functions, we performed a comparative transcriptome analysis by using the DEGs identified in this paper (*zmnf-ya1* vs. W22) and the DEGs ZmNF-YB16 regulated from our previous result (ZmNF-YB16 OE vs. B104 (Wang et al., 2018). 

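The comparison used 8 further libraries, 2 each of the maize inbred line B104 and of *ZmNF-YB16* OE, an overexpression line in the B104 background, from normal and drought-stressed plants of the authors' earlier study. The paper's methods describe ear leaves harvested 5 d after pollination following 5 d of drought, with 3 to 4 plants pooled, whereas the sample labels give leaves at the V4 stage. The authors deposited expected counts and FPKM for this set too, from Illumina reads. Between 3429314 and 5608889 expected counts were assigned per library, with medians of 4439114 in normal B104, 5387670 in drought-stressed B104, 5112380 in normal *ZmNF-YB16* OE and 5322596 in drought-stressed *ZmNF-YB16* OE. This depth is lower than that of the *zmnf-ya1* and W22 libraries, and 21970 of the 32617 genes listed passed the same filter. The model, normalization and thresholds were those used for *zmnf-ya1* and W22, fitted to this set on its own. The level of *ZmNF-YB16* itself was not analysed here. *ZmNF-YA1* had 482 and 250 counts in normal B104 and 269 and 231 in normal *ZmNF-YB16* OE, a log2 fold change of -0.82 (SE 0.10, adjusted P = 1.12e-06 from edgeR's quasi-likelihood test), and 157 and 142 against 131 and 131 under drought. Stage, sequencing and line differ together between the 2 sets, so no library of one set was compared directly with a library of the other.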

In total, 315 DEGs were significantly changed in both *ZmNF-YB16* OE and *zmnf-ya1* under at least one condition (Supplemental Figure S12). 

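*ZmNF-YB16* OE and B104 differed by 2608 DEGs under normal conditions (1249 higher and 1359 lower in *ZmNF-YB16* OE) and by 2545 under drought (1205 higher and 1340 lower). Among the 19966 genes tested in both sets, 3011 were DEGs between *zmnf-ya1* and W22 and 3243 were DEGs between *ZmNF-YB16* OE and B104 under at least 1 condition. They shared 802 genes, against 489.1 expected from chance (odds ratio 2.16, P = 7.07e-57, one-sided Fisher's exact test over genes, which are not independent replicates). The setting that moved the count most was limma on log2(FPKM + 1), with 252 shared DEGs.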

The K-mean cluster analysis showed that a high proportion of DEGs was under the co-regulation of ZmNF-YA1 and ZmNF-YB16 (Supplemental Figure S12C), and those DEGs could be further grouped into two major groups. 

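The 802 shared DEGs were sorted by their direction in each line. A gene repressed by both factors would be higher in *zmnf-ya1* and lower in *ZmNF-YB16* OE, and a gene activated by both the reverse. There were 243 genes that were higher in *zmnf-ya1* and lower in *ZmNF-YB16* OE and 163 that were lower in *zmnf-ya1* and higher in *ZmNF-YB16* OE, 406 with opposite directions in all. These counts were 138 and 344 with library size alone and 36 and 103 with limma on log2(FPKM + 1), so which of the 2 is larger depends on the scaling. Another 337 had the same direction in both lines, 153 of them being lower in both, and 59 had directions that differed between conditions within a line. The odds ratio of the directions was 0.71 (P = 0.0256, two-sided Fisher's exact test), where a value below 1 stands for an excess of opposite directions. It was 0.71 with the DESeq2 Wald test (P = 0.0745, Fisher's exact test) and 0.81 with an adjusted P of at most 0.001 (P = 0.378, Fisher's exact test).

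**Figure D4:**
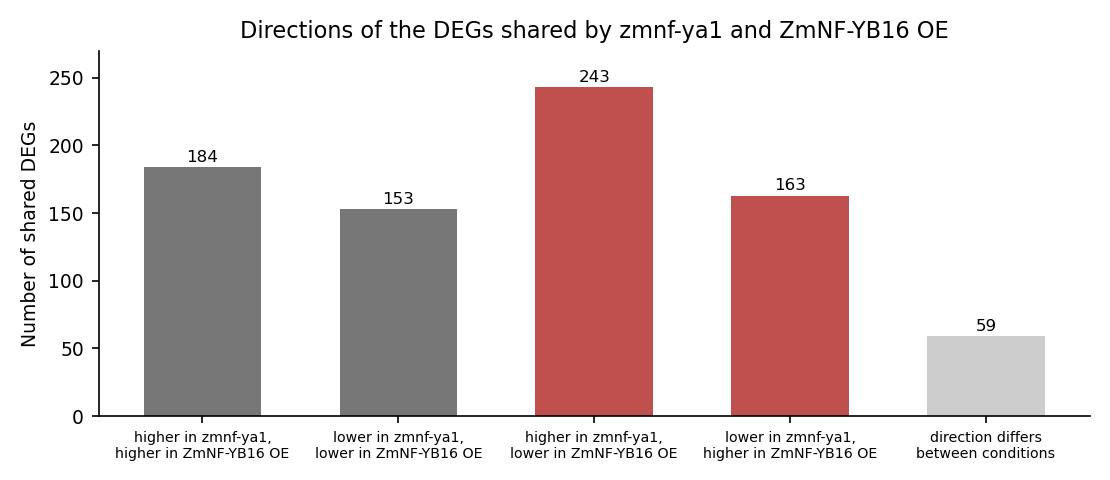
Number of shared DEGs (vertical axis) by their direction in *zmnf-ya1* and in *ZmNF-YB16* OE relative to W22 and B104 (horizontal axis), each bar being a count of genes. The largest bar holds the 243 genes that are higher in *zmnf-ya1* and lower in *ZmNF-YB16* OE, with TMM normalization.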

Group 1 (blue line boxed) DEGs were repressed by the ZmNF-YA1 and YB16, whereas Group 2 (auburn line boxed) DEGs were activated by the ZmNF-YA1 and ZmNF-YB16. 

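The 18 genes shown for Group 1 in Supplemental Figure S12D were all among the 802 shared DEGs, as were 13 of the 14 genes shown for Group 2. All 18 Group 1 genes were DEGs with a higher level in *zmnf-ya1* under normal conditions, and under drought none was higher and 2 were lower. In *ZmNF-YB16* OE 15 of them were lower under normal conditions and 13 under drought. Of the 14 Group 2 genes, 12 were DEGs with a lower level in *zmnf-ya1* under normal conditions and 3 under drought, and in *ZmNF-YB16* OE 12 were higher under normal conditions and 11 under drought.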

As shown in Supplemental Figure S12D and Tables S6 and S7, genes coding for transcriptional regulation, and stress responses were co-regulated by ZmNF-YA1 and ZmNF-YB16. 

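*NAC036* (GRMZM2G389557) was higher in *zmnf-ya1* than in W22 under normal conditions (log2 fold change 4.43, SE 0.57, adjusted P = 2.34e-05 from edgeR's quasi-likelihood test), against 5 and 0 counts in normal W22, and its log2 fold change of *ZmNF-YB16* OE over B104 was -3.04 under normal conditions and -1.08 under drought. With a single library left out, its difference between *zmnf-ya1* and W22 lay between 3.47 and 8.64. *PYL10* (GRMZM2G405064) was higher in *zmnf-ya1* by 1.30 (SE 0.20, adjusted P = 9.99e-05, edgeR). In the B104 set it had 111 and 74 counts in normal B104 and 0 and 1 in normal *ZmNF-YB16* OE, at least 38.0-fold lower, and it was at least 33.6-fold lower under drought. *MYB4* (GRMZM2G084583) had log2 fold changes of 1.08 in *zmnf-ya1*, and of -1.10 under normal conditions and -1.09 under drought in *ZmNF-YB16* OE. *PLAT1* (GRMZM2G018275) had 1.21 in *zmnf-ya1*, and -1.33 under normal conditions and -0.65 under drought in *ZmNF-YB16* OE, the last short of the threshold of a DEG. *IAA7* (GRMZM2G079200) had 1.77 in *zmnf-ya1*, and in *ZmNF-YB16* OE -0.42 under normal conditions, short of the threshold, and -1.24 under drought (SE 0.13, adjusted P = 2.55e-07, edgeR). Scaled by library size alone, *PYL10* (0.90), *MYB4* (0.68) and *PLAT1* (0.81) were not DEGs in *zmnf-ya1*. Under drought *NAC036* was lower in *zmnf-ya1* than in W22 (-2.99, SE 0.30, adjusted P = 1.08e-05, edgeR).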

TFs NAC036, PYL10, MYB4, PLAT1, IAA7, etc. were in the Group I DEGs identified, which may be repressed by ZmNF-YA1 and ZmNF-YB16. By contrast, genes coding for TFs AP2/B3, PHO2, SNRK3.8, MYB43, the stress response factor transducing, HOT1/HSP101, NB-ARC and a eukaryotic translation initiation factor 3E (EIF3E) were the Group II DEGs, which were activated by ZmNF-YA1 and YB16. 

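Under normal conditions the log2 fold change of *zmnf-ya1* over W22 was -1.66 for *AP2/B3* (GRMZM5G834874), -1.27 for *PHO2* (GRMZM2G464572), -1.15 for *SNRK3.8* (GRMZM2G316136), -1.24 for the transducin gene (GRMZM2G331154), -1.53 for the NB-ARC gene (GRMZM2G002656) and -1.02 for *EIF3E* (GRMZM2G038028), each a DEG. It was -0.98 for *HOT1/HSP101* (GRMZM2G360681) and -0.94 for *MYB43* (GRMZM2G048910), short of the threshold. These 2 genes were DEGs with library size alone, at -1.38 and -1.34, and *HOT1/HSP101* also with TMM over the 2 groups compared (-1.04). *MYB43* was a DEG under drought (-1.33, SE 0.16, adjusted P = 5.35e-05 from edgeR's quasi-likelihood test). Over B104 under normal conditions, *ZmNF-YB16* OE had log2 fold changes of 1.88 for *AP2/B3*, 0.88 for *PHO2*, 1.06 for *SNRK3.8*, 1.51 for *MYB43*, 1.36 for *HOT1/HSP101* and 1.96 for the NB-ARC gene, of which *PHO2* was short of the threshold. Under drought they were 1.59, 1.40, 1.44, 1.63, -0.09 and 2.49, and *HOT1/HSP101* did not differ (adjusted P = 0.368, edgeR). *EIF3E* was at least 15.2-fold higher in *ZmNF-YB16* OE under normal conditions and at least 31.3-fold higher under drought. The transducin gene had 0 counts in both normal B104 libraries and 21 and 16 in normal *ZmNF-YB16* OE, at least 5.0-fold higher, and under drought its difference was 1.58 (SE 0.74, adjusted P = 0.115, edgeR). The NB-ARC and heat shock protein genes belong to gene families and are uncertain in read assignment.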

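Under drought and normal conditions the difference between *ZmNF-YB16* OE and B104 was carried by many of the same genes. Of the 2608 and 2545 DEGs under the 2 conditions, 1255 were DEGs in the same direction under both (48.1% and 49.3%), and 34 changed in opposite directions.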

The comparative transcriptome analysis implied that *ZmNF-YA1* and *ZmNF-YB16* showed similar biological functions in the stress response process but also had differential functions in other biological processes. In addition, a high proportion of DEGs present in ZmNF-YA1- or ZmNF-YB16-regulated genes were found and speculated to be related to the functional diversity of the ZmNF-YA1 and ZmNF-YB16.

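Of the DEGs tested in both sets, 2209 of those between *zmnf-ya1* and W22 (73.4%) were not DEGs between *ZmNF-YB16* OE and B104, and 2441 of the latter (75.3%) were not DEGs between *zmnf-ya1* and W22. Whether such a gene changes differently in the 2 lines was not tested, since the sets were fitted separately. From the DEGs shared by the lines the paper proposes shared functions of the 2 factors in the response to stress, and it proposes that the DEGs of a single line relate to their functional diversity.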

## Discussion

### The ZmNF-YA1/YA7-YB16-YC17 heterotrimer identified in maize

The NF-YA, NF-YB, and NF-YC subunits are encoded by one gene in mammals and yeast, respectively, but the number of each subunit has been expanded in plants (Gusmaroli et al., 2001; Gusmaroli et al., 2002). The NF-Y complex formation mechanism has been extensively studied in yeast and mammals. NF-YB and NF-YC form a heterodimer via their histone fold domain, specifically via the helices α2 and α3 (Kim et al., 1996; Zemzoumi et al., 1999; Frontini et al., 2004). However, the expanding numbers in plants make it difficult to identify the specific subunit that can form a heterotrimeric complex. Although a number of NF-Y subunits have been characterized in model plants, few have been functionally evaluated in crops. Recent work showed that the NF-YB1-YC12-bHLH144 complex directly activates the *Waxy* gene and regulates grain quality in rice (Bello et al., 2019). However, no NF-Y complex has been identified in maize until now. This study demonstrated that ZmNF-YB16 and ZmNF-YC17 could form a heterodimer in the cytoplasm and then form a heterotrimeric complex with ZmNF-YA1 or ZmNF-YA7 in the nucleus by Yeast-3-Hybrdazation, CoIP and BiFC assay (Figures 1 and 2). It can be presumed that the ZmNF-YA1-YB16-YC17 complex formation mechanism is conserved just like in yeast and animals (Romier et al., 2003; Frontini et al., 2004). However, no rice NF-YAs that interacted with the NF-YB1-YC12 heterodimer or NF-YA8 interacted with NF-YB9 without NF-YC family members have been reported (Zhiguo et al., 2018; Bello et al., 2019), suggesting that not all the NF-Y family members follow this principle in yeast and animals. In rice, NF-YB1, NF-YB9, NF-YC11, and NF-YC12 have no transcriptional activation, in contrast to NF-YC8, NF-YC9, and NF-YC10 (Zhiguo et al., 2018). In this study, ZmNF-YB16 interacted with ZmNF-YC17 according to the histone-like domain (Figure 2B), and ZmNF-YB16 and ZmNF-YC17 both had transcriptional activation activity (Figures 1A and 2A), although the region of activity varies. ZmNF-YB16 and ZmNF-YC17 were mostly located in the cytoplasm under normal conditions. Following osmotic stress, they moved into the nucleus to form a heterotrimer with ZmNF-YA1 or ZmNF-YA7. The ZmNF-YA1 heterotrimer could bind to the probe containing a CCAAT motif in the promoter to regulate the expression of target genes (Figures 2, C–E and 6, C–E). Based on the upregulated expression of *ZmNF-YA1* and *ZmNF-YB16* in response to osmotic stress, the amount of ZmNF-YA1/YA7-YB16-YC17 heterotrimers would be increased under osmotic stress conditions. Thus, it was concluded that the ZmNF-Ys subunits played a role in the heterotrimer form in maize, as observed in yeast and mammals, and the heterotrimer had an important role in the abiotic stress tolerance of maize, although the function of each subunit in maize was specific or similar.

### ZmNF-YA1 plays an important role in the regulation of plant growth and abiotic stress tolerance

Functional analyses expounded that plant NF-Ys have multiple roles that regulate the stress response, embryo development, chloroplast biogenesis, root growth, and flowering time (PetroNi et al., 2013). By contrast, the function of maize NF-Ys is much less understood than *Arabidopsis*. Most works remain at the level of gene cloning, expression analysis, and structural characterization. The biological functions, upstream regulators, and downstream targets of NF-Ys are not well understood. *ZmNF-YB2, ZmNF-YB16, ZmNF-YC8*, and *ZmNF-YC2* play important roles in maize stress tolerance or endosperm development (Nelson et al., 2007; Mei et al., 2015; Wang et al., 2018). In this work, we screened the potential interactors with ZmNF-YB16 by the yeast two-hybrid method and confirmed the interaction of the ZmNF-YA1 to ZmNF-YB16-YC17 and ZmNF-YA7 to ZmNF-YB16-YC17. The ZmNF-YA7 (also named ZmNF-YA3)-CONSTANS-like complex has dual functions in the stress response and photoperiod-dependent flowering (Su et al., 2018). These results implied that ZmNF-YA7 could interact with different proteins, including NF-Ys or other TF family members, and these complexes might play various roles in maize biological processes. Being the DNA binding subunit of the heterocomplex, *ZmNF-YA1* OE improved abiotic stress tolerance at the seedling and flowering stage of maize, and it decreased the root length and increased the lateral root number. The *zmnf-ya1* mutant lines showed the opposite phenotypes (Figures 3 and 4). Root architecture has an important role in minimizing the effects of stress on plants, with root proliferation occurring in soil patches with the highest concentration of nutrients and water and avoiding dry or saline patches (Galvan-Ampudia et al., 2013; Karlova et al., 2021). The *ZmNF-YA1* OE lines showed a shorter primary root length and denser lateral roots than WT (Figure 4).

From the comparative transcriptional analysis (*zmnf-ya1* vs. WT, normal and drought stress conditions), GO enrichment analysis showed that Clade 4 (induced by ZmNF-YA1 and drought stress) and Clade 6 (induced by ZmNF-YA1 alone) DEGs contribute to the different growth and stress response of the *zmnf-ya1* mutant and their WT (Figure 5 and Supplemental Table S4). In Clade 4, the GO terms of regulation of JA mediated signaling pathway, response to wounding, regulation of defense response and regulation of stress response were on the top and highly enriched. In Clade 6, which was induced by ZmNF-YA1 alone, GO terms of genes transcription regulation, histone modification and chromatin remodeling were highly enriched. JA signaling pathway was affected more by the abolished *ZmNF-YA1* expression (Supplemental Figure S11). The genes coding for TFs MYC4, three JAZs were induced by drought stress in W22; however, in the *zmnf-ya1* mutant, those JA signaling components failed to increase in response to drought stress. The coding genes for JAR1 (JA metabolism) and NCED9 (ABA biosynthesis) showed the same trends, i.e. insufficiently induced by drought in the *zmnf-ya1* mutant. The altered ABA, JA metabolism and signaling pathway in the *zmnf-ya1* mutant, especially under drought stress conditions, could be the major reason for the stress tolerance change of the *zmnf-ya1* mutant plants. The bHLH, MYB, NAC, CBF, WARKY TF, and key stress response factors (Supplemental Figure S11) may transduce/amplify the ZmNF-YA1-mediated early transcription regulation events and contribute to the stress response and growth regulation in maize. Some of these were selected for binding assay. Moreover, ZmNF-YA1 together with ZmNF-YB16 and ZmNF-YC17 directly regulated the expression levels of the *ZmbHLH116*, *ZmPOD64, ZmAMY, ZmCNR9, ZmLOX5, ZmMBF1c*, and *ZmLSD1* genes by binding to their CCAAT regions in promoters contributed to the enhanced tolerance of abiotic stress in the *ZmNF-YA1* OE maize plants.

### OE of *ZmNF-YA1* or *ZmNF-YB16* produces similar effects on abiotic stress tolerance of maize

Both *ZmNF-YA1* and *ZmNF-YB16* showed high expression levels in leaves at the V5 stage and kernels, and upregulated expression levels in kernels at the five DAP stage after drought stress. *ZmNF-YA1* was also highly expressed in roots at the V5 stage. OE of *ZmNF-YA1* improved drought stress tolerance of maize plants, and OE of *ZmNF-YB16* improved drought stress tolerance and grain yield by enhancing photosynthesis and antioxidant capacity and the ER stress response in maize (Wang et al., 2018). In *ZmNF-YA1* OE lines, one antioxidant peroxidase-coding gene (ZmPOD64) was directly regulated by ZmNF-YA1 (Figure 6). Moreover, the lateral root systems of the *ZmNF-YB16* OE and *ZmNF-YA1* OE lines were more developed than WT, but not all the phenotypes coincided exactly in the *ZmNF-YA1* OE and *ZmNF-YB16* OE lines, such as the inconsistent changes in primary root length. In rice, each member of OsNF-YB1-YC12-bHLH144 exhibits a similar phenotype in seed development (Bello et al., 2019). Transcriptome comparisons are adopted to compare the similarity and difference of ZmNF-YA1- and ZmNF-YB16-regulated genes and processes.

According to the RNA-sequencing analysis, 315 common DEGs regulated by ZmNF-YA1 and ZmNF-YB16 could be further grouped into two major groups. DEGs both repressed (Group 1, blue line boxed in Supplemental Figure S12C) and activated (Group 2, auburn line boxed in Supplemental Figure S12C) DEGs by ZmNF-YA1 and ZmNF-YB16 were found. TFs NAC036, PYL10, MYB4, PLAT1, IAA7 in the Group I DEGs may be repressed by ZmNF-YA1 and ZmNF-YB16. AP2/B3, PHO2, SNRK3.8, MYB43, HOT1/HSP101, NB-ARC and EIF3E activated by ZmNF-YA1 and ZmNF-YB16 were identified. A high proportion of DEGs only present in ZmNF-YA1- or ZmNF-YB16-regulated genes were found and speculated to be related to the functional diversity of the ZmNF-YA1 and ZmNF-YB16. Phenotypic analysis suggested that ZmNF-YA1 and ZmNF-YB16 positively regulated maize plant growth and root development. And both the enhanced stress tolerance ability and developed root system in the OE plants increased the tolerance to stresses such as drought stress in maize. Those processes were at least partly through the ZmNF-YA1-YB16-YC17 complex because they were found to form a heterotrimer by binding assay.

Taken together, ZmNF-YA1-YB16-YC17 might be one type of the complex in maize, and other types of complexes consisting of different NF-Y members might also play a role and provide the diversity of functions in the development and stress response processes of plants. *ZmNF-YB16* has been reported to play important roles in endosperm development because of its direct regulation by *Opaque2* (Li et al., 2015). Additionally, as a target gene of ZmbZIP4, *ZmNF-YA1* has functions in ABA synthesis and the salt stress response (Ma et al., 2018). The diversity of ZmNF-Ys and their partners support this assumption.

As summarized in Figure 7, it is concluded that in maize cells, the expression of *ZmNF-YB16* and *ZmNF-YA1* were induced by stress treatment, whereas *ZmNF-YC17* was not. ZmNF-YB16 interacted with ZmNF-YC17 in the cytoplasm to form a dimer, and in response to abiotic stress, entered the nucleus to bind ZmNF-YA1 or ZmNF-YA7 to form ZmNF-YA1-YB16-YC17 or ZmNF-YA7-YB16-YC17 heterotrimer. OE of *ZmNF-YA1* substantially improved abiotic stress tolerance and modified plant growth and development. Additionally, ZmNF-YA1 regulated the transcription of target genes coding for TFs, key factors in stress response and growth, with the latter playing important roles in the stress response and plant development of maize. Those processes include but are not limited to the transcriptional regulation of the ZmNF-YA1 complex through both the CCAAT-box and chromatin remodeling. The ZmNF-YB16-YC17 dimers could form complexes with different subunits, and those complexes might have preferential functions under certain conditions. It will be interesting to understand whether the ZmNF-YB16/-YC17 present in the cytoplasm in the absence of stress indicates an absence of transcriptional regulation, the presence of other functions or no functions.

**Figure 7:**
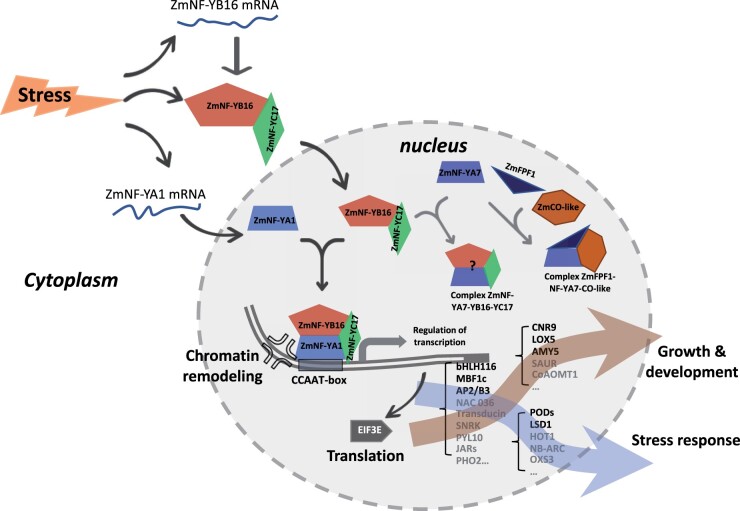
Proposed models of the possible roles of the ZmNF-Y complex in maize development and the stress response. ZmNF-YB16 interacts with ZmNF-YC17 in the cytoplasm forming a dimer, and upon exposure to abiotic stress, the dimer enters the nucleus and binds to ZmNF-YA1 or ZmNF-YA7, forming the ZmNF-YA1-YB16-YC17 or ZmNF-YA7-YB16-YC17 heterotrimer. The expression of *ZmNF-YB16* and *ZmNF-YA1* is induced by stress treatment, whereas *ZmNF-YC17* expression is not. OE of *ZmNF-YA1* and *ZmNF-YB16* significantly improves abiotic stress tolerance and modifies plant growth and development. The downstream targets of the ZmNF-YA1-YB16-YC17 and other ZmNF-YA1-related transcriptional regulation complexes contribute to changed abiotic stress tolerance and plant growth and development in maize. These processes include but are not limited to transcriptional regulation of the ZmNF-YA1 complex through both the CCAAT-box and chromatin remodeling. The target genes coding for TFs, stress response genes, growth and development regulation and translation regulation genes are changed and further contribute to the stress tolerance and growth regulation in maize. Some of these were selected and confirmed as direct targets of the ZmNF-YA1 complex such as *ZmbHLH116*, *ZmPOD64*, *ZmAMY*, *ZmLOX5*, *ZmCNR9*, *ZmMBF1c*, and *ZmLSD1*. ZmNF-YA7 is suggested to interact with other members and play important roles in flowering regulation and stress response.

## Materials and methods

### Plant materials

Maize (*Z. mays*) *zmnf-ya1* mutants carrying a Mu insertion in GRMZM2G000686 were obtained from the UniformMu population, UFMu-06468 and UFMu-02216, which are homozygous lines designated as m67 and m83 in the inbred line W22 background, respectively, and produced by self-pollination for three generations. *ZmNF-YA1* OE plants produced by *A. tumefaciens*-mediated shoot-tip transformation were from an elite inbred line DH4866 of maize. Detail of plants transformation, screen, PCR, RT-qPCR, and southern blot analysis of the OE lines and the mutant lines were in Supplemental Material and Methods. The species used for the BiFC assays was *N. benthamiana* L.

### Bioinformatics analysis

AA sequence alignment of 14 ZmNF-YA proteins, 10 AtNF-YA proteins, and 11 OsNF-YA proteins were performed by downloading data from the Plant Transcription Factor Database v2.0 (Center for Bioinformatics, Peking University, China, http://planttfdb.cbi.pku.edu.cn/) and using the CLUSTAL X 2.0 program (Larkin et al., 2007) and GeneDoc 3.2 program (http://nrbsc.org/gfx/genedoc). The phylogenetic tree was generated with the neighbor-joining (NJ) method using MEGA5 software (Tamura et al., 2011). The sequences of ZmNF-YA family members were downloaded from the Gramene website (http://www.gramene.org/).

### Subcellular localization, western-blot, and CoIP analysis

Maize protoplasts and transient expression were prepared following Sheen’s method (Yoo et al., 2007) and used for the subcellular localization analysis of the maize NF-Y TFs. A vector containing NF-Y fused to pUC18-P35S-*GFP* or pUC18-P35S-*mCherrry* vector was transfected into maize protoplasts. After a 12 h incubation in W1 solution (0.4 M mannitol for normal conditions and 0.6 M mannitol for osmotic stress; Yoo et al., 2007), the protoplasts were observed using the laser scanning confocal microscope (LSM-900, Zeiss, Germany). The respective settings (pinhole = 1 AU; master gain = 673 V; digital gain = 1; digital offset = 0; excitation wavelength = 488 nm and detection wavelength = 490–540 nm for GFP, excitation wavelength = 561 nm and detection wavelength = 590–650 nm for mCherry) were used. Laser intensity, pinhole and detection range were unchanged and similar for all pictures.

*Nicotiana benthamiana* protoplasts and transient expression were prepared following Sheen’s method (Yoo et al., 2007) and used for the Co-IP and the western-blot with cytosol and nuclear fraction assay. The corresponding vector containing NF-Y fused to GFP or mCherry was transiently transfected into the protoplasts. The isolation of cytosol and nuclear fraction from protoplast was performed as described in Ryu et al. (2010) except the *N. benthamiana* leaves were used. In brief, the protoplasts were lysed with a lysis buffer and then centrifugation at 3,000 *g* for 10 min. The cytosolic fraction in the supernatant was collected and stored on ice until use. The nuclear pellets were further washed with a resuspension buffer. The proteins in each fraction were subjected to 10% SDS-PAGE, followed by immunodetection. The anti-GFP (HT801, TransGen Biotech, Beijing, China, 1:2,000 dilution), Goat anti-mouse IgG h&L (HRP; SA00002-1, Proteintech, Chicago, USA, 1:5,000 dilution), and immunodetection using BCIP/NBT substrate (PR1100, Solarbio, Beijing, China) were used for the western-blot.

For the CoIP assays, approximately 2 × 10^5^ leaf mesophyll protoplasts were transfected and incubated for 24 h. After harvest, the cells were lysed with 200 μL IP buffer (50 mM Tris-HCl at pH 7.5, 150 mM NaCl, 5 mM EDTA, 1% [v/v] Triton X-100, 0.5 mM DTT, and one table Complete Protease Inhibitor (04693159001, Roche, Germany). A 50 μL aliquot was taken as the input control and the remaining lysate was incubated with antibody (anti-GFP antibody (ab290, Abcam, Cambridge, UK) or anti-mCherry antibody (ab213511, Abcam, Cambridge, UK) for 1 h at 4°C gentle rotation. Protein-A beads (DP501, TransGen Biotech, Beijing, China) was used to purify the antibody-protein complex from the mixture. After incubation, the beads were washed 5 times with IP buffer. Eluted samples and input samples were subjected to immunoblot analysis using conjugated anti-GFP (HT801, TransGen Biotech, Beijing, China, 1:2,000 dilution) or anti-mCherry antibodies (ab213511, Abcam, Cambridge, UK, 1:1,000). The secondary antibodies are Goat anti-mouse IgG h&L (HRP; SA00002-1, Proteintech, Chicago, USA, 1:5,000 dilution) or Goat anti-Rabbit IgG h&L (HRP; SA00002-2, Proteintech, Chicago, USA, 1:5,000 dilution), respectively.

### BiFC assays

For the BiFC assays, full-length *ZmNF-YB16* and *ZmNF-YC17* were cloned into the pSPYCN-35S-*cYFP* and pSPYCN-35S-*nYFP* vectors. Suspensions of Agrobacteria containing pSPYCN-35S-*ZmNF-YB16-cYFP*, pSPYCN-35S-*ZmNF-YC17-nYFP*, pSPYCN-35S-*cYFP*, and pSPYCN-35S-*nYFP* were injected into the lower epidermis of *N. benthamiana* leaves. The transfected plants were kept in the greenhouse for at least 36 h at 22°C. Fluorescent signals were visualized using an LSM-700 laser scanning confocal microscope (LSM-700, Zeiss, Germany). For eYFP signal detection, excitation wavelength (488 nm), and detection wavelength (500–580 nm) were used. Primers used for the constructs are shown in Supplemental Table S8.

### Pull-down assay

For the pull-down assay, the recombinant ZmNF-YC17-GST and ZmNF-YB16-His were purified from bacteria using glutathione beads (17075601, GE Healthcare, UK) and Ni-NTA beads (DP101-01, Transgen, Beijing, China), respectively. Glutathione beads containing 1 µg of GST or GST-ZmNF-YC17 were incubated with 1 µg ZmNF-YB16-His as indicated in pull-down buffer (20 mM Tris-HCl, pH 7.5, 100 mM NaCl, 1 mM EDTA) for 1 h, and washed 5 times with wash buffer (20 mM Tris-HCl, pH 7.5, 300 mM NaCl, 0.1% v/v Nonidet P-40, 1 mM EDTA). Proteins were eluted from the beads by boiling in 50 μL 2× SDS sample buffer and separated on 10% SDS-PAGE gels. Gel blots were analyzed using anti-His and anti-GST antibodies (66005-1-Ig (anti-His) and 66001-2-Ig (anti-GST), Proteintech, Chicago, USA).

### Transcription activation activity assay and yeast two-hybrid screening

The different lengths of ZmNF-YB16 and ZmNF-YC17 were ligated into the *Eco*RI and *Bam*HI sites of pGBKT7-BD. Plasmids were transformed in the yeast reporter strain YRG-2 (Agilent Stratagene, California, USA). The β-galactosidase activities were examined by X-gal staining and measured using the o-nitrophenyl-β-D- galactopyranoside (ONPG) assay (N1127, Sigma-Aldrich, Shanghai, China).

A maize cDNA library was prepared in the pGADT7 vector in MatchMaker^TM^ GAL4 two-hybrid system 3 (Clontech, USA) using RNA isolated from B73 V3 stage seedlings according to the manufacturer’s instructions. Yeast two-hybrid screening and two-hybrid or three-hybrid interaction assays were performed as described in the user manual supplied with the Matchmaker^TM^ GAL4 Two-Hybrid System3 Libraries User Manual (Clontech, USA). Primers used are shown in Supplemental Table S8.

### Binding activity assay for ZmNF-YA1 and ZmNF-YA1/ZmNF-YB16/ZmNF-YC17 in the yeast system

The coding sequences of *ZmNF-YA1*, *ZmNF-YB16*, and *ZmNF-YC17* were obtained by PCR. *ZmNF-YA1* was digested with *Eco*RI/*Bam*HI and then ligated into the pGADT7-AD vector containing the GAL4 AD domain. *ZmNF-YB16* was digested with *Eco*RI/*Bam*HI, and *ZmNF-YC17* with *Bgl*II, and then ligated into the pBridge vector containing the GAL4 BD domain. Promoters of the candidate target genes were cloned into the *Hind*III/*Kpn*I sites of pLacZi. Plasmids were transformed into yeast strain YM4271 (Invitrogen, California, USA) in pairs. β-galactosidase activities were examined by X-gal staining and measured as described in the Yeast Protocols Handbook (Clontech, USA) using ONPG (N1127, Sigma-Aldrich, Shanghai, China) as substrate.

### Stress treatment of maize plants

The phenotype analysis in the seedling stage was performed using the hydroponic culture method (Li et al., 2011). The V3 stage (11-d-old) seedlings were used for stress treatments with or without 12% PEG_6000_, 120 mM NaCl, or 15 mM LiCl in the nutrient solution. After 10 d of dehydration stress, salt stress or ion toxic treatments, the plants were harvested to measure the biomass and morphological parameters. Three independent replicates were assessed, and 10–15 individual plants in each replicate. A drought stress treatment was performed during the reproductive growth stage (V10 stage) was performed by pot cultivation as described by Li et al., (2008a). Morphological, physiological analyses were performed as described in Supplemental material and methods.

### RNA-seq analysis

Two sets of RNA-seq were used in this paper, i.e. the *zmnf-ya1* (m67) vs. W22 (wild-type maize inbred line for mutant line) and *ZmNF-YB16* OE (L187) vs. B104 (wild-type maize inbred line for the transgenic donor). To compare *zmnf-ya1* (m67) vs. W22, maize plants were grown in pots in a greenhouse. The plants were grown under well-watered conditions until the V4 stage, and then half of them were exposed to drought stress treatment. Water loss in the soil was determined using a soil moisture content analyzer (TOP instrument, Zhejiang, China). Electrolyte leakage from leaf cells was used to assess the injured degree of plants. The sampling time points were determined by monitoring the soil moisture content and leaf cell electrolyte leakage. Leaves from three to four plants were pooled for each sample, and two replicates were used in the study.

For the comparison of ZmNF-YB16 OE line vs. B104, data and drought stress treatment are from our previously published papers (Wang et al., 2018; Wang et al., 2019; Details were in Supplemental material and methods and papers cited). In this paper, RNA extraction, cDNA libraries construction, RNA-sequencing, filtering, and mapping to reference genome (maize B73 V3 5b+) were performed by BGI Tech Solutions Co., Ltd (Shenzhen, China), according to standard procedures (details in Supplemental material and methods). The bioinformatics analysis for digital gene expression profiling was performed according to the bioinformatics analysis procedure of BGI Tech. The criteria of false discovery rate (FDR) ≤0.001 and the absolute value of log_2_ ratio ≥1 was used as thresholds to judge the significance of differences in gene expression (data deposited GSE137780). Gene functional annotations were conducted based on MaizeGDB (Version: 284 *Z. mays* release of Phytozome 10; https://www.maizegdb.org). GO enrichment analysis was based on the AGRIGO database (http://bioinfo.cau.edu.cn/agriGO/) and the GENEONTOLOGY (http://geneontology.org).

### ChIP‐qPCR

The construct pCAMBIA1302-P35S-*ZmNF-YA1-GFP* was used for the transformation of the young embryos of maize HiII via a gene gun (Bio-Rad, USA). Plants were produced from transgenic calli. Stable transgenic maize and the anti-GFP antibody (ChIP-grade ab290 from Abcam, Cambridge, UK) were used for the ChIP-qPCR assay. ChIP was performed with the method described originally by Kaufmann et al. (Kaufmann et al., 2010) with minor modifications and ChIP-qPCR were performed. The primers used to amplify the enriched region of the target genes are listed in Supplemental Table S8.

### EMSA

Probes were generated using the EMSA Probe Biotin Labeling Kit (GS008, Beyotime, Shanghai, China). The labeled 40 bp key fragments or excess unlabeled fragments of the promoter were incubated with ZmNF-YA14-GST and biotin-11-dUTP at 25°C for 30 min. The samples were subjected to electrophoresis at 80 V on 10% PAGE gels running with 0.5× TEA buffer for 1.5 h. Then, the generated chemiluminescent signals were recorded on an imaging device according to the methods supplied with the chemiluminescent EMSA kit (GS0009, Beyotime, Shanghai, China).

## Statistical analysis

All data are presented as the mean values of at least three independent sets of experiments. The data are reported as the mean ± SD. Statistical significance was analyzed using the Student’s *t* test with SPSS 16.0 software (IBM, USA).

## Accession numbers

Sequence data from this article can be found in the MaizeGDB data libraries (https://www.maizegdb.org/) under the accession numbers of the genes listed in Supplemental Table S9. The expression data reported are available in the NCBI Gene Expression Omnibus (GEO) database under the GSE series accession number GSE137780.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** The original images of pull-down, Co-IP and western-blot analyses used in this paper.

**Supplemental Figure S2.** Phylogenetic analysis of NF-YA family members of maize.

**Supplemental Figure S3.** Multiple sequence alignment of NF-YA family members from maize and rice.

**Supplemental Figure S4.** Organ expression patterns of the genes related to the heterotrimer.

**Supplemental Figure S5.** Expression profiles of the NF-Y complex members under different abiotic stresses.

**Supplemental Figure S6.** *ZmNF-YA1* regulates plant growth in maize.

**Supplemental Figure S7.** Molecular characterization of *zmnf-ya1* mutants and *ZmNF-YA1* OE transgenic plants.

**Supplemental Figure S8.** Overexpression of *ZmNF-YA1* confers the drought tolerance of maize plants in the fields.

**Supplemental Figure S9.** Measurement of physiological index of samples for RNA-sequencing.

**Supplemental Figure S10.** Overview of the RNAseq analysis and the six different clades DEGs regulated by ZmNF-YA1.

**Supplemental Figure S11.** Expression of the key DEGs in the comparisons of the *zmnf-ya1* mutant versus W22.

**Supplemental Figure S12.** Comparative transcriptome analysis of ZmNF-YA1- and ZmNF-YB16-regulated genes.

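Supplemental Table S1 gives, for each *zmnf-ya1* and W22 library, the clean reads left after filtering, the share of them that mapped, and the number of genes detected. The number of genes with an expected count equalled the number in the table in all 8 libraries. The expected counts came to at most 88.1% of the clean reads.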

**Supplemental Table S1.** Reads and mapping of the sequence samples for *zmnf-ya1* mutant and W22.

**Supplemental Table S2.** All the DEGs identified in *zmnf-ya1* mutant and W22 plants under normal and drought stress conditions.

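Supplemental Table S2 lists log2 fold changes and adjusted P values per gene for 4 comparisons, of which 1993 genes could be read. Among those also tested here, 1085 of the paper's 1090 drought DEGs of W22 were DEGs in the same direction, as were 716 of 726 drought DEGs of *zmnf-ya1*, 1563 of 1620 DEGs between genotypes under normal conditions and 319 of 321 under drought. None was a DEG in the opposite direction. In total 250 gene and comparison pairs were DEGs here only, at most 5.15% of the genes compared in any 1 comparison. Of the 1964 genes compared between genotypes under normal conditions, 1620 were DEGs of the paper. Few were thus left to be DEGs here only, and the readable genes do not stand for all genes. Across genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.978, 0.973, 0.947 and 0.851.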

**Supplemental Table S3.** Gene relative expression level (FPKM) identified in this paper.

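Supplemental Table S3 gives FPKM per gene and library, which divide the fragments of a gene by its transcript length and by the mapped fragments of its library and so carry no TMM scaling. All 15128 FPKM values that could be read, for 1891 genes, equalled the deposited FPKM of the same condition and replicate.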

**Supplemental Table S4.** GO enrichment analysis of the six groups DEGs in Figure 5 and Supplemental Figure S10.

**Supplemental Table S5.** Expression of the key DEGs used in Figure 6 and Supplemental Figure S11.

**Supplemental Table S6.** The 315 DEGs co-regulated by ZmNF-YA1 and ZmNF-YB16.

**Supplemental Table S7.** The 32 coregulated DEGs used for heatmap plotting Figure S12.

**Supplemental Table S8.** List of primers used in this research.

**Supplemental Table S9.** Gene accession numbers related to this research.

## Supplementary Material

kiac340_Supplementary_Data Click here for additional data file.

## References

[kiac340-B1] Alam MM , TanakaT, NakamuraH, IchikawaH, KobayashiK, YaenoT, YamaokaN, ShimomotoK, TakayamaK, NishinaH, et al (2015) Overexpression of a rice heme activator protein gene (OsHAP2E) confers resistance to pathogens, salinity and drought, and increases photosynthesis and tiller number. Plant Biotechnol J13: 85–962516893210.1111/pbi.12239

[kiac340-B2] Ballif J , EndoS, KotaniM, MacAdamJ, WuY (2011) Over-expression of HAP3b enhances primary root elongation in Arabidopsis. Plant Physiol Biochem49: 579–5832131697910.1016/j.plaphy.2011.01.013

[kiac340-B3] Bello BK , HouY, ZhaoJ, JiaoG, WuY, LiZ, WangY, TongX, WangW, YuanW, et al (2019) NF-YB1-YC12-bHLH144 complex directly activates Wx to regulate grain quality in rice (Oryza sativa L.). Plant Biotechnol J17: 1222–12353055279910.1111/pbi.13048PMC6576074

[kiac340-B4] Feng ZJ , HeGH, ZhengWJ, LuPP, ChenM, GongYM, MaYZ, XuZS (2015) Foxtail millet NF-Y families: Genome-wide survey and evolution analyses identified two functional genes important in abiotic stresses. Front Plant Sci6: 11492673404310.3389/fpls.2015.01142PMC4687410

[kiac340-B5] Frontini M , ImbrianoC, ManniI, MantovaniR (2004) Cell cycle regulation of NF-YC nuclear localization. Cell Cycle3: 217–22214712092

[kiac340-B6] Galvan-Ampudia CS , JulkowskaMM, DarwishE, GandulloJ, KorverRA, BrunoudG, HaringMA, MunnikT, VernouxT, TesterinkC (2013) Halotropism is a response of plant roots to avoid a saline environment. Curr Biol23: 2044–20502409485510.1016/j.cub.2013.08.042

[kiac340-B7] Gnesutta N , KumimotoRW, SwainS, ChiaraM, SiriwardanaC, HornerDS, HoltBF, MantovaniR (2017) CONSTANS imparts DNA sequence specificity to the histone fold NF-YB/NF-YC Dimer. Plant Cell29: 1516–15322852671410.1105/tpc.16.00864PMC5502446

[kiac340-B8] Gusmaroli G , TonelliC, MantovaniR (2001) Regulation of the CCAAT-binding NF-Y subunits in Arabidopsis thaliana. Gene264: 173–1851125007210.1016/s0378-1119(01)00323-7

[kiac340-B9] Gusmaroli G , TonelliC, MantovaniR (2002) Regulation of novel members of the Arabidopsis thaliana CCAAT-binding nuclear factor Y subunits. Gene283: 41–481186721110.1016/s0378-1119(01)00833-2

[kiac340-B10] Ito Y , ThirumuruganT, SerizawaA, HiratsuK, Ohme-TakagiM, KurataN (2011) Aberrant vegetative and reproductive development by overexpression and lethality by silencing of OsHAP3E in rice. Plant Sci181: 105–1102168387410.1016/j.plantsci.2011.04.009

[kiac340-B11] Kahle J , BaakeM, DoeneckeD, AlbigW (2005) Subunits of the heterotrimeric transcription factor NF-Y are imported into the nucleus by distinct pathways involving importin β and importin 13. Mol Cell Biol25: 5339–53541596479210.1128/MCB.25.13.5339-5354.2005PMC1157003

[kiac340-B12] Karlova R , BoerD, HayesS, TesterinkC (2021) Root plasticity under abiotic stress. Plant Physiol187: 1057–10703473427910.1093/plphys/kiab392PMC8566202

[kiac340-B13] Kaufmann K , MuiñoJM, ØsteråsM, FarinelliL, KrajewskiP, AngenentGC (2010) Chromatin immunoprecipitation (ChIP) of plant transcription factors followed by sequencing (ChIP-SEQ) or hybridization to whole genome arrays (ChIP-CHIP). Nat Protoc5: 457–4722020366310.1038/nprot.2009.244

[kiac340-B14] Kim IS , SinhaS, de CrombruggheB, MaitySN (1996) Determination of functional domains in the C subunit of the CCAAT-binding factor (CBF) necessary for formation of a CBF-DNA complex: CBF-B interacts simultaneously with both the CBF-A and CBF-C subunits to form a heterotrimeric CBF molecule. Mol Cell Biol16: 4003–4013875479810.1128/mcb.16.8.4003PMC231396

[kiac340-B15] Laloum T , De MitaS, GamasP, BaudinM, NiebelA (2013) CCAAT-box binding transcription factors in plants: Y so many?Trends Plant Sci18: 157–1662293917210.1016/j.tplants.2012.07.004

[kiac340-B16] Larkin MA , BlackshieldsG, BrownNP, ChennaR, McgettiganPA, McWilliamH, ValentinF, WallaceIM, WilmA, LopezR, et al (2007) Clustal W and Clustal X version 2.0. Bioinformatics23: 2947–29481784603610.1093/bioinformatics/btm404

[kiac340-B17] Leyva-González MA , Ibarra-LacletteE, Cruz-RamírezA, Herrera-EstrellaL (2012) Functional and transcriptome analysis reveals an acclimatization strategy for abiotic stress tolerance mediated by Arabidopsis NF-YA family members. PLoS One7: e481382311894010.1371/journal.pone.0048138PMC3485258

[kiac340-B18] Li B , WeiA, SongC, LiN, ZhangJ (2008a) Heterologous expression of the TsVP gene improves the drought resistance of maize. Plant Biotechnol J6: 146–1591799965810.1111/j.1467-7652.2007.00301.x

[kiac340-B19] Li C , QiaoZ, QiW, WangQ, YuanY, YangX, TangY, MeiB, LvY, ZhaoH, et al (2015) Genome-wide characterization of cis-acting DNA targets reveals the transcriptional regulatory framework of Opaque2 in maize. Plant Cell27: 532–5452569173310.1105/tpc.114.134858PMC4558662

[kiac340-B20] Li WX , OonoY, ZhuJ, HeXJ, WuJM, IidaK, LuXY, CuiX, JinH, ZhuJK (2008b) The Arabidopsis NFYA5 transcription factor is regulated transcriptionally and posttranscriptionally to promote drought resistance. Plant Cell20: 2238–22511868254710.1105/tpc.108.059444PMC2553615

[kiac340-B21] Li YJ , FangY, FuYR, HuangJG, WuCA, ZhengCC (2013) NFYA1 Is Involved in Regulation of Postgermination Growth Arrest Under Salt Stress in Arabidopsis. PLoS One8: e612892363780510.1371/journal.pone.0061289PMC3634844

[kiac340-B22] Li Z , GaoQ, LiuY, HeC, ZhangX, ZhangJ (2011) Overexpression of transcription factor ZmPTF1 improves low phosphate tolerance of maize by regulating carbon metabolism and root growth. Planta233: 1129–11432131204110.1007/s00425-011-1368-1

[kiac340-B23] Liu JX , HowellSH (2010) bZIP28 and NF-Y transcription factors are activated by ER stress and assemble into a transcriptional complex to regulate stress response genes in Arabidopsis. Plant Cell22: 782–7962020775310.1105/tpc.109.072173PMC2861475

[kiac340-B24] Luan M , XuM, LuY, ZhangL, FanY, WangL (2015) Expression of zma-miR169 miRNAs and their target ZmNF-YA genes in response to abiotic stress in maize leaves. Gene555: 178–1852544526410.1016/j.gene.2014.11.001

[kiac340-B25] Luan M , XuM, LuY, ZhangQ, ZhangL, ZhangC, FanY, LangZ, WangL (2014) Family-wide survey of miR169s and NF-YAs and their expression profiles response to abiotic stress in maize roots. PLoS One9: 9136910.1371/journal.pone.0091369PMC395470024633051

[kiac340-B26] Ma H , LiuC, LiZ, RanQ, XieG, WangB, FangS, ChuJ, ZhangJ (2018) ZmbZIP4 contributes to stress resistance in maize by regulating ABA synthesis and root development. Plant Physiol178: 753–7703012687010.1104/pp.18.00436PMC6181033

[kiac340-B27] Manimaran P , Venkata ReddyS, MoinM, Raghurami ReddyM, YugandharP, MohanrajSS, BalachandranSM, KirtiPB (2017) Activation-tagging in indica rice identifies a novel transcription factor subunit, NF-YC13 associated with salt tolerance. Sci Rep7: 93412883925610.1038/s41598-017-10022-9PMC5570948

[kiac340-B28] Mei X , LiuC, YuT, LiuX, XuD, WangJ, WangG, CaiY (2015) Identification and characterization of paternal-preferentially expressed gene NF-YC8 in maize endosperm. Mol Genet Genomics290: 1819–18312585123710.1007/s00438-015-1043-5

[kiac340-B29] Nelson DE , RepettiPP, AdamsTR, CreelmanRA, WuJ, WarnerDC, AnstromDC, BensenRJ, CastiglioniPP, DonnarummoMG, et al (2007) Plant nuclear factor Y (NF-Y) B subunits confer drought tolerance and lead to improved corn yields on water-limited acres. Proc Natl Acad Sci USA104: 16450–164551792367110.1073/pnas.0707193104PMC2034233

[kiac340-B30] Ni Z , HuZ, JiangQ, ZhangH (2013) GmNFYA3, a target gene of miR169, is a positive regulator of plant tolerance to drought stress. Plant Mol Biol82: 113–1292348329010.1007/s11103-013-0040-5

[kiac340-B31] Petroni K , KumimotoRW, GnesuttaN, CalvenzaniV, FornariM, TonelliC, HoltBF, MantovaniR (2013) The promiscuous life of plant NUCLEAR FACTOR Y transcription factors. Plant Cell24: 4777–479210.1105/tpc.112.105734PMC355695723275578

[kiac340-B32] Qu B , HeX, WangJ, ZhaoY, TengW, ShaoA, ZhaoX, MaW, WangJ, LiB, et al (2015) A wheat CCAAT box-binding transcription factor increases the grain yield of wheat with less fertilizer input. Plant Physiol167: 411–4232548902110.1104/pp.114.246959PMC4326744

[kiac340-B33] Romier C , CocchiarellaF, MantovaniR, MorasD (2003) The NF-YB/NF-YC structure gives insight into DNA binding and transcription regulation by CCAAT factor NF-Y. J Biol Chem278: 1336–13451240178810.1074/jbc.M209635200

[kiac340-B34] Ryu H , KimK, ChoH, HwangI (2010) Predominant actions of cytosolic BSU1 and nuclear BIN2 regulate subcellular localization of bes1 in brassinosteroid signaling. Mol Cells29: 291–2962038703510.1007/s10059-010-0034-y

[kiac340-B35] Sato H , MizoiJ, TanakaH, MaruyamaK, QinF, OsakabeY, MorimotoK, OhoriT, KusakabeK, NagataM, et al (2014) Arabidopsis DPB3-1, A DREB2A interactor, specifically enhances heat stress-induced gene expression by forming a heat stress-specific transcriptional complex with NF-Y subunits. Plant Cell26: 4954–49732549091910.1105/tpc.114.132928PMC4311209

[kiac340-B36] Sekhon RS , LinH, ChildsKL, HanseyCN, Robin BuellC, De LeonN, KaepplerSM (2011) Genome-wide atlas of transcription during maize development. Plant J66: 553–5632129965910.1111/j.1365-313X.2011.04527.x

[kiac340-B37] Siefers N , DangKK, KumimotoRW, BynumIV WE, TayroseG, HoltBF (2009) Tissue-specific expression patterns of Arabidopsis NF-Y transcription factors suggest potential for extensive combinatorial complexity. Plant Physiol149: 625–6411901998210.1104/pp.108.130591PMC2633833

[kiac340-B38] Sinha S , MaitySN, LuJ, De CrombruggheB (1995) Recombinant rat CBF-C, the third subunit of CBF/NFY, allows formation of a protein-DNA complex with CBF-A and CBF-B and with yeast HAP2 and HAP3. Proc Natl Acad Sci USA92: 1624–1628787802910.1073/pnas.92.5.1624PMC42572

[kiac340-B39] Sorin C , DeclerckM, ChristA, BleinT, MaL, Lelandais-BrièreC, NjoMF, BeeckmanT, CrespiM, HartmannC (2014) A miR169 isoform regulates specific NF-YA targets and root architecture in Arabidopsis. New Phytol202: 1197–12112453394710.1111/nph.12735

[kiac340-B40] Soyano T , KouchiH, HirotaA, HayashiM (2013) NODULE INCEPTION directly targets NF-Y subunit genes to regulate essential processes of root nodule development in lotus japonicus. PLoS Genet9: e10033522355527810.1371/journal.pgen.1003352PMC3605141

[kiac340-B41] Stelpflug SC , SekhonRS, VaillancourtB, HirschCN, BuellCR, LeonN, KaepplerSM (2016) An expanded maize gene expression atlas based on RNA sequencing and its use to explore root development. Plant Genome10.3835/plantgenome2015.04.002527898762

[kiac340-B42] Su H , CaoY, KuL, YaoW, CaoY, RenZ, DouD, WangH, RenZ, LiuH, et al (2018) Dual functions of ZmNF-YA3 in photoperiod-dependent flowering and abiotic stress responses in maize. J Exp Bot69: 5177–51893013739310.1093/jxb/ery299

[kiac340-B43] Su H , ChenZ, DongY, KuL, Abou-ElwafaSF, RenZ, CaoY, DouD, LiuZ, LiuH, et al (2021) Identification of ZmNF-YC2 and its regulatory network for maize flowering time. J Exp Bot72: 7792–78073433875310.1093/jxb/erab364

[kiac340-B44] Tamura K , PetersonD, PetersonN, StecherG, NeiM, KumarS (2011) MEGA5: molecular evolutionary genetics analysis using maximum likelihood, evolutionary distance, and maximum parsimony methods. Mol Biol Evol28: 2731–27392154635310.1093/molbev/msr121PMC3203626

[kiac340-B45] Wang B , LiZ, RanQ, LiP, PengZ, ZhangJ (2018) ZmNF-YB16 overexpression improves drought resistance and yield by enhancing photosynthesis and the antioxidant capacity of maize plants. Front Plant Sci9: 7092989620810.3389/fpls.2018.00709PMC5986874

[kiac340-B46] Wang B , LiuC, ZhangD, HeC, ZhangJ, LiZ (2019) Effects of maize organ-specific drought stress response on yields from transcriptome analysis. BMC Plant Biol19: 1–193137080510.1186/s12870-019-1941-5PMC6676540

[kiac340-B47] Winter D , VinegarB, NahalH, AmmarR, WilsonGV, ProvartNJ (2007) An “electronic fluorescent pictograph” Browser for exploring and analyzing large-scale biological data sets. PLoS One2: e7181768456410.1371/journal.pone.0000718PMC1934936

[kiac340-B48] Xing Y , FilesJD, GuarenteL (1993) Mutations in yeast HAP2/HAP3 define a hybrid CCAAT box binding domain. EMBO J12: 4647–4655822347410.1002/j.1460-2075.1993.tb06153.xPMC413902

[kiac340-B49] Yoo SD , ChoYH, SheenJ (2007) Arabidopsis mesophyll protoplasts: A versatile cell system for transient gene expression analysis. Nat Protoc2: 1565–15721758529810.1038/nprot.2007.199

[kiac340-B50] Zemzoumi K , FrontiniM, BelloriniM, MantovaniR (1999) NF-Y histone fold α1 helices help impart CCAAT specificity. J Mol Biol286: 327–337997355410.1006/jmbi.1998.2496

[kiac340-B51] Zhang J-J , XueH-W (2013) OsLEC1/OsHAP3E participates in the determination of meristem identity in both vegetative and reproductive developments of rice. J Integr Plant Biol55: 232–2492323084910.1111/jipb.12025

[kiac340-B52] Zhang Z , LiX, ZhangC, ZouH, WuZ (2016) Isolation, structural analysis, and expression characteristics of the maize nuclear factor Y gene families. Biochem Biophys Res Commun478: 752–7582749802710.1016/j.bbrc.2016.08.020

[kiac340-B53] Zhiguo E , LiT, ZhangH, LiuZ, DengH, SharmaS, WeiX, WangL, NiuB, ChenC (2018) A group of nuclear factor y transcription factors are sub-functionalized during endosperm development in monocots. J Exp Bot69: 2495–25102951425910.1093/jxb/ery087PMC5920288

# Supplementary material for: Transcription factors ZmNF-YA1 and ZmNF-YB16 regulate plant growth and drought tolerance in maize
**Source:** Plant Physiol. 2022 Jul 21;190(2):1506–25. doi: 10.1093/plphys/kiac340
**Supplement:** kiac340_Supplementary_Data

**Supplemental Figures S1-12 and supplemental material and methods**

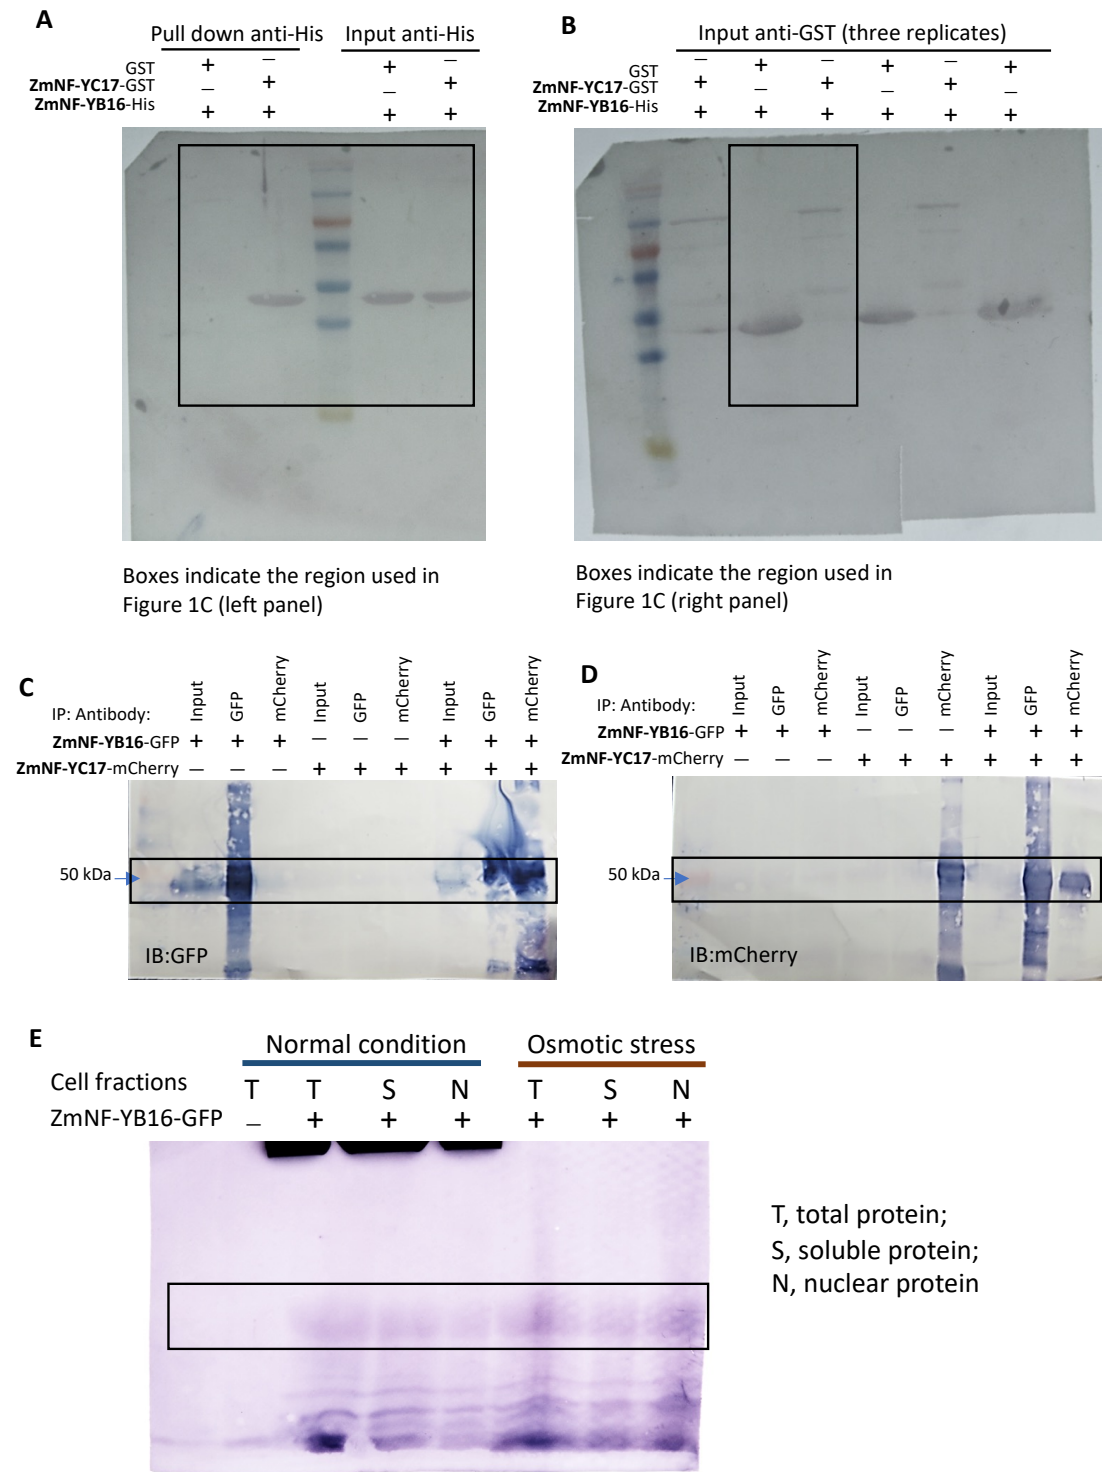

**Supplemental Figure S1 The original images of pull-down, Co-IP and western-blot analyses used in this paper**

The original images of pull-down in **Fig. 1C** (A and B), Co-IP in **Fig. 1E** (C and D) and western-blot in **Fig. 2E** (E) used in this paper. Boxes in each panel indicate the regions used for the corresponding figures.

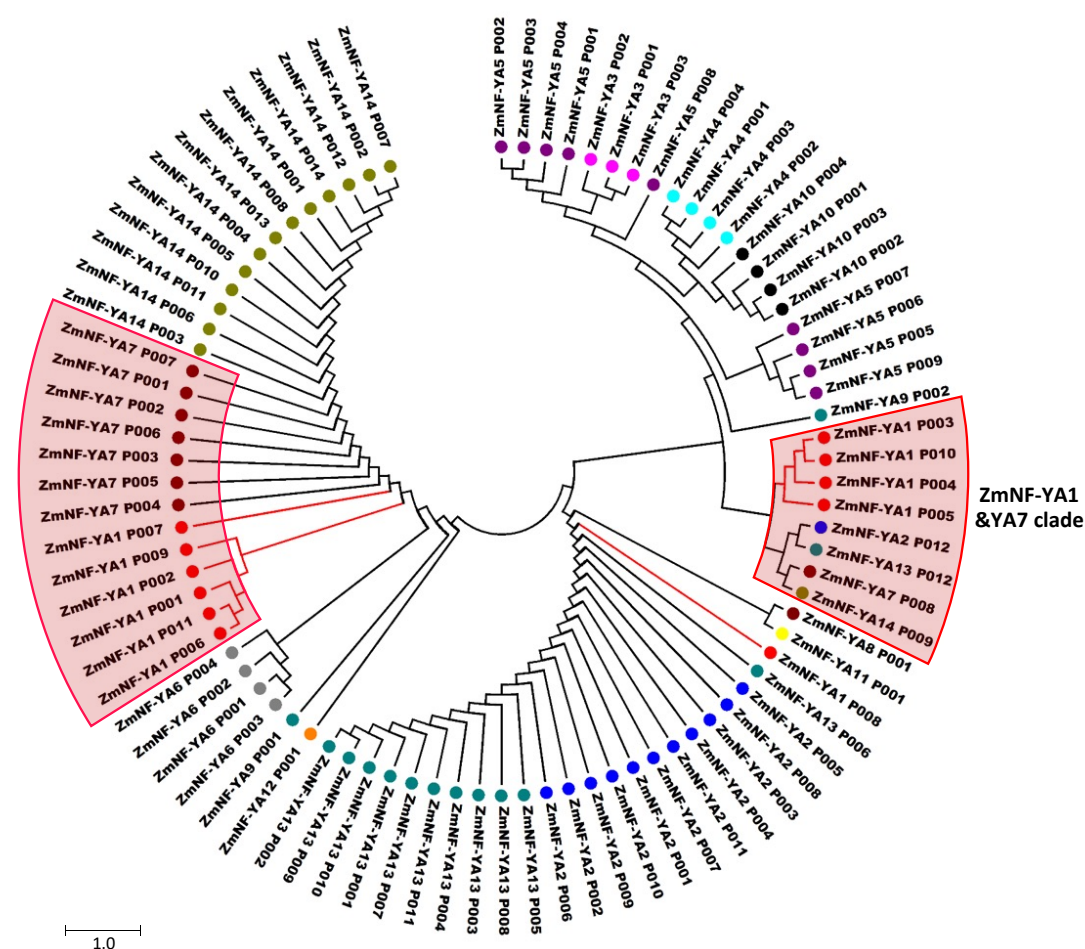

## Supplemental Figure S2 Phylogenetic analysis of NF-YA family members of maize

All the transcripts were obtained from MaizeGDB database.

ZmNF-YA1, GRMZM2G000686; ZmNF-YA2, GRMZM2G361842;  
 ZmNF-YA3, GRMZM5G853836; ZmNF-YA4, GRMZM5G829103;  
 ZmNF-YA5, GRMZM5G865626; ZmNF-YA6, GRMZM2G091964;  
 ZmNF-YA7, GRMZM2G040349; ZmNF-YA8, GRMZM2G096016;  
 ZmNF-YA9, GRMZM2G104396; ZmNF-YA10, GRMZM2G165488;  
 ZmNF-YA11, GRMZM2G582893; ZmNF-YA12, GRMZM5G857944;  
 ZmNF-YA13, GRMZM2G038303; ZmNF-YA14, GRMZM2G126957.

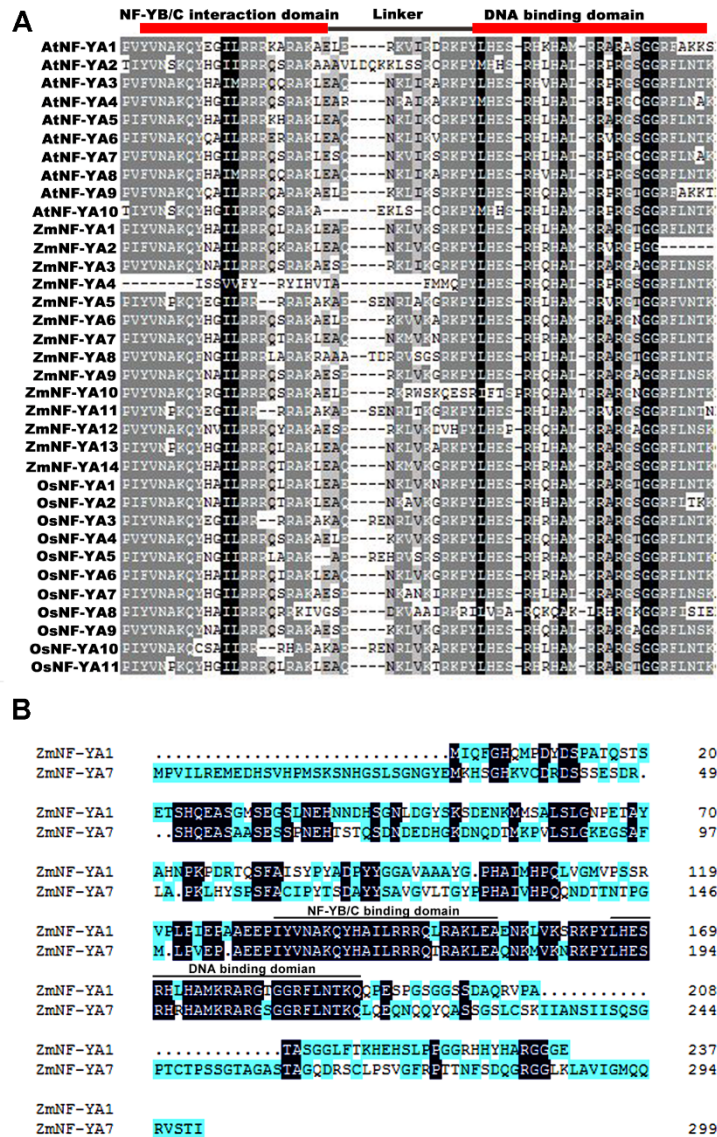

**Supplemental Figure S3 Multiple sequence alignment of NF-Y family members from maize and rice**

(A) Alignment of amino acid sequences of NF-YA family members and predicated conserved domains in NF-YA structure. The consensus “NF-YB/C interaction domain” and “DNA binding domain” are boxed in red. Conserved amino acid residues are colored in black or gray according to the degree of conservation. (B) Sequence alignment of ZmNF-YA1 and ZmNF-YA7.

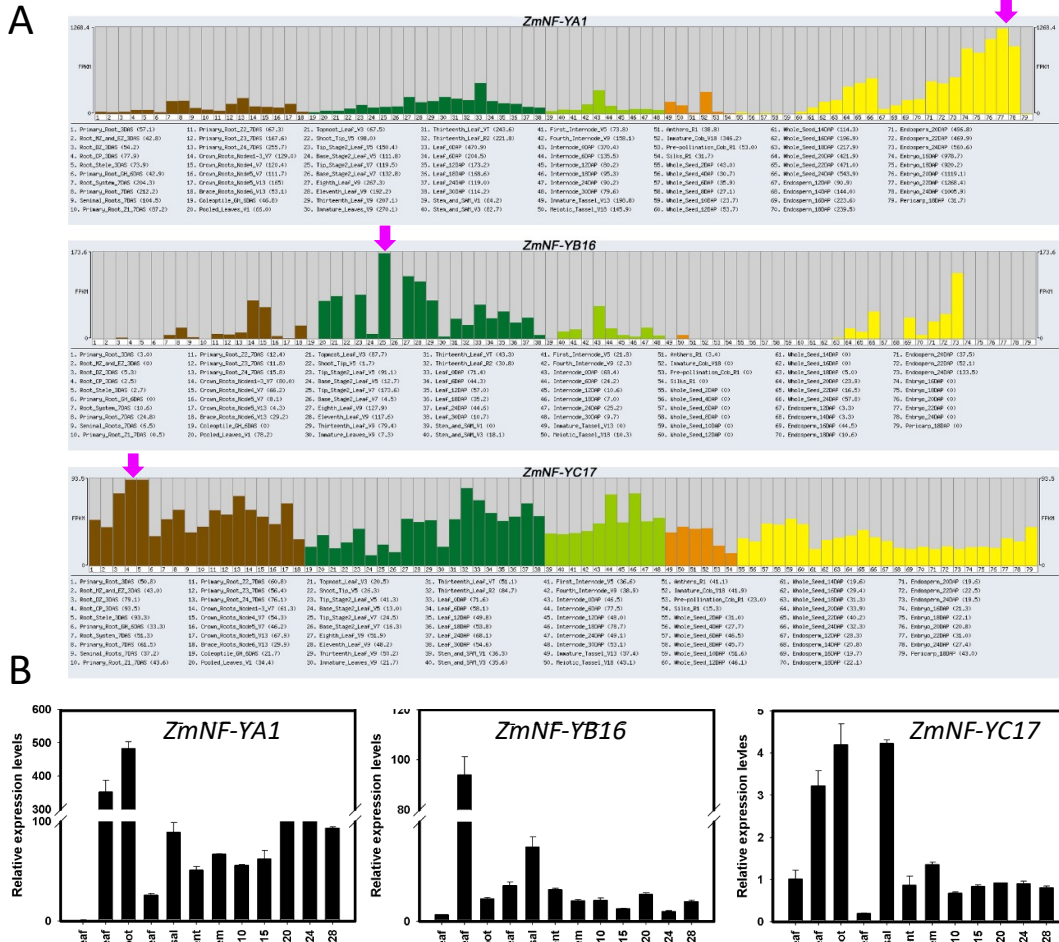

**Supplemental Figure S4 Organ expression patterns of the genes related to the heterotrimer**

(A) Expression of the *ZmNF-YA1*, *ZmNF-YB16* and *ZmNF-YC17* in 79 distinct replicated samples from maize inbred line B73. Expression data were downloaded from MaizeGDB database (<https://www.maizegdb.org>) according to the published works (Winter et al., 2007; Sekhon et al., 2011; Stelpflug et al., 2016). (B) Real-Time quantitative Reverse Transcription (qPCR) analysis of *ZmNF-YA1*, *ZmNF-YB16* and *ZmNF-YC17* in different tissues and development stages. Relative gene expression levels were calculated with the  $2^{-\Delta\Delta C_t}$  method using maize Actin1 as an internal control. The value of expression level in V2 leaf was considered as 1-fold. Error bars represent SD of three independent experiments.

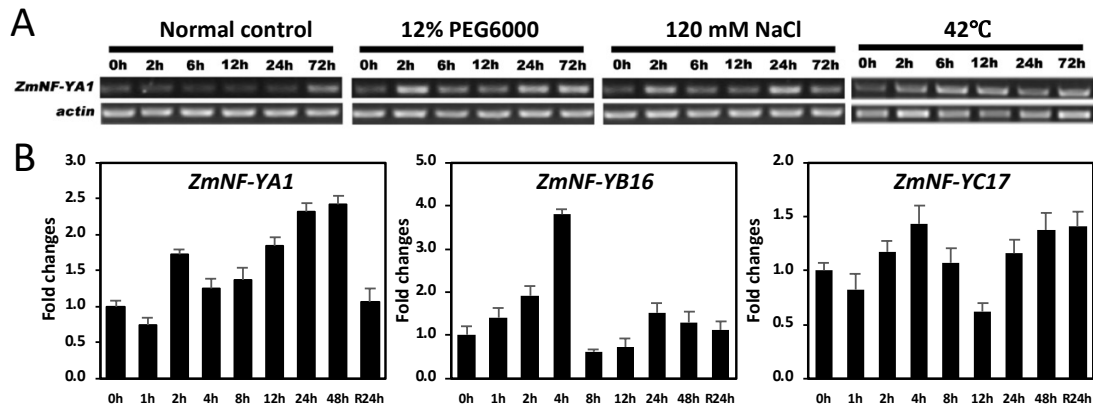

**Supplemental Figure S5 Expression profiles of the NF-Y complex members under different abiotic stresses**

(A) Semi-quantitative RT-PCR analysis of ZmNF-YA1 in response to osmotic stress (12% PEG6000), 120 mM NaCl and 42 °C heat stress and normal conditions. (B) qRT-PCR analysis of ZmNF-YA1, ZmNF-YB16 and ZmNF-YC17 under 12% PEG6000 treatment. Maize seedlings at 3-leaf stage were used for gene expression analysis under different stress treatment and recover for 24 h (R24h). Leaves were collected after stress treatment as indicated. Relative gene expression levels were calculated with the  $2^{-\Delta\Delta C_t}$  method using maize Actin1 as an internal control. The value of expression level before stress treatment (0) was considered as 1-fold. Error bars represent SD of three independent experiments.

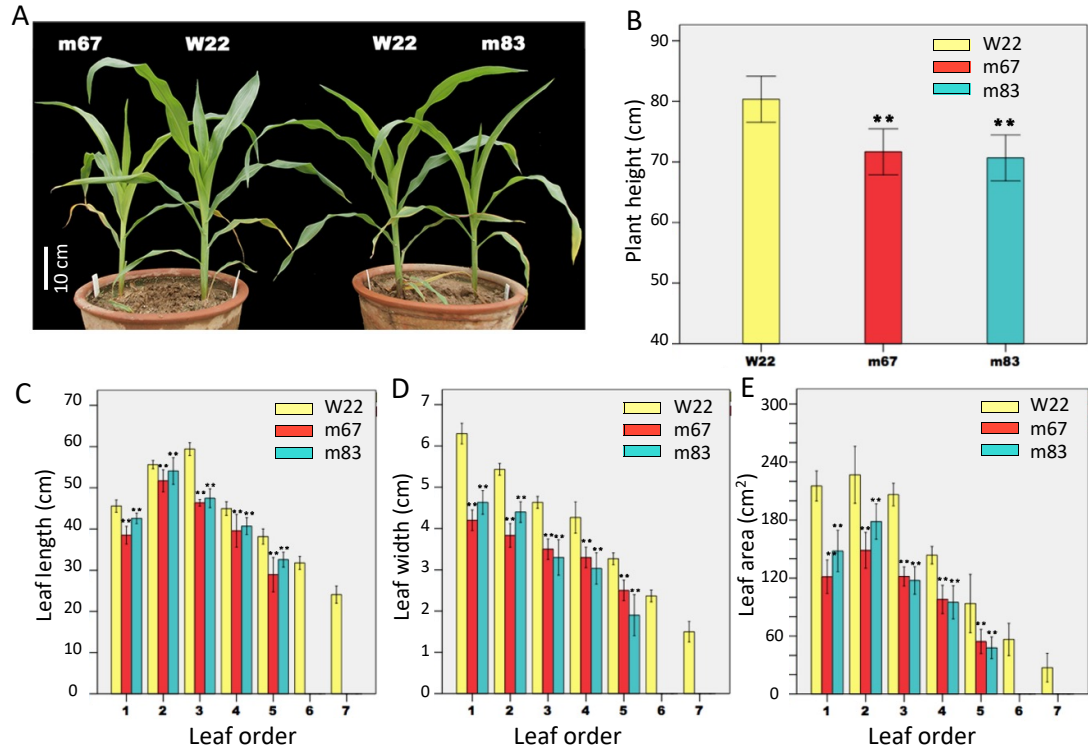

**Supplemental Figure S6 *ZmNF-YA1* regulates plant growth in maize.**

(A) Phenotypes of W22 and *zmnf-ya1* mutant plants grown under normal conditions. (B)-(E) Plant height, leaf length, leaf width and leaf area of W22 and *zmnf-ya1* mutant plants grown under normal conditions. Values are means  $\pm$  SD (n=5). Statistically differences are indicated by \*\* ( $P < 0.01$ ) used Student's *t*-test. m67 (uniformMU number: UFMu-06468) and m83 (uniformMU number: UFMu-02216) were the two Mu insertion lines of *ZmNF-YA1*.

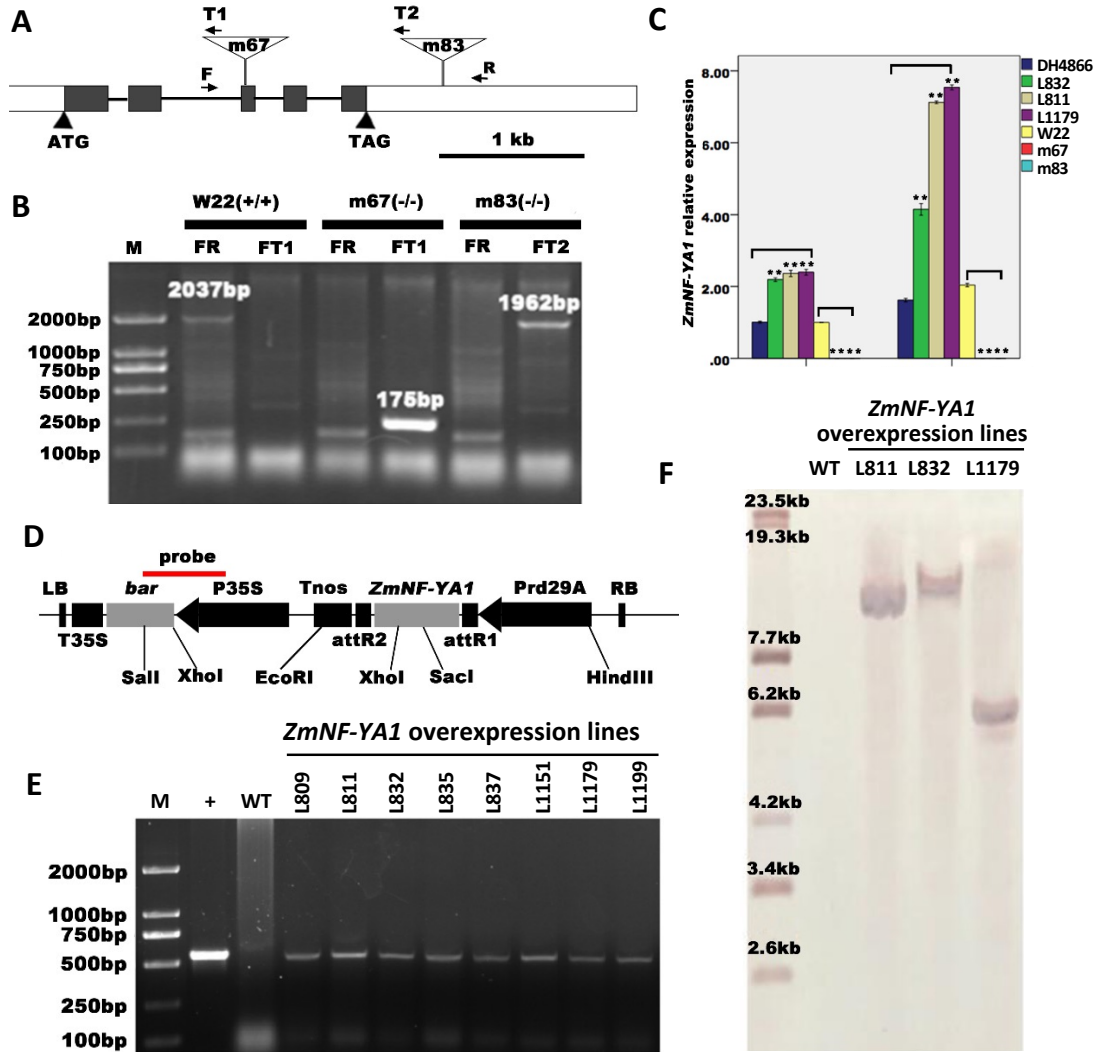

**Supplemental Figure S7 Molecular characterization of *zmnf-ya1* mutants and *ZmNF-YA1* overexpression transgenic plants**

(A) The *ZmNF-YA1* gene structure and the Mu insertion sites in two alleles named as m67 (uniformMU number: UFMu-06468) and m83 (uniformMU number: UFMu-02216). Exons are designated as boxes and intron as solid lines. The translation regions are marked with filled boxes. PCR primer anchor sites are indicated as arrows. (B) PCR analysis of *zmnf-ya1* mutants. F and R are primers specific to *ZmNF-YA1*. T1 and T2 primers are specific to m67 and m83. +/- and -/- designated WT (W22) and homozygote for the *zmnf-ya1* mutants, respectively. (C) *ZmNF-YA1* expression levels in the leaves of *ZmNF-YA1* OE, *zmnf-ya1* and their correspondent wild-type DH4866 and W22 plants without (left) or with 12% PEG6000 treated for 12 h (right). The value of *ZmNF-YA1* expression level in WT was considered as 1-fold. Error bars represent SD of three independent experiments and asterisks indicate a significant difference (\*\*  $P < 0.01$ ) compare with the corresponding WT plants. (D) The T-DNA region of the transformed construct pB7WG2.0-Prd29A::*ZmNF-YA1*-P35S::bar. The vector includes a *ZmNF-YA1* gene driven by Prd29A, an abiotic stress-responsive promoter from

Arabidopsis, and a *bar* gene driven by P35S, a promoter of CaMV35S from cauliflower mosaic virus. The specific probe for southern blotting analysis is boxed in red. **(E)** PCR analysis of the *ZmNF-YA1* overexpressing T3 transgenic maize for the *bar* gene. M, DNA marker DL2000; +, the positive control using the plasmid pB7WG2.0-Prd29A::*ZmNF-YA1*-P35S::*bar* as a template; WT, untransformed control DH4866; L809, L811, L832, L835, L837, L1151, L1179 and L1199, different *ZmNF-YA1* transgenic T3 lines. **(F)** Southern blotting analysis of the *ZmNF-YA1* transgenic T3 plants. The genomic DNA was digested with *Eco*R I. A DIG-labelled fragment spanning P35S and *bar* was used as specific probe. M,  $\lambda$ -DNA/*Eco*T14 molecular weight marker; WT, wild-type DH4866; L811, L832 and L1179, T3 transgenic plants overexpressing *ZmNF-YA1*.

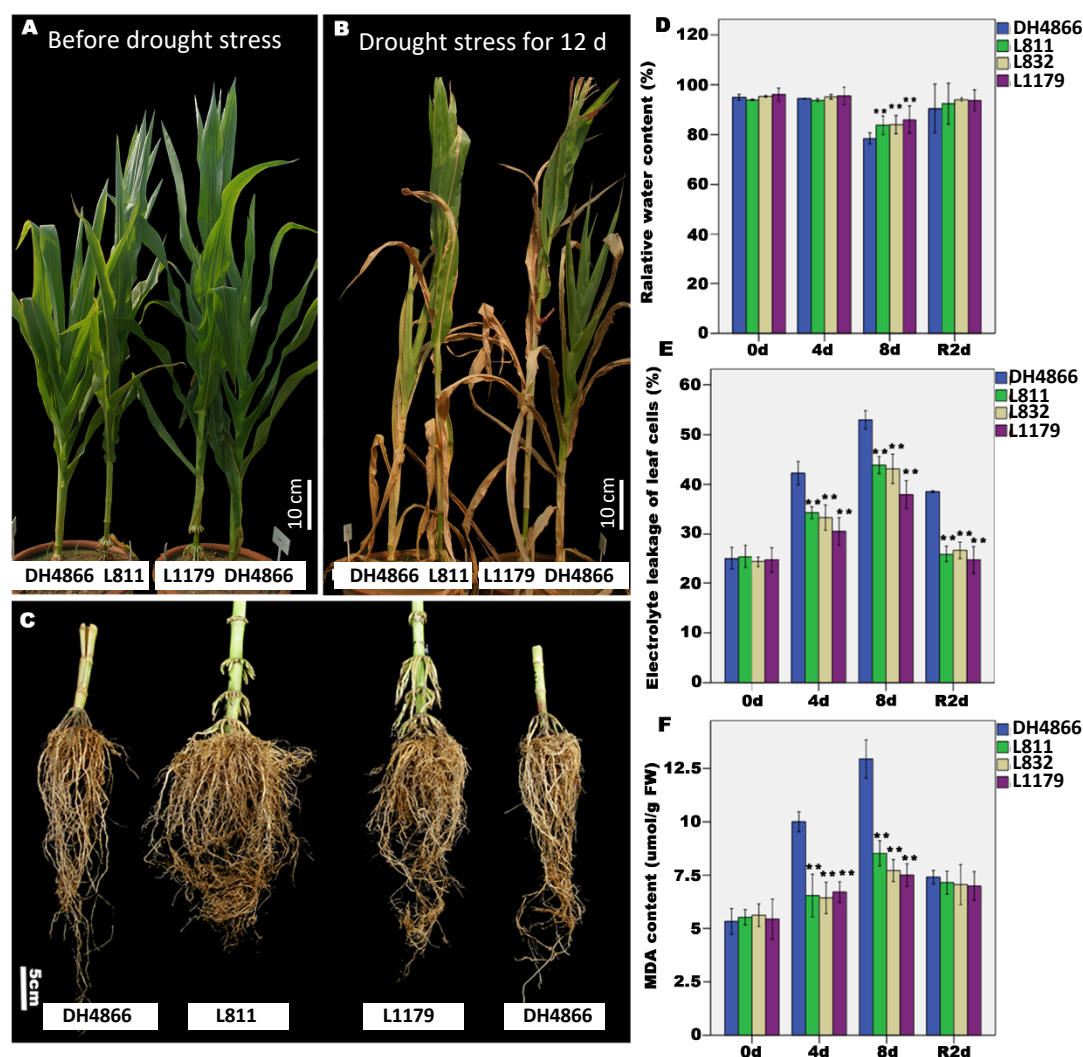

**Supplemental Figure S8 Overexpression of *ZmNF-YA1* confers the drought tolerance of maize plants in the fields**

(A) and (B) Representative phenotypes of DH4866 and *ZmNF-YA1* OE plants grown in pots at pre-flowering stage before and after 12 days (d) of drought stress. The images of panel A were digitally extracted for comparison. (C) Root systems of DH4866 and *ZmNF-YA1* OE plants after 12 d of drought stress. (D)-(F) Relative water content, electrolyte leakage and malondialdehyde (MDA) content of leaves from plants with different duration of water-withholding. L811, L832 and L1179 were the *ZmNF-YA1* overexpression lines. Maize inbred line DH4866 was the wild type. Values are means of three biological replicates  $\pm$  SD. Statistically significant differences determined by Student's *t*-test: \*\*,  $P < 0.01$ .

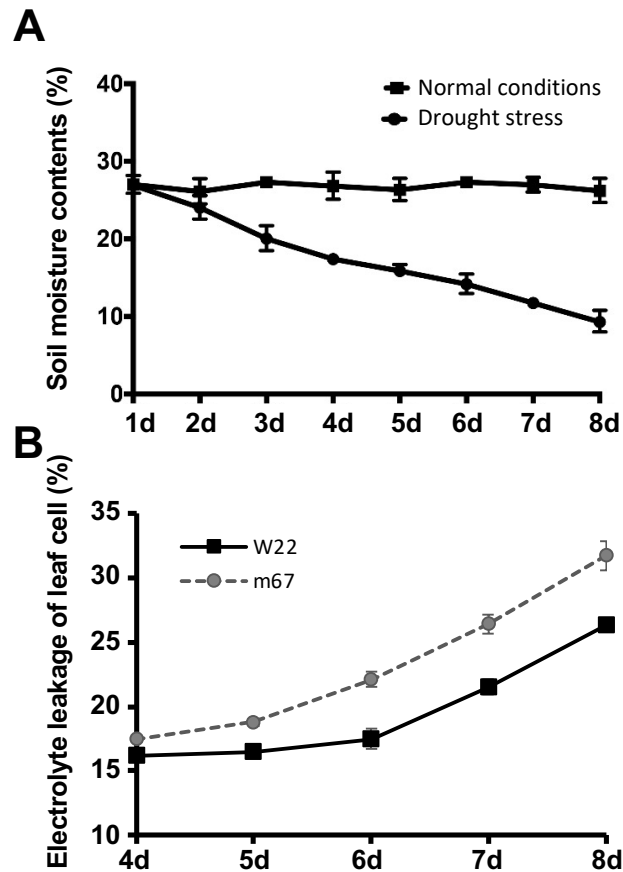

### Supplemental Figure S9 Measurement of physiological index of samples for RNA-sequencing

(A) Soil moisture contents were determined since the 1st day of water withholding. The two conditions were the normal conditions and drought stress respectively. (B) The electrolyte leakage of leaf cell from plants subjected to drought stress from the 4 days (d) to 8 d. Values are means of three biological replicates  $\pm$  SD (n=15). Statistically significant differences determined by Student's t-test: \*\*,  $P < 0.01$ . m67: *zmnf-yal* mutant line. W22 were the wild type control.

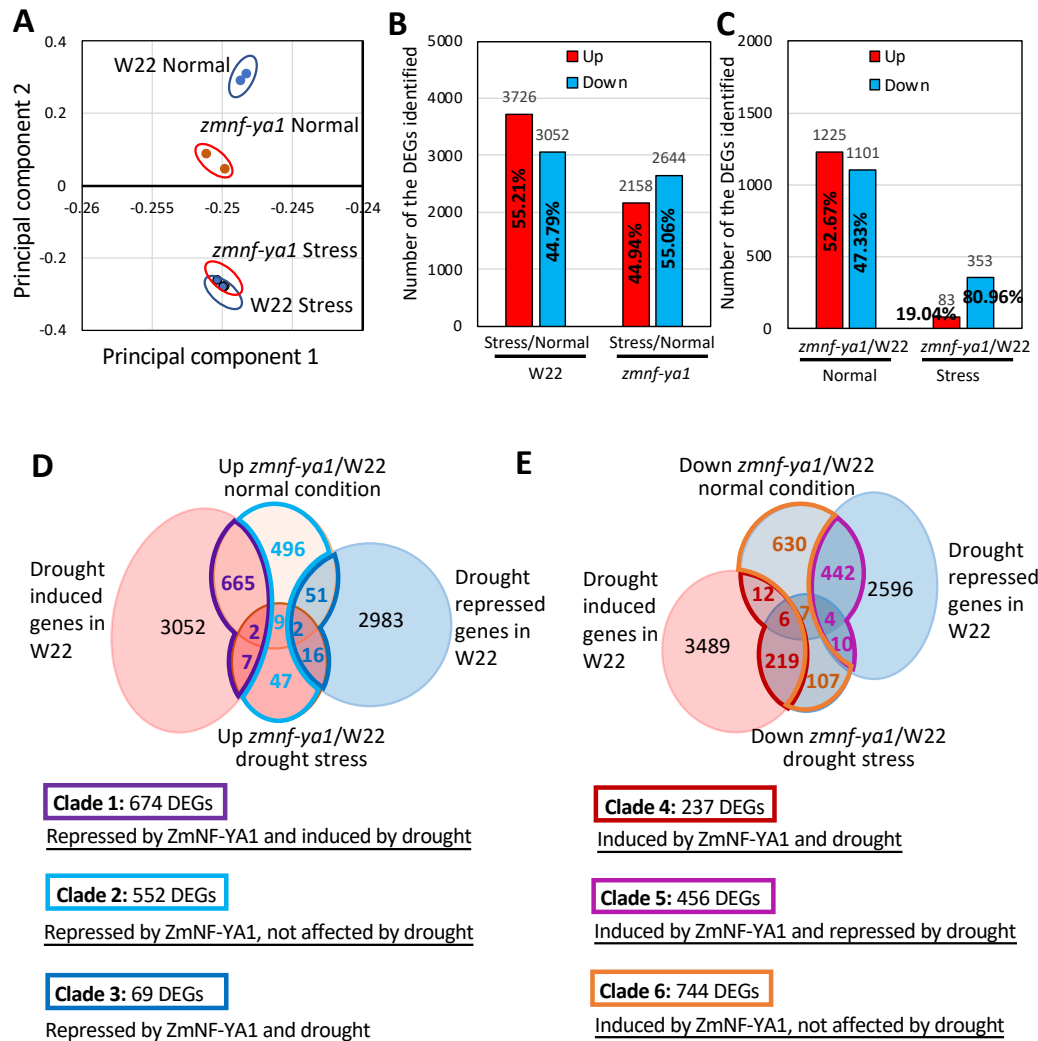

### Supplemental Figure S10 Overview of the RNAseq analysis and the six different clades DEGs regulated by ZmNF-YA1

(A) Principal component analysis (PCA) of data from the RNAseq analysis. (B) and (C) Differentially expressed genes (DEGs) in the comparison between different lines and treatment. Normal in the plot indicates normal control and stress indicates drought stress treatment used. P value (adjusted p-value) < 0.05 and absolute log2 ratio > 1 were used as cutoffs for significant differential expression. (D) and (E) Venn diagram of the DEGs in different genotypes under normal and drought stress. Based on their expression patterns, the DEGs affected by the interaction of ZmNF-YA1 and drought stress and the ZmNF-YA1 alone can be grouped into six different clades. The upregulated DEGs in the *zmnf-ya1* mutant (ie, repressed by ZmNF-YA1, panel (D)) were grouped into Clades 1-3 (674 DEGs, 552 DEGs and 69 DEGs) based on if how they response to drought stress (D) The upregulated DEGs in the *zmnf-ya1* mutant (ie, induced by ZmNF-YA1, panel (E)) were grouped into Clades 4-6 (237 DEGs, 456 DEGs and 744 DEGs) based on if how they response to drought stress (E) The colors in same clade were boxed with the same color as that in the vein diagram.

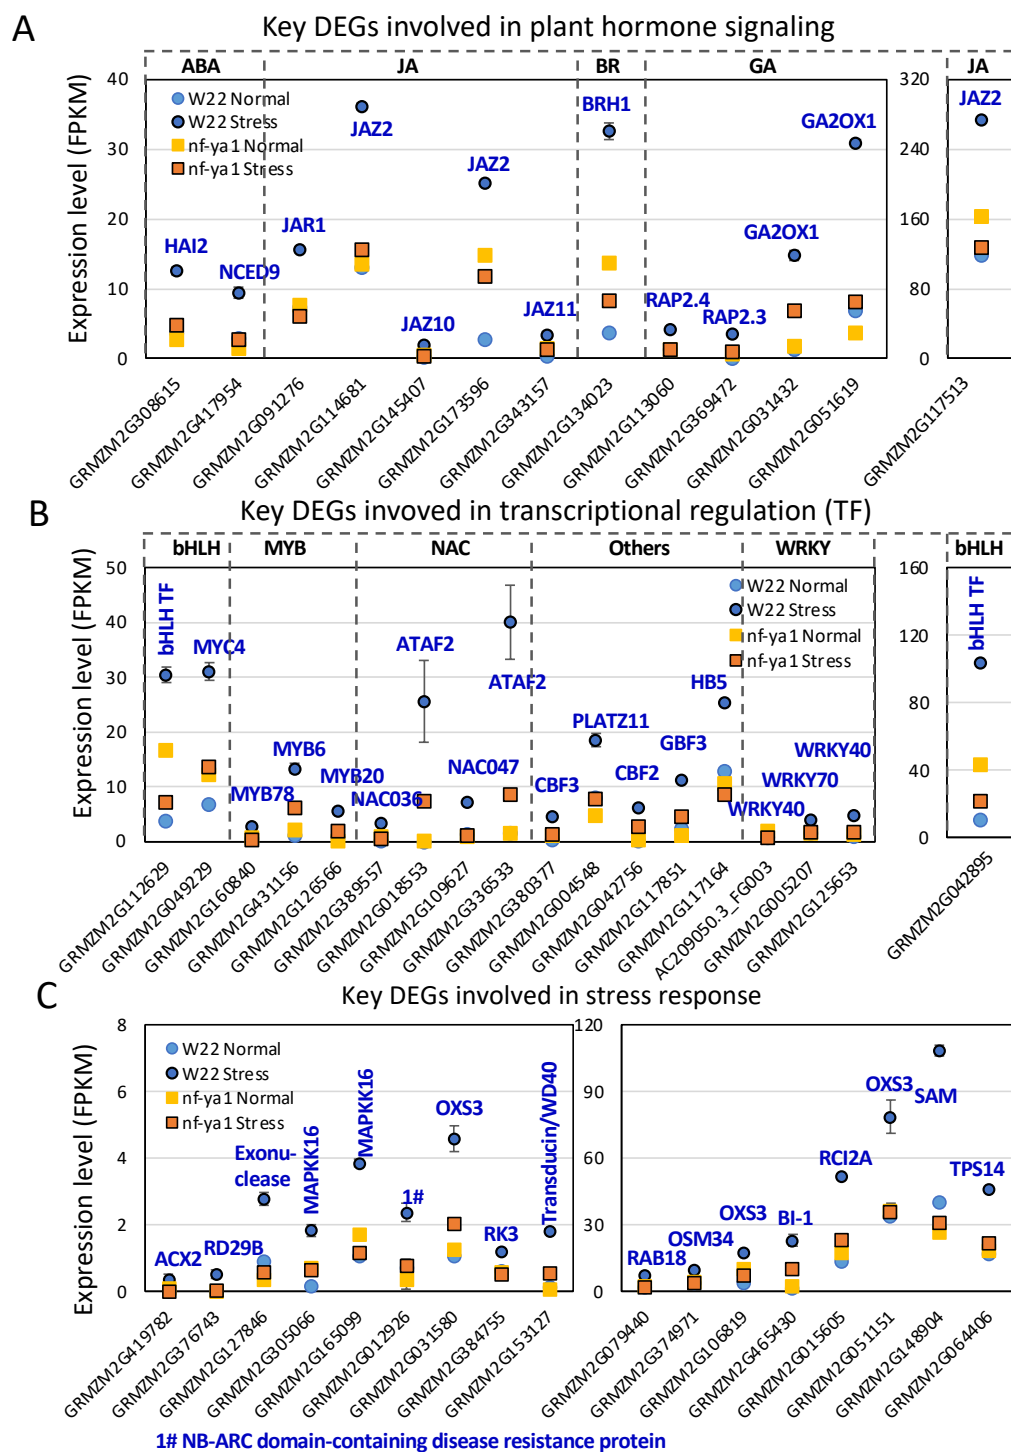

**Supplemental Figure S11 Expression of the key DEGs in the comparisons of the *zmnf-ya1* mutant versus W22**

Expression of the key DEGs involved in plant hormone signaling (A), transcriptional regulation (B) and stress response (C) in the *zmnf-ya1* (*nf-ya1*) mutant and W22 under normal control and drought stress conditions. Dot plots show the relative expression levels (Fragments Per Kilobase of transcript per Million mapped reads) of the key genes.

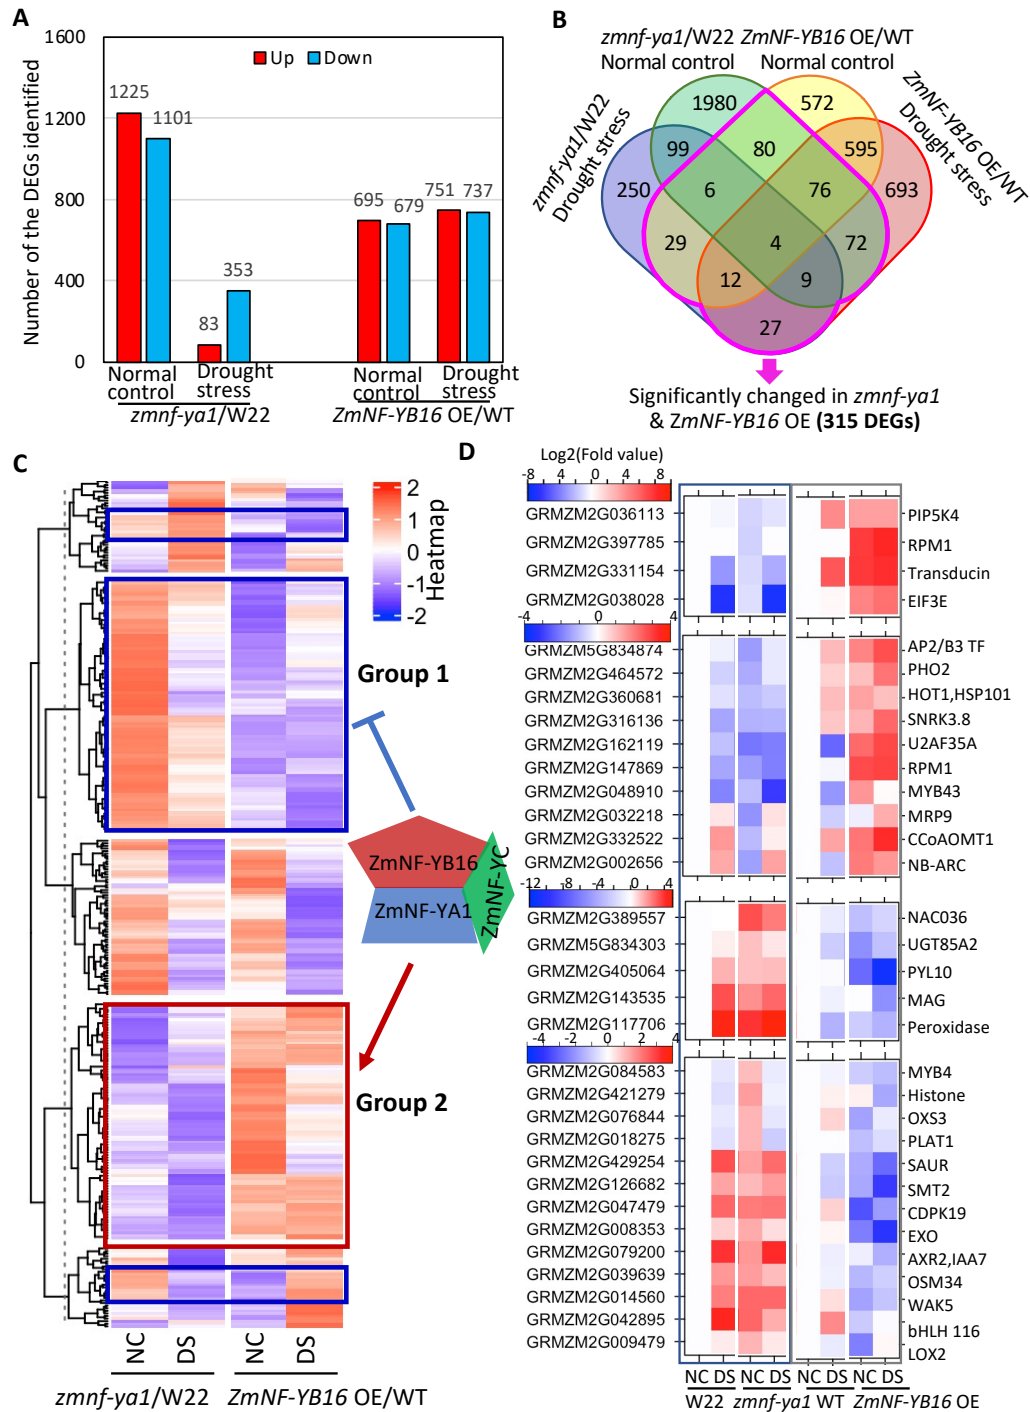

### Supplemental Figure S12 Comparative transcriptome analysis of *ZmNF-YA1* and *ZmNF-YB16*-regulated genes

(A) Numbers of genes with differential expression between the *zmnf-ya1* mutant and W22, the *ZmNF-YB16* overexpression lines (OE) and its wild type control B104 under normal and drought stress conditions. (B) Venn diagram of the DEGs in *ZmNF-YA1* and *ZmNF-YB16*-regulated genes. From the vein plot, 315 DEGs affected by *ZmNF-YA1* and *ZmNF-YB16* were identified. (C) K-mean cluster analysis of the 315 DEGs identified in panel (B). Based on their expression patterns, those DEGs can be grouped

into different groups. Group 1 (blue line boxed) and Group 2 (auburn line boxed) were the major types of the DEGs regulation by ZmNF-YA1 and ZmNF-YB16. The expression levels of Group 1 DEGs were higher in the *zmnf-ya1* mutant than W22 and lower in the *ZmNF-YB16* OE compared with B104, while opposite trends for Group 2 DEGs. NC, normal control and DS, drought stress. (D) Heatmap of the representative DEGs in Group 1 and Group 2 DEGs in the *zmnf-ya1* mutant and W22, the *ZmNF-YB16* OE and its B104 under normal and drought stress conditions. Log2 fold value were used to generate the heatmap, and all of them compared with the value in wild type. NC, normal control and DS, drought stress.

## Supplemental materials and methods

### Identification of *zmnf-ya1* mutants

Two *zmnf-ya1* mutants were isolated from the UniformMu population in the W22 background (McCarty et al., 2005). PCR was used to identify the mutants using the Mu-TIR primer and *ZmNF-YA1* specific primer (**Table S8**). T3 (self-pollinated for 3 generations) mutants were used for this study.

### Transformation of maize and production of transgenic plant lines

Elite maize inbred line DH4866 shoot tips were transformed with *Agrobacterium tumefaciens* strain LBA4404 (Li et al., 2008) containing a mini-Ti pB7WG2.0-Prd29A::*ZmNF-YA1*-P35S::*bar*. The T-DNA region contains the coding sequence of the *ZmNF-YA1* gene driven by an *Atrd29A* promotor from Arabidopsis (Yamaguchi-Shinozaki and Shinozaki, 1994) and a phosphinothricin acetyltransferase gene (*bar*) that confers resistance to the herbicide glufosinate ammonium (De Block et al., 1987). The transformed plantlets were screened at the 3-leaf stage by spraying them with Liberty® 280 SL herbicide [containing 24.5% (v/v) glufosinate-ammonium, Willowood, USA] at a 0.25% (v/v) final concentration, and the surviving seedlings were chosen for PCR analysis. The herbicide-resistant and PCR-positive seedlings were transplanted in the field and self-pollinated to produce the next generation. The transgenic plants were screened with herbicide and verified by PCR for generations.

### PCR assay and southern blot analysis

Genomic DNA was extracted from young maize leaves according to the cetyltrimethylammonium bromide (CTAB) method. The leaves were sampled from the

PCR-positive *ZmNF-YA1* overexpression T3 plants and WT DH4866. The DNA was digested with *EcoR* I for southern blotting with a digoxigenin (DIG)-labeled specific probe according to the DIG system manual (1636090, Roche, Shanghai, China). The probe was a fragment of pB7WG2.0-Prd29A::*ZmNF-YA1*-P35S::*bar* spanning P35S and the *bar* gene.

### **RNA extraction and RT-qPCR**

Total RNA was extracted from plant samples using TRIzol reagent (Sangon Biotech, Shanghai, China) and cDNA synthesis with the RT reagent kit was performed according to the manufacturer's protocol (DRR420, TaKaRa, Dalian, China). Expression patterns were detected by RT-qPCR. RT-qPCR was conducted with the SYBR® RT-PCR Kit (RR037Q, TaKaRa, Dalian, China) using 25 µl reactions for each sample and amplified through 40 cycles on a LightCycler 480 (Roche, Basel, Switzerland). *ZmActin* was chosen as an internal control. The primers used for RT-qPCR are listed in Table S8. The relative gene expression levels were calculated by the  $2^{-\Delta\Delta C_t}$  method (Livak and Schmittgen, 2001). Each experiment was repeated 3 times, and three biological replicates was used.

### **Stress treatment of maize plants**

The seeds of different lines were surface sterilized with 70% (v/v) ethanol and 0.1% (v/v) HgCl<sub>2</sub> solution and washed with sterilized water. The sterilized seeds were germinated on moist filter paper at 28°C for 3 days (d) and then transferred into hydroponic culture boxes containing 30 L of nutrient solution (Li et al., 2011). The nutrient solution was replaced every 3 d to maintain a pH of 6.0±0.1. The seedlings were grown at 32/25°C with a 14-h-light/10-h-dark cycle in a greenhouse. Uniform seedlings at the V3 stage (11 d old) were used for stress treatments with or without 12% (v/v) PEG<sub>6000</sub>, 120 mM NaCl or 15 mM LiCl in nutrient solution. After 10 days of dehydration stress, salt stress or ion toxic treatments, the plants were harvested to measure the biomasses and morphological parameters. Three independent replicates were assessed, and 10-15 individual plants in each replicate.

The drought stress treatment during the pre-flowering stage was performed by pot cultivation under a rainproof shelter in Jinan, China. Three independent *ZmNF-YA1* T3 transgenic lines and non-transgenic DH4866 were sown in pots (diameter: 35 cm; height: 30 cm) with equal amounts of soil in May. At the V3 stage, the plants were

thinned to one seedling per pot. At the V12 stage, the plants were divided into two groups for drought stress treatment by controlling the watering to maintain the soil moisture content at approximately 10%. One group was subjected to continuous drought stress treatment for 12 d for phenotype analysis; the other group was treated for 8 d and then exposed to rehydration treatment by sufficient irrigation. The samples were collected from ear leaf, and then the physiological parameters were measured, including the relative water content (RWC), electrolyte leakage and malondialdehyde (MDA) concentration, at 0, 4 and 8 d during drought stress treatment and at 2 d of rehydration treatment. Measurement of RWC, electrolyte leakage, MDA content and total soluble sugar was performed same as that Quan et al (Quan et al., 2004) and Li et al (Li et al., 2008). The anthrone method was used to estimate the carbohydrates in different samples (Yemm and Willis, 1954).

### **RNA-sequencing and differential gene expression analysis**

Wild-type (W22) and *zmnf-ya1* (m67) were grown in pots in a greenhouse. Maize plants were grown under well-watered conditions until the V4 stage, and then half of them were exposed to drought stress treatment. Water loss in the soil was determined using a soil moisture content analyzer (TOP instrument, Zhejiang, China). Electrolyte leakage from leaf cells was used to assess the degree of drought stress in plants. The time of sampling was determined by monitoring the soil moisture content and leaf cell electrolyte leakage. The samples were named WC (W22-Control), WS (W22-stress), MC (*zmnf-ya1*-control) and MS (*zmnf-ya1*-stress), and the top three leaves were collected and immediately frozen in liquid nitrogen. Leaves from 3-4 plants were pooled for each sample, and two replicates were used in the study.

For comparing the ZmNF-YB16 OE line vs B104, data and treatment are from our previously published papers (Wang et al., 2018; Wang et al., 2019). Drought stress treatment of plants was performed in the maize growing season as described in our previous report (Wang et al., 2019). The trial plots (4 rows/plot, 10 plants/row, 66, 700 plants/ha) were arranged in a randomized complete block design with four replications. A 30 cm impermeable zone between plots (30-cm-deep embedded plastic sheeting) was set up. All the plants were grown under natural conditions (200–1600 mmolm<sup>-2</sup> s<sup>-1</sup> at noontime, 20–35 °C, normal nutrients, well-watered with soil water content  $\geq$ 19.5%) until the designated stages. Soil water content was monitored by using a Soil Moisture Content Meter (TZS, TOP instrument, China). For drought stress at the 5 DAP stage,

plants were grown under natural conditions until the pollination stage, and then they were subjected to drought stress treatment by maintaining 14.0–15.0% SWC, followed by the restoration of watering. Ear leaf from the plants at 5 DAP that had suffered 5 days of drought treatment and the control materials were sampled for RNA sequencing. Leaves from 3–4 plants were pooled for each sample, and two replicates were used.

Total RNA was isolated using TRIzol (Invitrogen, USA for *zmnf-ya1* vs W22) or McCarty (McCarty, 1986) for the *ZmNF-YB16* vs B104 because of the high sugar content in tissue. The cDNA libraries were constructed according to BGI standard protocols and sequenced using BGISEQ500 (BGI, Shenzhen, China) for *zmnf-ya1* mutant and W22 and Illumina HiSeq200 for *ZmNF-YB16* OE lines and B104. RNA-sequencing reads were mapped to the maize genome (V3 5b+) with HISAT (version 2.0.4) (Kim et al., 2015) after filtering out low-quality reads using SOAPnuke (version 1.5.2) (Chen et al., 2018). Clean reads were mapped to the reference database using Bowtie2 (version 2.2.5) (Langmead and Salzberg, 2012), and then gene expression levels were calculated with RSEM (version 1.2.12) (Li and Dewey, 2011). The FPKM value (fragments per kb per million reads) was used to normalize the gene expression level. Differentially expressed genes (DEGs) between each pair of samples were detected with DESeq2 algorithms (Love et al., 2014). A resulting P value (adjusted p-value) < 0.05 and fold change value > 2 (log2 ratio > 1) were used as cutoffs for significant differential expression (GEO Submission (GSE137780)). Gene functional annotations were conducted based on MaizeGDB (284 Zea mays release of Phytozome 10) (<https://www.maizegdb.org>). GO enrichment analysis was based on the AGRIGO database (<http://bioinfo.cau.edu.cn/agriGO/>) and the GENEONTOLOGY (<http://geneontology.org>).

### **Literature Cited in this Supplemental material and methods**

- De Block M, Botterman J, Vandewiele M, Dockx J, Thoen C, Gosselé V, Movva NR, Thompson C, Van Montagu M, Leemans J (1987)** Engineering herbicide resistance in plants by expression of a detoxifying enzyme. *EMBO J* **6**: 2513–2518
- Chen Y, Chen Y, Shi C, Huang Z, Zhang Y, Li S, Li Y, Ye J, Yu C, Li Z, et al (2018)** SOAPnuke: A MapReduce acceleration-supported software for integrated quality control and preprocessing of high-throughput sequencing data. *Gigascience* **7**: 1–

- Kim D, Langmead B, Salzberg SL** (2015) HISAT: a fast spliced aligner with low memory requirements Daehwan HHS Public Access. *Nat Methods* **12**: 357–360
- Langmead B, Salzberg SL** (2012) Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**: 357–359
- Li B, Dewey CN** (2011) RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics*. doi: 10.1186/1471-2105-12-323
- Li B, Wei A, Song C, Li N, Zhang J** (2008) Heterologous expression of the TsVP gene improves the drought resistance of maize. *Plant Biotechnol J* **6**: 146–159
- Li Z, Gao Q, Liu Y, He C, Zhang X, Zhang J** (2011) Overexpression of transcription factor ZmPTF1 improves low phosphate tolerance of maize by regulating carbon metabolism and root growth. *Planta* **233**: 1129–1143
- Livak KJ, Schmittgen TD** (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2- $\Delta\Delta$ CT method. *Methods* **25**: 402–408
- Love MI, Huber W, Anders S** (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**: 1–21
- McCarty DR** (1986) A simple method for extraction of RNA from maize tissues. *Maize Genet Coop Newslett* **60**: 61
- McCarty DR, Mark Settles A, Suzuki M, Tan BC, Latshaw S, Porch T, Robin K, Baier J, Avigne W, Lai J, et al** (2005) Steady-state transposon mutagenesis in inbred maize. *Plant J* **44**: 52–61
- Quan R, Shang M, Zhang H, Zhao Y, Zhang J** (2004) Engineering of enhanced glycine betaine synthesis improves drought tolerance in maize. *Plant Biotechnol J* **2**: 477–486
- Wang B, Li Z, Ran Q, Li P, Peng Z, Zhang J** (2018) ZmNF-YB16 overexpression

improves drought resistance and yield by enhancing photosynthesis and the antioxidant capacity of maize plants. *Front Plant Sci* **9**: 709

**Wang B, Liu C, Zhang D, He C, Zhang J, Li Z** (2019) Effects of maize organ-specific drought stress response on yields from transcriptome analysis. *BMC Plant Biol* **19**: 1–19

**Yamaguchi-Shinozaki K, Shinozaki K** (1994) A novel cis-acting element in an arabidopsis gene is involved in responsiveness to drought, low-temperature, or high-salt stress. *Plant Cell* **6**: 251–264

**Yemm BEW, Willis AJ** (1954) The Estimation of Carbohydrates in Plant Extracts by Anthrone. *Biochem J* **57**: 508–514

How the deposited data were processed for this re-analysis (not part of the article)

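RNA-seq data of 24 maize leaf libraries were analysed in 3 sets of 8 libraries, with 2 libraries in each of 4 groups per set. One set held W22 and the *zmnf-ya1* mutant, one held B104 and *ZmNF-YB16* OE, and one held DH4866 and the libraries labelled *ZmNF-YA1* OE, each under normal and drought conditions. Groups and replicates were taken from the sample labels and from the paper's methods. The paper describes *ZmNF-YA1* OE lines but reports no RNA-seq of them, so the third set is given only in the closing section. The paper's methods give ear leaves at 5 d after pollination for the B104 set, whereas the labels give the V4 stage for all libraries.

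For each gene and library the authors deposited expected counts, which RSEM had estimated from reads filtered with SOAPnuke and aligned with Bowtie2 to the gene models of maize B73 V3; no scaling between libraries had been applied to them. The authors also deposited FPKM, made by dividing these fragments by transcript length and by the mapped fragments of the library. Genes with an FPKM below 0.01 were not listed, and a gene missing from a library of a set was taken as 0. No column of per-sample values was left unused. The expected counts are estimates, since RSEM divides reads that fit several genes, and were rounded to whole numbers before testing. Reads of paralogs such as the *JAZ2* genes, the *GA2OX1* pair or *ZmNF-YA1* and *ZmNF-YA7* are therefore uncertain in assignment.

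Total expected counts were 20863136 to 21178202 per library in the W22 set, 20696448 to 21289711 in the DH4866 set and 3429314 to 5608889 in the B104 set. Counting error is thus larger in the B104 set, and a gene with at most 3 counts in both libraries of a group was treated as at the floor, with folds against it given as lower bounds. The reads carry no molecular identifiers, so these floors cover counting error only. Replicates differed by more than sampling noise, with a chi-squared per degree of freedom of 2.135 to 4.744 in the W22 set, 1.328 to 3.407 in the B104 set and 2.403 to 3.568 in the DH4866 set, and no 2 libraries were identical. The biological coefficient of variation was 5.29%, 6.18% and 5.01% in the W22, B104 and DH4866 sets. With 2 libraries per group, spreads between replicates are poorly known for any single gene, and no test for an outlying library or for other groupings of the libraries was possible.

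Each set was fitted on its own in R 4.3.3 with edgeR 4.0.16, using its filter on low counts by group, TMM normalization and the quasi-likelihood model with 4 groups. The contrasts were drought against normal in each genotype, the line against its wild type under each condition, and the interaction of genotype and drought. P values were adjusted over all genes tested by the method of Benjamini and Hochberg. A DEG had an absolute log2 fold change above 1 and an adjusted P below 0.05, as in the paper's results. The filter left 24159, 21970 and 24604 genes in the W22, B104 and DH4866 sets. GO terms were those in the biological process column of the authors' annotation, tested with Fisher's exact test against the tested and annotated genes. Overlaps and directions of DEG lists were tested with Fisher's exact test, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

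The genes named in the text were fixed by a rule. They are every gene that the paper names with an identifier for a claim on differential expression, 33 in all with the NF-Y subunits. For a comparison that the paper does not report, they are the 2 DEGs with the largest rise and the 2 with the largest fall among those whose groups do not overlap. That rule, the groups, the contrasts and the alternatives tried were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with its Wald test, RLE size factors, library size alone, no filter on low counts, an adjusted P of at most 0.001 (the paper's methods give this limit, its results 0.05), a model with a replicate block, limma 3.58.1 on log2(FPKM + 1), a fit of only the 2 groups compared, all annotated genes as GO background, other settings of the principal component analysis, and each library left out in turn. DESeq2 fits of only the 2 groups compared, with and without shrunken fold changes, were added after the data had been seen. Replicate numbers were shared by label only, and no source states a pairing, so the model had no replicate block.

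The procedure was tested on simulated data with 200 changed genes at a log2 fold change of 2. All genes were given the same dispersion. The changed genes were well above the floor, were raised and lowered in equal number, and changed only in the normal libraries of the line. Recovery there does not speak for genes with few counts, for changes near the threshold or for a shift in composition as in the W22 set. In a simulation of the W22 set with 23308 genes run, edgeR recovered 200 of them with 0 false calls, and DESeq2 recovered 195. With 22317 genes run, limma recovered 188. In a simulation of the B104 set with 21318 genes run, edgeR recovered 200 with 4 false calls. The GO test found 5 of 5 planted terms and none of the other 495 among 500 terms. Gene positions are not given and neighbouring genes were not used here, since the reference at hand was of another genome build. The level of *ZmNF-YB16* was not analysed here. The quantitative PCR, binding and phenotype data of the paper were not used here.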

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

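Of the tests in this part, those on library depth, on scaling and on an already present difference for the drought response, those on library depth and on shared reads for the DH4866 set, and all 5 on the level of *ZmNF-YA1* were chosen only after the result was seen.

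The drought response differed between *zmnf-ya1* and W22 for 3417 genes by the interaction of genotype and drought, a difference between groups under the same contrast. Of these, 36.2% had a higher and 63.8% a lower response in *zmnf-ya1*. Library depth was tested first, and the medians of the groups differed by at most 1.28% between genotypes under one condition. Scaling was tested next, since library size alone moved the median interaction of all genes by 0.369 and gave 70.5% higher and 29.5% lower responses among 4335 DEGs. Under that scaling 73.5% of the 3417 genes kept their call and direction, but these were all of the 1237 with a higher response, which the shift favours, and 1276 (58.5%) of the 2180 with a lower response. Scaling therefore does not account for those 1276, while for the others, and for the balance of directions, it cannot be excluded. With each library left out in turn, at least 87.6% kept an absolute log2 fold change above 1 in the same direction. The remaining test asked whether the difference was already present without stress. For 80.7% of the 3417 genes the genotype difference was larger under normal conditions than under drought. The interaction is the difference between these contrasts, and the genotypes already differed more under normal conditions (3640 DEGs against 781 under drought). The share partly restates this, and no share for all genes or for library size alone was at hand to compare. It therefore decides nothing by itself. A candidate explanation remains that many of these genes differ because unstressed *zmnf-ya1* plants already deviate from W22. A changed response to drought cannot be told apart from this.

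In the third set, which the paper does not report, drought against normal gave 6612 DEGs in DH4866 (3446 higher and 3166 lower). The groups did not overlap for 6588 of them. Chance gives 33.3% of unselected genes, but DEGs are chosen by size and P, so this count is no separate evidence. The genes with the largest rise were GRMZM2G035726, at least 548.9-fold higher, and GRMZM2G058173, at least 427.4-fold higher, and those with the largest fall were GRMZM2G420870, at least 507.5-fold lower, and GRMZM2G115077, at least 251.0-fold lower. This drought response, which has the design of the response in W22, was weighed only by the alternatives set beforehand. With 1 library left out, 94.9% to 100.0% of the DEGs kept an absolute log2 fold change above 1 in the same direction. Library size alone gave 6620 DEGs, 6530 of them among the 6612, but it moved the median of all genes by only -0.027, so this is no test of a change in composition. The number of days of drought for these plants is not stated in the paper's text.

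In the same set, the libraries labelled *ZmNF-YA1* OE differed from DH4866 by 721 DEGs under normal conditions (473 higher and 248 lower) and by 782 under drought (393 higher and 389 lower). The groups did not overlap for 717 and 777 of them, where chance gives 33.3% of unselected genes and the choice of DEGs raises the share. *ZmNF-YA1* itself was not raised in these libraries (below), so no direction here is read as an effect of more ZmNF-YA1. The medians of total counts differed by at most 0.84% between genotypes. Scaling by library size alone kept the call and direction of 94.0% of the 721 DEGs (all of the 473 higher and 82.7% of the 248 lower), and leaving out 1 library kept an absolute log2 fold change above 1 in the same direction for at least 89.3%. Reads moving between similar genes were tested by counting DEGs that had at most 3 counts in one replicate and at least 30 in the other replicate of some group. This held for 2.08% of the DEGs under normal conditions, 3.2% of those under drought and 0.49% of all genes tested, and for 5 of the 8 genes with the largest changes. Both shares were higher than that of all genes tested, which is the side that misassigned reads predict. The choice of DEGs for replicates that agree would lower the shares in the groups compared. Reads assigned alike in both replicates would not be seen. Misassigned reads may account for some of these DEGs and are not excluded. These 8 were GRMZM2G012062 (at least 37.2-fold higher) and GRMZM2G126177 (9.6-fold), GRMZM2G353276 (at least 76.5-fold lower) and GRMZM2G428098 (35.1-fold) under normal conditions, and GRMZM2G006853 (at least 30.4-fold higher), GRMZM6G157558 (11.6-fold), GRMZM2G404025 (at least 254.6-fold lower) and GRMZM2G074844 (21.4-fold) under drought, all as lower bounds. Their values are uncertain in read assignment.

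A fixed difference between the lines, apart from the treatment, predicts the same genes under both conditions, but 6.5% of the DEGs under normal conditions were DEGs in the same direction under drought (47 genes, with 46 in opposite directions). That share was 2.6% for *zmnf-ya1* against W22 and 48.1% for *ZmNF-YB16* OE against B104. Both are fixed differences in genotype, so a low share does not exclude one. A raised level of ZmNF-YA1 predicts changes opposite to those in *zmnf-ya1*. The 572 DEGs shared with *zmnf-ya1* instead leaned to the same direction (284 against 216, with 72 mixed), with an odds ratio of 1.85 (P = 0.00126, two-sided Fisher's exact test). With library size alone the counts were 285 against 281, so the lean in counts depends on the scaling, and the odds ratio was 1.71 (P = 0.00648, two-sided Fisher's exact test). None of the explanations tested was shown to account for the difference, and since the growth conditions of these plants are not described, a difference between harvests was not tested.

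*ZmNF-YA1* had 236 and 247 counts in normal DH4866, 278 and 260 in the normal libraries labelled OE, 146 and 150 in drought-stressed DH4866 and 133 and 136 in the drought-stressed libraries labelled OE. A single mislabelled library would part 2 replicates, yet the largest ratio between replicates was 1.09 in normalized counts. The paper drives the transgene of its OE lines by the RD29A promoter and reports a rise after osmotic stress, so the log2 fold change of 0.10 under normal conditions (SE 0.09, adjusted P = 0.544 from edgeR's quasi-likelihood test) cannot tell whether genotype labels were exchanged. Under drought an exchange would give a large negative difference, and the log2 fold change was -0.14 (SE 0.11, adjusted P = 0.424 from edgeR's quasi-likelihood test). These tests of the labels hold only if the transgene raises the counted gene. Too few counts are not the reason, the lowest count being 133. A transgene transcript that lies outside the counted gene model could leave these values as they are. The paper describes a transgene with the coding sequence of *ZmNF-YA1*, which argues against this if these libraries come from those lines. Expected counts alone cannot tell such a transcript apart from an absence of overexpression in the leaves sampled. In the W22 set, by comparison, *ZmNF-YA1* was lower in *zmnf-ya1* in both normal libraries, but under drought it had 110 and 102 counts against 121 and 145 in W22 (log2 fold change -0.30, adjusted P = 0.135 from edgeR's quasi-likelihood test).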

How the results depend on the processing

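No test in this part was chosen after its result was seen, but the DESeq2 fits of only the 2 groups compared were. Among 34 summary results, 150 of 226 values under an alternative stayed the same, by direction, by side of the threshold or within 1.5-fold for a count. For every change named here the cause was not tested, except where a shift of the median of all genes is given.

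The balance between higher and lower genes depends on the scaling. The share of DEGs higher in *zmnf-ya1* under normal conditions, 55.77%, was 20.11% with library size alone, 24.67% with limma on log2(FPKM + 1) and 49.2% with only the 2 groups compared. The share of interaction DEGs with a higher response in *zmnf-ya1*, 36.2%, was 70.52% with library size alone and 59.79% with limma. The share of repressed drought DEGs in *zmnf-ya1* minus that in W22, 7.07 points, was -13.57 with library size alone and -5.74 with limma. Library size alone moved the median of all genes by -0.398 between genotypes under normal conditions and by 0.369 for the interaction, and FPKM share its scaling. The share of higher DEGs also crossed 50% with library size alone for drought in W22 (55.0% to 46.64%), drought in *zmnf-ya1* (47.93% to 60.21%) and *ZmNF-YB16* OE under normal conditions (47.89% to 53.65%, 54.2% with limma) and drought (47.35% to 50.31%), with limma for drought in *zmnf-ya1* (56.25%), and for the libraries labelled *ZmNF-YA1* OE under drought (50.26%) with the DESeq2 Wald test (43.94%), an adjusted P of at most 0.001 (40.79%), limma (32.99%), RLE (49.03%) and no filter (49.7%). Among shared DEGs, the 243 higher in *zmnf-ya1* and lower in *ZmNF-YB16* OE and the 163 of the reverse became 138 and 344 with library size alone and 36 and 103 with limma. Library size alone also moved Clade 1 from 1211 to 676 genes, Clade 2 from 793 to 345, Clade 5 from 716 to 1598 and Clade 6 from 1067 to 2431.

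With limma the DEGs of drought against normal fell to 4094 in W22, 2967 in *zmnf-ya1* and 3290 in DH4866. The DEGs between *zmnf-ya1* and W22 were 1358 under normal conditions and 317 under drought, the interaction DEGs 1783, and the DEGs of the libraries labelled *ZmNF-YA1* OE 253 and 197. The clades together held 1618 genes in place of 4166, with 209, 147, 22, 177 and 371 in Clades 1 to 5, and the lines shared 252 DEGs.

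With an adjusted P of at most 0.001 the DEGs between *zmnf-ya1* and W22 were 2252 under normal conditions and 397 under drought, and the interaction DEGs 1823. *ZmNF-YB16* OE had 1596 and 1629 DEGs, and the libraries labelled *ZmNF-YA1* OE had 325 and 304. The clades held 2526 genes, with 732 in Clade 1, 70 in Clade 3, 211 in Clade 4, 366 in Clade 5 and 662 in Clade 6, and 363 DEGs were shared. The shares were 58.66% and 29.9% and the difference 10.3 points.

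With the DESeq2 Wald test the libraries labelled *ZmNF-YA1* OE had 412 and 396 DEGs, Clade 3 held about 1.0e2 genes (67 fewer than the 171 of the main fit), 501 DEGs were shared and 57.54% of the normal DEGs were higher in *zmnf-ya1*. RLE size factors moved the interaction share to 38.59%. The DESeq2 fits of only the 2 groups compared gave 511 DEGs between *zmnf-ya1* and W22 under drought and 1673 for *ZmNF-YB16* OE under normal conditions, 774 genes in Clade 1 and 86 in Clade 3, 51.73% and 9.49 points. Shrunken fold changes gave 2160 and 275 DEGs between *zmnf-ya1* and W22, 1528 and 1692 for *ZmNF-YB16* OE, 2352 genes in clades (642, 486, 58, 169, 423 and 639 in Clades 1 to 6), 324 shared DEGs, 53.1% and 10.06 points.

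The odds ratio of the directions of the shared DEGs, 0.71, stayed below 1 but was no longer past the threshold with the DESeq2 Wald test (0.71), an adjusted P of at most 0.001 (0.81), limma (0.57) and shrunken fold changes (0.71). Its P was 0.0256, against 0.0745, 0.378, 0.0602 and 0.137 in these settings, 0.000623 with library size alone, 0.0209 with RLE and 0.0376 with a replicate block. With all annotated genes as background 9 GO terms passed in Clade 6 in place of 4, and 0 in Clade 2 in place of 1, where 35 had an unadjusted P below 0.05.

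A replicate block moved no summary result past these limits. It gave 3633 DEGs between *zmnf-ya1* and W22 under normal conditions and 793 under drought, and 3422 interaction DEGs. Deviations of same-numbered replicates correlated at -0.021 to 0.069 across genes between groups, so nothing in the counts pairs them.

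With each library left out in turn no P values were used. Of the DEGs between *zmnf-ya1* and W22, 3011 to 3640 kept an absolute log2 fold change above 1 and their direction under normal conditions and 698 to 780 under drought, across 8 fits each. The ranges were 7335 to 7705 for drought in W22, 5727 to 6107 in *zmnf-ya1*, 2993 to 3312 for the interaction, 2417 to 2608 and 2384 to 2529 for *ZmNF-YB16* OE, 644 to 721 and 694 to 782 for the libraries labelled *ZmNF-YA1* OE, and 6278 to 6612 for drought in DH4866. The ratio of genotype distances, 1.749, lay between 1.661 and 1.897, and was above 1 in each of these fits and alternatives.

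The genes named in the text gave 150 results. With all libraries kept, 806 values were the same, 34 weaker, 10 stronger and 8 changed sign. The sign changed with library size alone and limma for *ZmLSD1* between genotypes under normal conditions (-0.29 and -0.25 in place of 0.10), for the drought response in *zmnf-ya1* of *JAZ2* GRMZM2G114681 (0.21 and 0.20 in place of -0.01) and of *MYC4* (0.14 and 0.13 in place of -0.09), and for *ZmNF-YA7* in the libraries labelled *ZmNF-YA1* OE under normal conditions (0.06 and 0.09 in place of -0.01), all under the threshold of a DEG. Limma gave 23 weaker values and 3 stronger, library size alone 7 and 5, DESeq2 3 and 0, and only the 2 groups compared 1 and 2. With 1 library left out, 1067 values were the same and 93 moved, 11 of these by a change of sign. The drought signature in unstressed *zmnf-ya1* (0.573) was -0.149 when the signature came from B104.

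The smaller depth of the B104 set limits genes with few counts, such as *EIF3E*, *PYL10* and the transducin gene, to lower bounds. An additional pseudocount and the lack of a filter for FPKM were not run, because counts were at hand.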

Differences from the paper's values

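The alternatives named were set before the data were examined, except the DESeq2 fits of only the 2 groups compared, with and without shrunken fold changes, which were chosen after seeing the values. No test of a cause was made in this part.

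DEGs higher in *zmnf-ya1* under normal conditions were 2030, against the paper's 1225. The DESeq2 Wald test (1675), library size alone (985), an adjusted P of at most 0.001 (1321) and only the 2 groups compared (1745) came within 1.5-fold; RLE, no filter, the replicate block and limma did not. So did the DESeq2 fits of 2 groups, chosen after seeing the values, with 1373, or 1147 when shrunken. The 985 of library size alone is a match in this count only, since it came with 3914 lower DEGs. Its fold changes differed from the paper's readable ones by a median of -0.347, and it kept 1223 of 1620 readable DEGs. For the DESeq2 fit of 2 groups without shrinkage these values were 0.009 and 1597. Under drought 195 DEGs were higher, against about 83 in the paper's Fig. S10C, read by eye, and the DESeq2 Wald test (121) and the stricter adjusted P (73) closed the gap, as did the DESeq2 fit of 2 groups chosen after seeing the values (115). For the 586 lower DEGs, against about 350 in the paper's Fig. S10C, the DESeq2 Wald test (402), the stricter adjusted P (324) and limma (269) closed it, as did the DESeq2 fit of 2 groups chosen after seeing the values (396). The other alternatives did not.

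For *ZmNF-YB16* OE the paper's values are from Fig. S12A, read by eye. Under normal conditions 1249 DEGs were higher, against the paper's about 700, and the DESeq2 Wald test (926) and the stricter adjusted P (762) closed the gap. For the 1359 lower DEGs, against the paper's about 680, these 2 (994 and 834) and limma (975) did. Under drought 1205 were higher, against the paper's about 750, and 1340 lower, against the paper's about 740. The DESeq2 Wald test (867 and 989), the stricter adjusted P (778 and 851) and limma (1044 and 1094) closed both gaps. The DESeq2 fits of 2 groups, chosen after seeing the values, closed all 4 gaps, with 791, 882, 863 and 975, or 721, 807, 797 and 895 when shrunken. The other alternatives closed none.

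Clade 1 held 1211 genes, against the paper's 674, and library size alone (676) and the stricter adjusted P (732) closed the gap. Library size alone, however, moved Clade 5 further from the paper's 456, to 1598. Clade 3 held 171, against the paper's 69, and the stricter adjusted P (70) closed it. Clade 4 held 370, against the paper's 237, and Clade 5 716, against the paper's 456. The DESeq2 Wald test (262 and 482), no filter (342 and 675), the stricter adjusted P (211 and 366) and limma (177 and 371) closed these. The DESeq2 fits of 2 groups, chosen after seeing the values, closed all 4, with 774, 86, 263 and 541, or 642, 58, 169 and 423 when shrunken. The lines shared 802 DEGs, against the paper's 315. The stricter adjusted P (363) and limma (252) closed the gap, as did the shrunken DESeq2 fits chosen after seeing the values (324). The DESeq2 Wald test (501), RLE (796), library size alone (894) and the replicate block (804) did not.

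The paper's fold enrichments are from Fig. 5, read by eye. Regulation of JA mediated signaling had 4.04-fold in Clade 1, against the paper's about 11, response to wounding 2.94-fold, against the paper's about 7.7, and regulation of defense response 2.08-fold, against the paper's about 5.7. In Clade 4 the same terms had 12.0-fold, against the paper's about 20, 6.98-fold, against the paper's about 14, and 6.19-fold, against the paper's about 13. In Clade 6 chromatin remodeling had 0-fold, against the paper's about 43, and nonsense-mediated mRNA decay 6.77-fold, against the paper's about 18. The 0-fold covers only genes listed under that very term, not those of narrower terms such as ATP-dependent chromatin remodeling. Whether the paper's counts included such genes is not stated. All annotated genes as background closed the gap for the JA term of Clade 4 (13.4-fold, adjusted P = 0.252, Fisher's exact test) and none of the others.

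Of 84 log2 fold changes compared, 5 differed by more than 1 SE, none by more than 1.28 SE and none in sign. The SE was computed from the log2 fold change and its F statistic. Both sets of values come from the same libraries, so the SE serves only as a scale and does not test the difference. An alternative is said to cover a difference when its own SE is at least as large as its gap to the paper's value. A larger SE alone can bring this about, so a covered value need not lie nearer to the paper's. *JAZ10* had 1.71 between genotypes under normal conditions, against the paper's 0.96, and the DESeq2 Wald test (1.74), library size alone (1.31) and only the 2 groups compared (1.65) covered the difference. So did the DESeq2 fits of 2 groups chosen after seeing the values (1.71, or 0.58 when shrunken). Under drought it had -2.03, against the paper's -1.44, covered by the DESeq2 Wald test (-2.04) and by the DESeq2 fit of 2 groups chosen after seeing the values (-2.04). *JAZ2* GRMZM2G173596 had 2.85 under normal conditions, against the paper's 2.71, covered by the DESeq2 Wald test (2.84), RLE (2.84), the replicate block (2.85), only the 2 groups compared (2.79) and, chosen after seeing the values, the DESeq2 fits of 2 groups (2.81, or 2.59 when shrunken). *EIF3E* had a drought response of -6.20 in W22, against the paper's -5.74, with 0 and 4 counts under drought, covered by the DESeq2 Wald test (-6.30) and by the DESeq2 fits of 2 groups chosen after seeing the values (-6.29, or -5.24 when shrunken). In *zmnf-ya1* it had -6.08, against the paper's -5.47, but with 0 and 2 counts under drought only a fall of at least 25.3-fold is known, which the paper's value fits. The gap between the estimates was covered by the DESeq2 Wald test (-6.24), library size alone (-5.86) and the DESeq2 fit of 2 groups chosen after seeing the values (-6.25). In all 5 cases the other alternatives did not cover the difference within 1 SE.

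Statements of the paper on genes and terms also differed. For some of these genes the paper's own supplemental log2 fold changes could be read, and they were near those found here. They were 0.05 under normal conditions and 0.25 under drought for *ZmLSD1*. For *ZmAMY5* the value was -0.29 under drought, and for *MYB43* it was -0.98 under normal conditions. For these values the difference is from the paper's wording, not from its own fold changes. The paper names *ZmMBF1c* and *ZmLSD1* as activated by ZmNF-YA1; the log2 fold changes of *zmnf-ya1* over W22 were -0.84 and 0.10 under normal conditions, and only *ZmMBF1c* became a DEG in a setting that was run, with library size alone (-1.24) and limma (-1.18). The paper names *ZmPOD64* as less induced in *zmnf-ya1*; it was induced at least 46.3-fold in W22 and at least 21.8-fold in *zmnf-ya1*, and its difference under drought, -0.71 (adjusted P = 0.0105 from edgeR's quasi-likelihood test), had the stated direction but not the size of a DEG. The paper names *ZmAMY5* as repressed by ZmNF-YA1; it was a DEG with a higher level in *zmnf-ya1* under normal conditions (1.44), in the stated direction, but its difference under drought was -0.36 and not a DEG. *HOT1/HSP101* (-0.98) and *MYB43* (-0.94), named as activated by ZmNF-YA1, were not DEGs in normal *zmnf-ya1*; both were with library size alone (-1.38 and -1.34) and limma (-1.34 and -1.21), *HOT1/HSP101* also with only the 2 groups compared (-1.04), and *MYB43* under drought (-1.33). For the genes named as regulated by ZmNF-YB16, *PHO2* (0.88) and *IAA7* (-0.42) were not DEGs under normal conditions, nor were *PLAT1* (-0.65) and *HOT1/HSP101* (-0.09) under drought. The transducin gene was not a DEG of *ZmNF-YB16* OE under drought (1.58) but was with only the 2 groups compared. The paper reports that its mutant lines lacked *ZmNF-YA1* transcripts. Here counts remained in all *zmnf-ya1* libraries, with log2 fold changes over W22 of -1.16 under normal conditions and -0.30 under drought. The paper's own supplemental values were -1.18 and -0.28. Where in the gene the remaining reads lie is not known.

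The paper places JA signaling, wounding and regulation of defense response at the top of Clade 4; none of these terms passed an adjusted P of 0.05 (0.224, 0.271 and 1, Fisher's exact test), while defense response did (6.23-fold). The paper names transcription regulation, histone modification and chromatin remodeling as enriched in Clade 6. None of these terms, each counted only for genes listed under it, passed against the tested genes. With all annotated genes as background, ATP-dependent chromatin remodeling passed (3 of 5 genes, 17.8-fold, adjusted P = 0.0498, Fisher's exact test). The paper has *zmnf-ya1* with the larger share of repressed drought DEGs, which was so here by 7.07 points but not with library size alone (-13.57) or limma (-5.74).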

Other observations

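All 9 tests in this part were written before their results were seen; the drought responses in genes chosen from DH4866 were added afterwards.

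A hypothesis was tested that unstressed *zmnf-ya1* plants already carry a drought-like expression pattern against unstressed W22. Drought lists were taken from DH4866, so that they share no library with the comparison they were used on. The 3131 drought-induced genes had a median log2 fold change of 0.48 between normal *zmnf-ya1* and W22, and the 2850 drought-repressed genes one of -0.093, a gap of 0.573. With library size alone these medians were 0.083 and -0.491 and the gap was again 0.573. Which list carries the shift therefore depends on the scaling. Since the lists came from other libraries, libraries shared between contrasts are not the cause of the gap. The induced list stood at the 100.0 percentile of 10000 random lists of similar expression. That percentile separates little, since it was also 100.0 under drought, where the median of the induced list was 0.007. The gap was at least 0.51 with 1 normal library left out, at least 0.499 in each length tertile of genes, and 0.575 without the 100 genes with the most counts. Under drought the gap between genotypes was 0.043. In normal libraries labelled *ZmNF-YA1* OE the gap was 0.269 with lists from W22, the induced list standing at the 100.0 percentile. *ZmNF-YA1* was not raised there, so a smaller gap of this kind also arose without a measured change of its level. This does not exclude loss of ZmNF-YA1 as the source in *zmnf-ya1*. The water status or stage of the plants at harvest could not be separated, with 2 normal libraries per genotype from 1 harvest. With drought lists from B104 the gap was -0.149, and the induced and the repressed list both stood at the 100.0 percentile. The median drought response of the 3131 induced genes was 1.53 in W22 and 0.98 in *zmnf-ya1*, or 1.38 and 1.20 with library size alone, and that of the 2850 repressed genes -1.28 and -1.27, or -1.42 and -1.05. The pattern may reflect the mutation, but it cannot be told apart from a difference in water status or stage at harvest.

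The DEGs shared by *zmnf-ya1* and *ZmNF-YB16* OE were weighed in the same way. Chance does not account for their number (odds ratio 2.16). The W22 drought DEGs, however, shared 1512 genes with the *ZmNF-YB16* OE DEGs at an odds ratio of 2.89, so the overlap may in part come from genes that respond to many treatments, which cannot be told apart from shared regulation. The odds ratio of the directions was 0.71, the side that opposite changes in a mutant and an overexpression line predict, but it did not pass in 4 of the settings tried.

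*ZmNF-YA1* counts in leaves were lower under drought in all 3 wild types, 121 and 145 against 278 and 298 in W22, 157 and 142 against 482 and 250 in B104, and 146 and 150 against 236 and 247 in DH4866. The paper reports the opposite direction in leaves, a rise at the 3-leaf stage after osmotic, salt and heat stress, with a peak at 24 h of osmotic stress, and a rise after drought in kernels. Stage, treatment and its duration differ from those of these libraries, and their part was not tested.

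Some genes went from at most 3 counts in both libraries of a group to at least 100 in both of another. Drought switched 66 genes on and 95 off in W22, 43 on and 71 off in DH4866, and 20 on and 1 off in B104, whose smaller depth makes 100 counts a higher level. Of these, 16 were switched on and 43 off in both W22 and DH4866, and 1 in opposite directions. Between *zmnf-ya1* and W22 there were 6 such genes higher and 5 lower under normal conditions and 0 under drought. These genes were counted after their values were seen.

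In the libraries labelled *ZmNF-YA1* OE, some of the 7 genes of Fig. 6F also differed from DH4866. *ZmbHLH116* was higher under normal conditions (log2 fold change 1.76, SE 0.12, adjusted P = 1.95e-07 from edgeR's quasi-likelihood test) and under drought (1.21), in both libraries of each. *ZmLOX5* was lower under normal conditions (-1.43, SE 0.10, adjusted P = 1.66e-07 from edgeR's quasi-likelihood test), and *ZmLSD1* was lower under drought (-1.83, SE 0.28, adjusted P = 0.000298 from edgeR's quasi-likelihood test). No direction of an effect of ZmNF-YA1 is drawn from these values, since *ZmNF-YA1* was not raised in the libraries so labelled.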
